# Ets1-regulated endothelial-secreted factors promote compact myocardial growth and contribute to the pathogenesis of ventricular non-compaction

**DOI:** 10.1093/cvr/cvaf264

**Published:** 2026-02-24

**Authors:** Lu Wang, Zeyu Chen, Aiden Tang, Zhe Yu, Bin Zhou, Sylvia M. Evans, Ju Chen, Paul Grossfeld

**Keywords:** ventricular non-compaction, cardiomyocyte proliferation, endothelial-secreted factor, extracellular matrix, Notch1 signaling

## Abstract

**Aims:**

Thinning of the compact myocardium is a major contributor to adverse outcomes in ventricular non-compaction, the third most common form of cardiomyopathy. Endothelial-specific deletion of *Ets1*, a gene associated with Jacobsen syndrome, causes ventricular non-compaction with reduced compact myocardium. However, the mechanisms by which pathological cardiac endothelium impairs compact myocardium growth remain poorly understood.

**Methods and results:**

To uncover the mechanisms underlying compact myocardium thinning and identify therapeutic endothelial-secreted factors, we performed single-cell RNA sequencing. Aberrant cardiomyocyte and endothelial cell states were observed in non-compacted ventricles. Conditional deletion of *Ets1* in either the endocardium or coronary endothelium impaired compact myocardial growth. In endocardium, *Ets1* deficiency suppressed Notch1 signaling by upregulating *Dlk1* and downregulating *Dll4*, both direct Ets1 targets. In coronary endothelium, *Ets1* deficiency reduced the expression of its direct targets *Hmcn1*, *Slit2*, and *Col18a1*, three extracellular matrix (ECM) components that promote compact myocardial proliferation. Notably, treatment with these ECM proteins or the Notch1 effector Nrg1 restored the impaired compact myocardial proliferation.

**Conclusions:**

These findings highlight Ets1-regulated endothelial-secreted factors as essential for compact myocardium development and suggest novel therapeutic targets for ventricular non-compaction.

## 1. Introduction

Ventricular non-compaction is the third most common form of cardiomyopathy and is characterized by prominent myocardial trabeculations and a thinned compact zone.^1,2^ The trabecular layer of ventricular myocardium is a sponge-like network of cardiomyocytes, playing a crucial role in development of the ventricular chamber^3^. In healthy individuals, increased trabeculation occurs as a physiological adaptation to altered loading conditions, such as athletic training, and is commonly observed in healthy African Americans.^4,5^ In the absence of inherited cardiac conditions or related symptoms, excessive trabeculation is generally considered benign.^5,6^ However, increasing evidence suggests that a thinner compact myocardium may be an independent risk factor for adverse clinical outcomes in ventricular non-compaction.^1,7,8^ Therefore, investigating mechanisms underlying the thinning of compact zone myocardium in ventricular non-compaction will contribute to development of strategies to address the pathological nature of this condition.

Compact zone cardiomyocyte proliferation drives progressive thickening of the ventricular wall. This process involves proliferation of the compact zone myocardium, and its expansion during late embryonic stages, which leads to incorporation of the trabecular myocardium.^9,10^ Defects in compact cardiomyocyte proliferation lead to thinning of compact zone myocardium in ventricular non-compaction. Genome-wide association studies in humans have shown that non-compaction cardiomyopathy is a genetically driven condition resulting from mutations in genes encoding sarcomeric, cytoskeletal, and nuclear membrane proteins.^11,12^ Additionally, recent research has identified dysfunction in the coronary endothelium and endocardium as contributing factors to the development of non-compaction cardiomyopathy.^13-16^ However, the underlying mechanisms of the disease and potential therapeutic strategies remain poorly understood.

Ventricular non-compaction has been observed in Jacobsen syndrome (JBS, OMIM #147791), a chromosomal disorder caused by deletions in distal 11q that leads to multiple developmental defects, including congenital heart defects (CHDs).^17^ Among the genes affected, *Ets1* deficiency has been associated with CHDs in JBS.^18,19^ In our previous study, we showed that endothelial-specific deletion of *Ets1* in mice leads to a ventricular non-compaction phenotype, characterized by thinning of compact myocardium and overgrowth of trabecular layer.^19^ We found that coronary endothelial deletion of *Ets1* impaired coronary vascular development by reducing the expression of six key angiogenesis-related genes, while endocardial deletion of *Ets1* increased trabecular cardiomyocyte proliferation through upregulation of Tgfb2/Tgfb1/Smad2 signaling. However, the molecular mechanism by which *Ets1*-deficient cardiac endothelium impairs the growth of the compact zone myocardium remains unknown. Thus, using the *Ets1* endothelial knockout model that mimics human ventricular non-compaction, here we further investigate the contribution of the coronary endothelium and/or endocardium to the thinning of the compact zone myocardium and the underlying molecular mechanisms. By understanding how the cardiac endothelium regulates compact myocardial growth, we aim to facilitate the development of targeted therapies for ventricular non-compaction.

In this study, using single-cell RNA sequencing (scRNA-seq), we revealed transcriptomic and cellular state alterations in cardiomyocytes and cardiac endothelial cells in ventricular non-compaction caused by *Ets1* endothelial conditional knockout (eKO), and identified key cell types involved in the pathogenesis of ventricular non-compaction. We also showed that *Ets1* deficiency in either endocardium or coronary endothelium led to thinning of compact zone myocardium and elucidated the underlying molecular mechanisms. Additionally, we demonstrated a restorative effect of Hmcn1, Slit2, and Col18a1, three identified extracellular matrix (ECM) components, as well as the Notch1 downstream effector Nrg1, on the reduced proliferation of compact zone cardiomyocytes caused by *Ets1* eKO. Uncovering how cardiac endothelium regulates compact myocardial growth will contribute to the development of targeted therapies for ventricular non-compaction and potentially other disease processes involving cardiomyocyte proliferation.

## 2. Methods

Comprehensive methods and relevant references are included in the Supplemental Material. Information on antibodies, probes and primers can be found in Tables S2 and S3.

### 2.1 Mice

All animal experiments were conducted in compliance with the National Institutes of Health’s *Guide for the Care and Use of Laboratory Animals*^20^ and were approved by the Institutional Animal Care and Use Committee at the University of California, San Diego. *Ets1* conditional knockout mice were generated by breeding *Ets1* flox/flox (fl/fl) mice with *Tie2*Cre (Jackson Laboratory, #008863), *Pdgfb*CreERT2 (provided by Dr. Marcus Fruttiger, University College London) and *Nfatc1*Cre (provided by Dr. Bin Zhou, The University of Chicago) mice. Cardiomyocyte-specific FUCCI-expressing mice were generated by breeding R26FUCCI2aR mice (provided by Dr. Ian James Jackson, University of Edinburgh) with *Xmlc2*Cre mice.^21^ Embryonic mice of both sexes at various developmental stages were used without prior genotyping for gender. All animals were maintained under the care of the UCSD Animal Care Program, and all experimental procedures were approved by the UCSD Institutional Animal Care and Use Committee. *Ets1* fl/fl, *Tie2*Cre, *Pdgfb*CreERT2 and *Nfatc1*Cre mice were maintained on a C57BL/6 background, while R26FUCCI2aR and *Xmlc2*Cre were maintained on an FVB/N background. Genotyping was performed using primers listed in Tables S3. Mice were anesthetized with ketamine (150 mg/kg) and xylazine (15 mg/kg) via intraperitoneal injection before tissue collection. At the experimental endpoint, mice were euthanized by CO_2_ inhalation in accordance with institutional guidelines.

### 2.2 Statistical Analysis

Statistical analyses were performed using GraphPad Prism 8.4.3. Data normality was assessed using the Kolmogorov-Smirnov, Shapiro-Wilk, and D’Agostino-Pearson normality tests. Results are presented as mean ± SEM. For normally distributed data, an unpaired two-tailed Student’s *t*-test was used for comparisons between two groups, while one-way ANOVA followed by Tukey's multiple comparisons test was applied for comparisons among more than two groups. For non-normally distributed data or when *n* < 6, a nonparametric test was used for two-group comparisons. No experiment-wide/across-test multiple test correction was applied. When multiple comparisons were conducted, multiplicity-adjusted *P*-values were reported; otherwise, raw *P*-values were reported. A value of *P* < 0.05 was considered statistically significant. Biological replicates were used, with *n* representing the number of mice.

## 3. Results

### 3.1 Alterations in cardiomyocyte states in ventricular non-compaction caused by *Ets1* endothelial deletion.

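Droplet single-cell RNA sequencing was done on 2 control (Tie2Cre;*Ets1* fl/+) and 2 *Ets1* eKO (Tie2Cre;*Ets1* fl/fl) samples, and each sample pooled 3 ventricles of E14.5 embryos. The authors deposited, for each sample, a matrix of unique molecular identifier (UMI) counts per gene and cell barcode, written by Cell Ranger 7.1.0 on the mouse mm10 transcriptome and not normalized. These matrices hold whole counts for every gene and barcode, so they are not the scaled values of SCTransform or the coordinates of Harmony. They hold called cells only, and whole counts do not show whether doublets or background counts had been removed before deposit. Control replicate 1 held 12641 barcodes with 124140739 UMIs, and control replicate 2 held 7949 barcodes with 76931208 UMIs. *Ets1* eKO replicate 1 held 10010 barcodes with 95131419 UMIs, and *Ets1* eKO replicate 2 held 14951 barcodes with 102872196 UMIs. The median was 8630 UMIs per barcode in control replicate 1, 8369 in control replicate 2, 8222 in *Ets1* eKO replicate 1 and 5632 in *Ets1* eKO replicate 2. The paper gives its depth in reads per sample, and all values here rest on the UMI counts. The paper's limits on genes, mitochondrial, ribosomal and hemoglobin counts kept 41563 of 45551 barcodes, and 3650 of these with the highest doublet scores were removed, which left 37913 cells.
Cells were clustered after correction across libraries, and clusters were named by the marker lists of the paper's figures with the ending "-like". Since cells of one library are not independent samples, counts were summed per library and cell class and the library was the unit of the tests, with n = 2 libraries per group. The alternative with sex as a term is the exception, since it takes male and female parts of a library as units (in mEndo-like cells 6 parts of 4 libraries), which are not independent samples. Changes are log2 fold changes of *Ets1* eKO against control from edgeR's quasi-likelihood test with TMM scaling, and a gene counts as changed at a Benjamini-Hochberg adjusted p of at most 0.05. Levels are given as CPM, the UMIs of a gene scaled to a common total of UMIs per class and library, and gene positions are those of GRCm38 (mm10).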

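*Ets1* (ENSMUSG00000032035, chromosome 9 from 32636221 to 32757820) is the gene deleted by Tie2Cre in this model. In coronary vascular endothelial (cvEC-like) cells its level was 375 and 328 CPM in the control libraries and 178 and 127 CPM in the *Ets1* eKO libraries. Mural endocardial (mEndo-like) cells held 288 and 265 CPM in controls and 120 and 93.5 CPM in *Ets1* eKO, and valve endocardial (vEndo-like) cells 224 and 231 CPM against 96.9 and 84.5 CPM. The log2 fold change was -1.13 (standard error 0.18) in cvEC-like, -1.31 (standard error 0.15) in mEndo-like and -1.29 (standard error 0.15) in vEndo-like cells. All were past the threshold, with adjusted p = 0.0102, 0.00115 and 0.00793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved the value in mEndo-like cells most was leaving out *Ets1* eKO replicate 1, with -1.48. Cardiomyocyte-like cells held 6.09 and 6.34 CPM in controls and 9.09 and 8.84 CPM in *Ets1* eKO. The paper's text does not state which exons are floxed, and UMI counts do not record where in the gene a transcript was read. The remaining counts therefore do not show whether the deleted part is among them.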

To identify key cell types involved in the pathogenesis of ventricular non-compaction and to uncover the molecular mechanisms underlying the thinning of compact zone myocardium, we performed scRNA-seq on E14.5 *Ets1* eKO (*Tie2*Cre;*Ets1*^fl/fl^) and control (*Tie2*Cre;*Ets1*^fl/+^) ventricles, as we have previously demonstrated that *Ets1* eKO results in a ventricular non-compaction phenotype.^19^ 

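Clustering of the 37913 cells gave classes nearest the marker lists of cardiomyocytes, endothelial cells, fibroblasts, epicardium and immune cells. The cardiomyocyte-like class held 16110 cells, with 4579 and 2546 in the controls and 3497 and 5488 in *Ets1* eKO. Fibroblast-like cells numbered 8000, epicardial-like cells 890 and immune-like cells 863. The endothelial classes held 4569 mEndo-like, 1528 cvEC-like and 1107 vEndo-like cells. A further 4846 cells (12.8%) fell into clusters with few UMIs, nearest the erythroid list or led by smooth muscle genes, and were left out of these classes. Of them, clusters of 2890 and 64 cells were nearest the cardiomyocyte list and went into the clustering of cardiomyocytes below. Cardiomyocyte-like cells made up 44.5% and 37.5% of the cells of the controls and 41.0% and 44.6% of those of *Ets1* eKO, and fibroblast-like cells 19.6% and 29.7% against 20.8% and 17.9%. mEndo-like cells made up 9.68% and 10.3% of the cells of the controls and 11.0% and 15.8% of those of *Ets1* eKO. UMIs per class and library ranged from 35624883 to 61770527 in cardiomyocyte-like cells and from 1562691 to 2201273 in vEndo-like cells.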

Unsupervised clustering identified five distinct cell populations: cardiomyocytes (CMs), endothelial cells (ECs), fibroblast-like cells, epicardial cells, and immune cells (Figure 1A). The top eight genes used to define each cell population is presented in Figure S1A. CMs were identified by markers including *Tnnt2*, *Tnnc1*, *Actc1*, *Tnni1*, *Tpm1*, *Tnni3*, *Nexn* and *Ttn*, while ECs were identified by markers including *Pecam1*, *Ecscr*, *Egfl7*, *Flt1*, *Cd93*, *Cdh5*, *Emcn* and *Ctla2a* (Figure S1A).

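The mean level of *Tnnt2* over the 4 libraries was 8170 ± 438 CPM (SD, n = 4) in cardiomyocyte-like cells and between 108 and 430 CPM in the other classes. *Pecam1* stood at 546 CPM in cvEC-like, 446 CPM in mEndo-like and 425 CPM in vEndo-like cells, and at 2.06 CPM in cardiomyocyte-like cells. Of the lists for the remaining populations, *Upk3b* reached 895 CPM in epicardial-like cells, *Lum* 399 CPM in fibroblast-like cells and *Tyrobp* 2164 CPM in immune-like cells.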

As the ventricular non-compaction phenotype caused by endothelial deletion of *Ets1* is primarily reflected in the myocardium, we first analyzed the scRNA-seq data of cardiomyocytes to further investigate changes in the cardiomyocyte transcriptome underlying ventricular non-compaction. Sub-clustering of the cardiomyocyte cluster identified six distinct subpopulations (CM1-CM6) (Figure 1B). 

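The cells nearest the cardiomyocyte list were clustered again and gave 12 clusters of between 234 and 2693 cells. Besides the 16110 cells of the cardiomyocyte-like class they include clusters of 2890 and 64 cells with medians of 956.5 and 926 UMIs, which were given no name among all cells. By the marker lists, 2 clusters were named cycling-like, 1 compact-like, 1 trabecular-like and 3 atrioventricular canal-like. Nearest the low-Ttn list were 2 more, which were compared with the cardiomyocyte lists alone and are referred to by their *Ttn* level only, since 1 is led by hemoglobin genes and the other by *Cited1* and *Nppa*. The other 3 were left unnamed. Names of clusters built here need not hold the same cells as CM1 to CM6.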

The top genes defining each CM subpopulation are shown in Figure S1B. 

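*Tnnt1* (ENSMUSG00000064179, chromosome 7 from 4504570 to 4516382) was highest in the compact-like cluster of 2030 cells, at 3621 ± 418 CPM (SD, n = 4 libraries), and lowest in the trabecular-like cluster of 1766 cells, at 129 CPM. The level of *Hey2* (ENSMUSG00000019789, chromosome 10 from 30832359 to 30842801) in the compact-like cluster was 95.6 ± 9.7 CPM, the highest but one of the 12 clusters after an unnamed cluster of 726 cells at 115 ± 17 CPM. *Bmp10* (ENSMUSG00000030046, chromosome 6 from 87428994 to 87437677) and *Nppa* (ENSMUSG00000041616, chromosome 4 from 148000722 to 148002079) were both highest in the trabecular-like cluster, at 111 ± 23 and 12647 ± 2805 CPM. In the compact-like cluster they stood at 0.974 and 118 CPM. Over all cardiomyocyte-like cells, *Bmp10* changed by -0.0082 and *Hey2* by 0.026 on the log2 scale in *Ets1* eKO.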

CM1 expressed compact zone cardiomyocyte marker genes, such as *Hey2* and *Tnnt1* (Figure 1C), while CM6 expressed trabecular cardiomyocyte marker genes, including *Bmp10* and *Nppa* (Figure 1D and 1E). CM2 and CM5 were not distinguished by compact zone and trabecular cardiomyocyte marker genes, but were characterized by high expression of proliferation-associated genes, such as *Top2a* and *Mki67* (Figure S1C). 

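*Top2a* (ENSMUSG00000020914, chromosome 11 from 98992943 to 99024189) and *Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) marked 2 cardiomyocyte clusters of 2693 and 2380 cells. The larger held 780 ± 116 CPM of *Top2a* and 428 ± 71.6 CPM of *Mki67* (SD, n = 4 libraries), and the smaller 470 ± 16.9 and 330 ± 44.2 CPM. Their median depths were 15292 and 11896.5 UMIs per cell. Summed over both clusters, the log2 fold change in *Ets1* eKO was 0.095 (standard error 0.16) for *Top2a* and -0.063 (standard error 0.17) for *Mki67*. The list that named these clusters holds both genes, so their level within the clusters cannot show whether fewer cardiomyocytes cycled. Both clusters together made up 14.0% and 10.3% of all kept cells of the controls and 13.3% and 14.6% of those of *Ets1* eKO.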

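*Rspo3* (ENSMUSG00000019880, chromosome 10 from 29452416 to 29535867) and *Tbx3* (ENSMUSG00000018604, chromosome 5 from 119670669 to 119684724) stood at 704 ± 206 and 129 ± 21.2 CPM (SD, n = 4 libraries) in an atrioventricular canal-like cluster of 670 cells. *Irx3* (ENSMUSG00000031734, chromosome 8 from 91798525 to 91802067) was at 6.92 CPM there and highest, at 66.9 ± 16.3 CPM, in another such cluster of 587 cells. The trabecular-like cluster held 66.3 CPM of *Irx3*. A further cluster of 234 cells with the same name held 589 ± 239 CPM of *Rspo3* but only 2.98 CPM of *Tbx3* and 2.78 CPM of *Irx3*. For *Irx3* this was the lowest of the 12 clusters. The name rests on 5 detected markers of the list, of which 1 was among the leading genes. This cluster took 149 of its cells from control replicate 2 and 9 from *Ets1* eKO replicate 1.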

CM4 was identified as atrioventricular canal cardiomyocytes, marked by *Irx3*, *Tbx3*, and *Rspo3* (Figure S1D).

Unlike the expression pattern of *Bmp10* in cardiomyocytes, *Nppa* was also highly expressed in a subset of CMs in CM2 and CM5, in addition to CM6 (Figure 1D and 1E). These cardiomyocytes correspond to the intermediate myocardium described in previous studies.^10,15^ Moreover, compared to controls, *Ets1* eKO ventricles exhibited a greater number of *Nppa*^+^ cardiomyocytes in CM2 and CM5 (Figure 1E), indicating an increased presence of intermediate myocardium cardiomyocytes. 

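In the cycling-like cardiomyocyte clusters, *Nppa* stood at 1066 ± 255 and 1168 ± 560 CPM (SD, n = 4 libraries), below the trabecular-like and above the compact-like cluster. The cluster of 1527 cells with the second lowest *Ttn* held 3950 ± 822 CPM of *Nppa*, the highest level outside the trabecular-like cluster. *Bmp10* was at 7.41 and 8.46 CPM in the cycling-like clusters.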

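Each cell was thinned to 2000 UMIs before cells with a UMI of *Nppa* were counted, since the libraries differ in depth. Of cycling-like cardiomyocytes, 345 of 1445 (23.9%, exact 95% confidence interval 21.7% to 26.2%) in control replicate 1 and 136 of 695 (19.6%, 16.7% to 22.7%) in control replicate 2 held one. In *Ets1* eKO replicate 1 these were 243 of 1128 (21.5%, 19.2% to 24.1%) and in *Ets1* eKO replicate 2 579 of 1798 (32.2%, 30.0% to 34.4%). The mean rose from 21.7% ± 3.05 in controls to 26.9% ± 7.54 in *Ets1* eKO (SD, n = 2), a difference of 5.15 percentage points that is smaller than the spread between replicates (exact permutation test, two-sided, p = 0.667, with 0.333 the smallest p that 2 against 2 libraries allow). Without *Ets1* eKO replicate 2 the difference was -0.18 percentage points, and the alternative that moved it most, leaving out *Ets1* eKO replicate 1, gave 10.5. With all UMIs the means were 47.2% and 50.5%. Cells with fewer than 2000 UMIs, of which there were 3 in the controls together and 4 in *Ets1* eKO, were left out. The median depths were 15834.5 and 16654 UMIs in the controls and 16475 and 10005 UMIs in *Ets1* eKO.
Immune-like cells, which should lack *Nppa*, held a UMI of it in 9.27% and 3.53% of control cells and in 4.71% and 20.0% of *Ets1* eKO cells, at median depths of 5666, 6493, 5471 and 3321 UMIs. The highest background share was thus in *Ets1* eKO replicate 2, the library with the highest share in cycling-like cardiomyocytes. In the compact-like cluster the share was 7.91% and 11.6% in controls and 8.46% and 23.7% in *Ets1* eKO. In the trabecular-like cluster it was 79.3% and 83.3% in controls and 83.7% and 88.4% in *Ets1* eKO. There both *Ets1* eKO libraries lay above both controls. The level of *Nppa* in cycling-like cardiomyocytes was 974 and 976 CPM in controls and 848 and 1621 CPM in *Ets1* eKO. Its log2 fold change of 0.46 (standard error 0.27, adjusted p = 0.492) was not past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was -0.11 without *Ets1* eKO replicate 2 and 0.88 (adjusted p = 0.00015) without *Ets1* eKO replicate 1, and adjusted p ranged from 0.00015 to 0.998 over its alternatives.

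**Figure D1:**
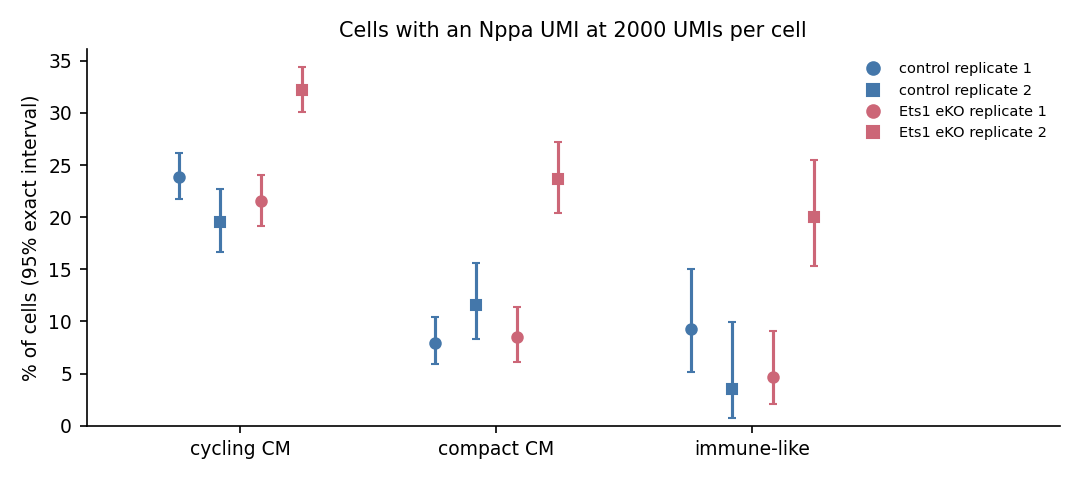
Percent of cells with a UMI of *Nppa* after thinning to 2000 UMIs per cell (y axis) by cell group and library (x axis), with exact 95% confidence intervals as bars. In each of the cycling-like, compact-like and immune-like groups, *Ets1* eKO replicate 2 lies highest and *Ets1* eKO replicate 1 lies between the controls.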

To further confirm the presence of a larger intermediate myocardium region in *Ets1* eKO ventricles, Erg immunofluorescence was used to label the endocardium to distinguish the compact zone from the trabecular layer, and RNAscope *in situ* hybridization (ISH) was performed to visualize the expression of *Hey2* and *Bmp10*. The ventricular wall was divided into *Hey2*^hi^ (high expression of *Hey2*) and *Bmp10*^−^ compact zone, *Hey2*^hi^ and *Bmp10*^−^ / *Bmp10*^lo^ (low expression of *Bmp10*) proximal trabecular layer, also known as intermediate myocardium, and *Hey2*^−^ / *Hey2*^lo^ and *Bmp10*^hi^ distal trabecular layer (Figure 1F). Compared to controls, in addition to the previously observed thinner compact zone, we also found that the intermediate myocardium in *Ets1* eKO ventricles was obviously thicker, indicating a defect in the compaction of the proximal trabecular layer caused by *Ets1* eKO (Figure 1F and 1G). It has been reported that compact zone myocardial expansion drives trabecular meshwork incorporation into the compact zone myocardium.^10^ Since we previously demonstrated that *Ets1* eKO leads to reduced compact zone cardiomyocyte proliferation,^19^ our current findings, together with the established model, suggest that reduced cardiomyocyte proliferation decreased compact zone expansion, thereby impairing proximal trabecular layer compaction.

Furthermore, we identified a population of immature cardiomyocytes, labeled as CM3. These cells exhibited high expression of immature cardiomyocyte marker genes, such as *Tnni1* (Figure 1H; Figure S1E), but low expression of mature cardiomyocyte marker genes, including *Ttn* and *mt-Co1* (Figure 1I; Figure S1E).^13,22,23^ 

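Of the 12 cardiomyocyte clusters, the one with the lowest *Ttn* (ENSMUSG00000051747, chromosome 2 from 76703980 to 76982547) held 2395 cells with a median of 838 UMIs. Among its 10 leading genes are the hemoglobin genes *Hbb-y*, Hba-a1, Hbb-bs, Hba-a2 and Hbb-bt. *Ttn* stood at 989 ± 261 CPM and *mt-Co1* (ENSMUSG00000064351, chromosome M from 5328 to 6872) at 3580 ± 686 CPM there (SD, n = 4 libraries), both the lowest of the clusters. *Tnni1* (ENSMUSG00000026418, chromosome 1 from 135779434 to 135810989) was at 3856 ± 336 CPM, the highest but one. The cluster with the second lowest *Ttn* held 1527 cells with a median of 4390 UMIs, 2756 ± 877 CPM of *Ttn*, 4742 ± 945 CPM of *mt-Co1* and the highest *Tnni1*, at 4436 ± 175 CPM. In the remaining clusters *Ttn* lay between 7049 and 10164 CPM. Markers of the other cell types stood in the cluster with the lowest *Ttn* at a median of 11.9% of their level over all cells, against 2.36% in the clusters other than these. *Gm42418*, which leads the paper's list for CM3, was at 16268 ± 5416 CPM in that cluster.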

Notably, compared to controls, expression levels of mature cardiomyocyte marker genes *Ttn* and *mt-Co1* were significantly increased in CM3 of *Ets1* eKO ventricles (Figure 1J). This suggests the presence of a population of immature cardiomyocytes undergoing early-onset maturation in ventricular non-compaction caused by endothelial deletion of *Ets1*, further supporting the association between ventricular non-compaction and premature cardiomyocyte maturation.^13^ 

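In the cardiomyocyte cluster with the lowest *Ttn*, the level of *Ttn* was 1026 and 719 CPM in the controls and 878 and 1333 CPM in *Ets1* eKO. The log2 fold change was 0.29 (standard error 0.24, unadjusted p = 0.244 from edgeR's quasi-likelihood test), and the libraries of the groups overlapped. *mt-Co1* rose from 3620 and 2604 CPM to 4146 and 3949 CPM, a log2 fold change of 0.34 (standard error 0.21, unadjusted p = 0.134 from edgeR's quasi-likelihood test). With Benjamini-Hochberg adjustment over 6225 genes in edgeR, both had an adjusted p = 1.00 and no gene was past the threshold, while 165 had an unadjusted p under 0.05. The count depends on the libraries used, with 42 genes past the threshold without *Ets1* eKO replicate 1, 31 without *Ets1* eKO replicate 2, 12 without control replicate 2 and 7 with no filter on low counts. Over the alternatives, *Ttn* ranged from 0.0024 (without *Ets1* eKO replicate 2) to 1.15 (stricter cell filter) and *mt-Co1* from 0.16 to 1.32, all higher in *Ets1* eKO and none past the threshold, with adjusted p from 0.311 to 1 for *Ttn*. *Tnni1* changed by 0.038. It was lower without control replicate 1 (-0.067), without *Ets1* eKO replicate 2 (-0.051), with the stricter cell filter (-0.047) and without integration (-0.045). With the stricter cell filter the cluster used was one of 504 cells with a median of 3602 UMIs, led by *Cited1*. With no doublets removed it was one of 749 cells nearest the cycling list. Values of these settings thus need not come from the same cells. In the cluster with the second lowest *Ttn*, examined after the values were seen, *Ttn* rose from 1870 and 2525 CPM to 3123 and 3589 CPM, a log2 fold change of 0.61 (standard error 0.24, unadjusted p = 0.0203 from edgeR's quasi-likelihood test, adjusted p = 0.311). There *mt-Co1* changed by 0.40 (standard error 0.23, unadjusted p = 0.0946 from the edgeR test, adjusted p = 0.495), and 52.1% of that cluster's cells came from *Ets1* eKO replicate 2.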

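Over all cardiomyocyte-like cells, *Ttn* changed by -0.065 (standard error 0.21) and *mt-Co1* by -0.17 (standard error 0.20) on the log2 scale. *Ttn* was higher instead without *Ets1* eKO replicate 2 (0.10) and with sex as a term (0.056). *Nppa* changed by 0.60 (standard error 0.30, adjusted p = 0.416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1725 and 1743 CPM in controls and 1672 and 3138 CPM in *Ets1* eKO, and it was past the threshold without *Ets1* eKO replicate 1 (1.01, adjusted p = 0.00676). Of 15957 genes tested in cardiomyocyte-like cells, 0 were past the threshold with edgeR, 1966 had an unadjusted p under 0.05, and DESeq2 called 37. Leaving out a library gave 30 genes (without control replicate 1), 7 (without control replicate 2), 1637 (without *Ets1* eKO replicate 1) and 143 (without *Ets1* eKO replicate 2). With total count scaling in place of TMM, the median log2 fold change of all genes in this class moved from 0.0117 to -0.106.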

Overall, the results above suggest that endothelial loss of *Ets1* altered the transcriptome and cell states of cardiomyocytes in ventricular non-compaction.

### 3.2 Transcriptomic alterations in cardiac endothelial cells in ventricular non-compaction caused by *Ets1* endothelial deletion.

Building on our previous finding that *Ets1*-deficient cardiac endothelium plays a central role in driving ventricular non-compaction, we next investigated the transcriptomic alterations in cardiac endothelial cells associated with this condition. 

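*Fabp4* (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) stood at 6988 ± 1300 CPM (SD, n = 4 libraries) in cvEC-like cells, against 79.4 CPM in mEndo-like and 42.2 CPM in vEndo-like cells. *Npr3* (ENSMUSG00000022206, chromosome 15 from 11839896 to 11907287) was at 772 ± 124 CPM in mEndo-like, 185 CPM in vEndo-like and 15.0 CPM in cvEC-like cells. *Nfatc1* (ENSMUSG00000033016, chromosome 18 from 80606205 to 80713071) reached 276 ± 13.2 CPM in vEndo-like cells, against 91.2 CPM in mEndo-like and 37.3 CPM in cvEC-like cells. *Prox1* (ENSMUSG00000010175, chromosome 1 from 190118035 to 190170714) was at 284 ± 43.1 CPM and *Hey2* at 68.7 ± 13.3 CPM in vEndo-like cells, against 30.5 and 2.68 CPM in mEndo-like cells.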

Unsupervised clustering of the EC population identified three subpopulations (Figure 2A, left panel): coronary vascular endothelial cells (cvECs; *Fabp4*^+^) (Figure S2A), mural endocardial cells (mEndos; *Npr3*^hi^) (Figure S2B) and valve endocardial cells (vEndos; *Nfatc1*^+^ and *Prox1*^+^, and/or *Nfatc1*^+^ and *Hey2*^+^) (Figure S2C). 

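In mEndo-like cells 454 of 12945 genes tested were changed in *Ets1* eKO, 215 higher and 239 lower. Of 11441 genes tested in cvEC-like cells, 134 were changed (84 higher, 50 lower), and of 10791 in vEndo-like cells 29 (17 higher, 12 lower). With total count scaling in place of TMM the split was 166 higher and 373 lower in mEndo-like and 81 higher and 100 lower in cvEC-like cells. In these classes the largest move by number of genes was without *Ets1* eKO replicate 1 in mEndo-like cells, with 1481 genes, and by ratio it was with no filter on low counts in vEndo-like cells, with 314. In cvEC-like cells 646 genes were changed without *Ets1* eKO replicate 1 and 427 without *Ets1* eKO replicate 2, and in vEndo-like cells 17 without *Ets1* eKO replicate 1. Of the calls, 184 of 454 in mEndo-like, 71 of 134 in cvEC-like and 6 of 29 in vEndo-like cells were made with each library left out in turn. Of the genes that the paper names for these data, 31 were tested in mEndo-like and 32 in cvEC-like cells. Past the threshold were 9 and 5 of them over all genes tested, and 16 and 9 adjusted over the list alone, which the study chose on these samples and which is therefore not independent evidence.
Among genes past the threshold with both *Ets1* eKO libraries on one side of both controls, the 5 largest rises in mEndo-like cells were in *Gm27162*, *Dlx6*, *Gm3331*, *Slc30a3* and *Cacng3*. The 5 largest falls were in *Gm26802*, *Hspa1a*, *Hspa1b*, *Astn1* and *Ly6a*. *Gm27162* and *Dlx6* had 0 counts in both control libraries, and against a floor of 3 counts over these libraries they were at least 36.8-fold and at least 10.6-fold higher in *Ets1* eKO. In cvEC-like cells the 5 largest rises were in *Gm3331*, *Mt1*, *Crhbp*, *Ret* and *Chrm3*, and the largest falls in *Ccl21a*, *Chst3*, *Ackr2*, *Mypopos* and *Kcnq1*. *Ccl21a* shares its symbol and sequence with paralogs, so its counts are uncertain. *Mt1* rose in mEndo-like cells from 7.65 and 4.81 CPM to 234 and 217 CPM, a log2 fold change of 5.21 (standard error 0.19, adjusted p = 5.78e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).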

Notably, the transcriptome of EC clusters in *Ets1* eKO and control ventricles exhibited significant differences (Figure 2A, right panel). To specifically compare *Ets1* eKO and control ventricle ECs, we further sub-clustered the two cardiac endothelial populations that potentially influence compact myocardium: mural endocardial and coronary vascular endothelial cells. Sub-clustering of the mural endocardial cell cluster revealed three distinct subpopulations, labeled as mEndo0, mEndo1, and mEndo2 (Figure 2B). Among them, the mEndo1 cluster primarily consisted of control mural endocardial cells, whereas mEndo0 and mEndo2 clusters were predominantly composed of *Ets1* eKO mural endocardial cells (Figure 2B and 2C). 

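mEndo-like cells were clustered without genes changed between the groups, sex-linked, mitochondrial and ribosomal genes, 568 in all, and with correction across libraries, and gave 7 sub-clusters. Both steps draw the genotypes together, so these sub-clusters cannot show whether clusters of 1 genotype exist. The largest, led by *Kcnc2* and *Ccser1* and with *Slit2* among its leading genes, held 36.2% and 42.4% of the mEndo-like cells of the controls and 33.4% and 20.0% of those of *Ets1* eKO. A sub-cluster led by *Dlk1*, with a median of 4080 UMIs, held 21.9% and 17.4% of control cells and 22.7% and 40.8% of *Ets1* eKO cells. The third, led by *Nrg1*, held 26.8% and 20.9% against 22.3% and 13.9%. With all variable genes the largest sub-cluster, also led by *Kcnc2*, held 40.1% and 36.0% of control against 29.6% and 18.8% of *Ets1* eKO cells, and the next, with *Dlk1* among its leading genes, 15.8% and 16.1% against 21.6% and 39.3%. With no integration of the endothelial cells, mEndo-like clusters split by genotype: 1 held 642 and 417 cells of the controls and 24 and 15 of *Ets1* eKO, and another 49 and 41 against 407 and 604. The changed genes were used there, so this split holds the changes counted above and is no separate evidence.
The pooled embryos were of both sexes and were not genotyped for sex, so sex-linked transcripts were counted. Among mEndo-like cells with UMIs of Y-linked genes or of *Xist* but not of both, 100% in control replicate 1 had Y-linked UMIs, 50.5% in control replicate 2, 31.1% in *Ets1* eKO replicate 1 and 0.12% in *Ets1* eKO replicate 2. *Xist* (ENSMUSG00000086503, chromosome X from 103460366 to 103483254) stood at 0 and 460 CPM in the controls and 478 and 835 CPM in *Ets1* eKO. *Uty* (ENSMUSG00000068457, chromosome Y from 1096861 to 1245759) was at 128 and 57.7 CPM in controls and 29.4 and 0 CPM in *Ets1* eKO. Neither was past the threshold (adjusted p = 0.501 and 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With sex as a term of the model, 363 of the 454 genes changed in mEndo-like cells (80.0%) were still called, as were 80 of 134 in cvEC-like and 12 of 29 in vEndo-like cells.

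**Figure D2:**
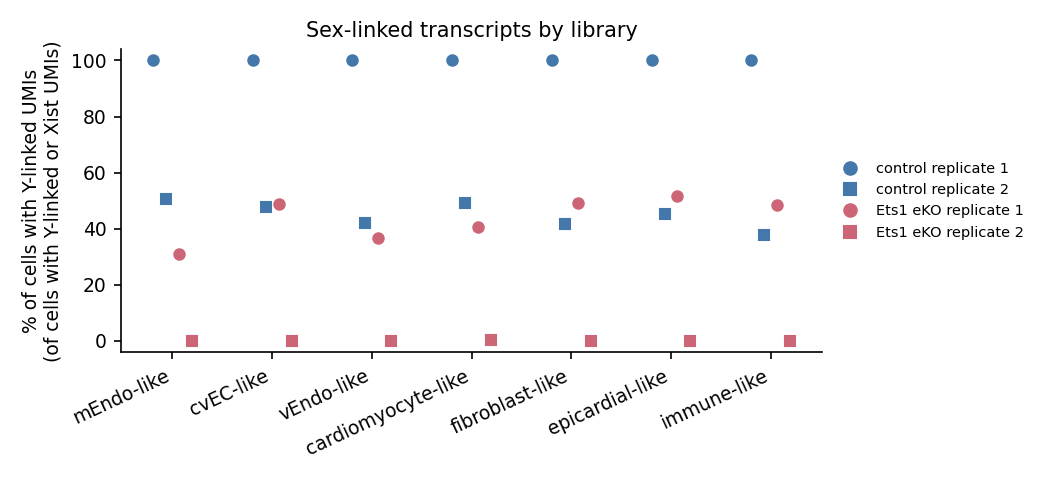
Percent of cells with Y-linked UMIs among cells with Y-linked or *Xist* UMIs but not both (y axis), by cell class (x axis) and library. Control replicate 1 lies at 100% in every class and *Ets1* eKO replicate 2 at 0.23% or less.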

The expression of the top genes defining each mural endocardial cell subpopulation are shown in Figure S3A. Gene Ontology (GO) enrichment analysis of mEndo0-specific marker genes identified oxidative phosphorylation, ATP metabolic process, aerobic respiration, and other top biological processes (Figure 2D), and these mEndo0-specific marker genes were also highly expressed in mEndo2, indicating altered energy metabolism in mural endocardial cells of *Ets1* eKO ventricles with ventricular non-compaction. 

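The nuclear genes of the respiratory chain and ATP synthase were taken by their symbols, 92 of which were tested in mEndo-like cells. Their median log2 fold change in *Ets1* eKO was 0.31, with 90 higher and 2 lower (adjusted p = 1.84e-10 from camera in limma with a preset correlation of 0.01, and adjusted p = 0.0189 from fry, both over 9 groups of cells). Under total count scaling, which moved the median most, it was 0.25. Among 10000 random gene lists matched on expression and gene length, the median of such lists was 0.225 and 2 reached the value of the set. The same genes were also higher in cardiomyocyte-like cells, with a median of 0.27 over 93 genes and 90 of them higher, and in fibroblast-like cells, with 0.21. Matched lists had a median of 0.279 in cardiomyocyte-like cells, where 7808 of 10000 reached the value of the set, and of 0.186 in fibroblast-like cells, where 1158 did. In one model of both classes, the rise in mEndo-like cells exceeded that in cardiomyocyte-like cells by a median of 0.073, with 70 of 92 genes higher, and that in fibroblast-like cells by 0.13, with 84 higher, both past 0.05 by limma's camera and not by its fry. The set was past a threshold of 0.05 by camera in all 7 cell classes, and by fry in mEndo-like, cvEC-like, vEndo-like and cardiomyocyte-like cells. After adjustment of the fry p over the 9 groups, mEndo-like, cvEC-like and cycling-like cardiomyocytes (adjusted p = 0.0486 from limma's fry) remained below 0.05. By this measure the call in mEndo-like cells was lost without *Ets1* eKO replicate 1 (adjusted p = 0.15 from limma's fry) and without *Ets1* eKO replicate 2 (0.119). Of single genes of this kind, *Atp5g1* changed by 0.61 (standard error 0.16, adjusted p = 0.0607 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Uqcr11* by 0.36 (standard error 0.23), and *mt-Co1*, encoded by mitochondrial DNA, by -0.29. All 30 genes read from the heatmaps of Fig. 2 and Fig. S3 were higher in mEndo-like cells of *Ets1* eKO, and 8 were past the threshold. The study chose these genes on the same samples, as markers of sub-clusters that differ in genotype, so this count is not independent evidence.

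**Figure D3:**
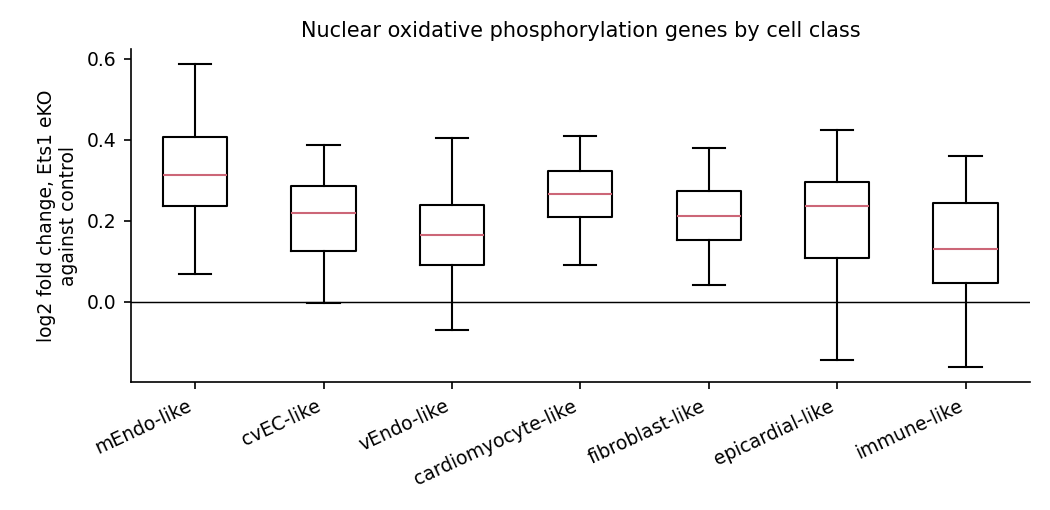
Log2 fold change of *Ets1* eKO against control (y axis) of nuclear oxidative phosphorylation genes, by cell class (x axis). Boxes span the middle 50% of genes with the median as a red line, and whiskers reach from the 5th to the 95th percentile. All 7 medians lie above 0, between 0.13 in immune-like and 0.31 in mEndo-like cells.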

Further analysis revealed that one of the two distinct *Ets1* eKO mural endocardial cell subpopulations, specifically the mEndo2 cluster, was composed of mural endocardial cells with high expression of genes associated with proliferation, such as *Top2a* and *Mki67* (Figure 2E; Figure S3A). This suggests the presence of a specific population of proliferative mural endocardial cells in the non-compacted ventricles resulting from *Ets1* eKO.

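Of mEndo-like cells thinned to 2000 UMIs, 109 of 976 (11.2%, exact 95% confidence interval 9.26% to 13.3%) in control replicate 1 and 109 of 692 (15.8%, 13.1% to 18.7%) in control replicate 2 held a UMI of *Top2a* or *Mki67*. In *Ets1* eKO replicate 1 these were 189 of 923 (20.5%, 17.9% to 23.2%) and in *Ets1* eKO replicate 2 400 of 1817 (22.0%, 20.1% to 24.0%). The mean rose from 13.5% ± 3.24 to 21.2% ± 1.09 (SD, n = 2), a difference of 7.79 percentage points (exact permutation test, two-sided, p = 0.333, the smallest p that 2 against 2 libraries allow). It stayed between 5.49 and 10.1 percentage points with each library left out in turn, and cells with fewer UMIs numbered 29 in the controls together and 132 in *Ets1* eKO. With all UMIs the means were 24.1% and 30.3%, and at 1000 UMIs per cell 8.39% and 15.3%. Median depths were 6908 and 7491.5 UMIs in the controls and 7033.5 and 4223 UMIs in *Ets1* eKO. No class here can be taken to lack dividing cells, so no background share is given for these transcripts. Both genes together stood at 205 and 323 CPM in controls and 361 and 419 CPM in *Ets1* eKO.
Alone, *Top2a* changed by 0.63 (standard error 0.21, adjusted p = 0.12) and *Mki67* by 0.63 (standard error 0.19, adjusted p = 0.0986), neither past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were past it without control replicate 2 (1.06 and 1.00), without *Ets1* eKO replicate 1 (0.76 and 0.74), with the replicate block and with no filter on low counts, and adjusted p ranged from 0.00102 to 0.578 for *Top2a*. A cycling-like sub-cluster held 9.13% and 11.6% of the mEndo-like cells of the controls and 15.4% and 17.0% of those of *Ets1* eKO. In cvEC-like cells the mean share with a UMI of either gene was 41.7% in controls and 40.4% in *Ets1* eKO.

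**Figure D4:**
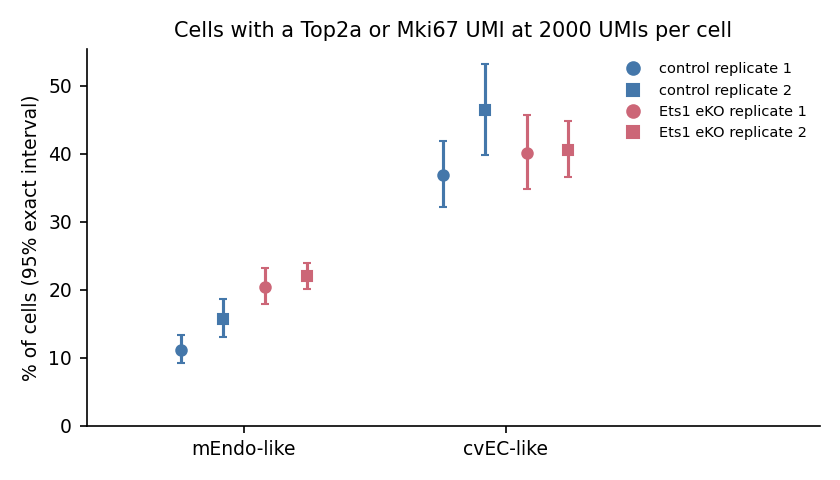
Percent of cells with a UMI of *Top2a* or *Mki67* after thinning to 2000 UMIs per cell (y axis), by cell class (x axis) and library, with exact 95% confidence intervals as bars. In mEndo-like cells both *Ets1* eKO libraries, at 20.5% and 22.0%, lie above both controls.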

Sub-clustering of the coronary vascular EC cluster revealed four distinct subpopulations, labeled as cvEC0, cvEC1, cvEC2 and cvEC3 (Figure 2F). The top genes defining each coronary vascular EC subpopulation are shown in Figure S3B. 

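cvEC-like cells were clustered without 249 genes that were changed between the groups, sex-linked, mitochondrial or ribosomal, and gave 8 sub-clusters. A sub-cluster of 329 cells was named artery-like, led by *Gja5* (ENSMUSG00000057123, chromosome 3 from 96904693 to 97077416) and *Gja4* (ENSMUSG00000050234, chromosome 4 from 127311421 to 127314039). A sub-cluster of 192 cells scored highest on the vein list, which includes *Nr2f2* (ENSMUSG00000030551, chromosome 7 from 70351944 to 70366735) and *Dab2* (ENSMUSG00000022150, chromosome 15 from 6299788 to 6440712). Neither is among its 10 leading genes, which hold *Igfbp5* and Plvap of that list and Tmem108, Cdh11 and Plvap of the mEndo list, so it is left unnamed and its share is not read as one of veins. The sub-clusters of 397 and 148 cells were cycling-like, and the remaining 4 were also left unnamed, since no sub-cluster was led by the capillary list. *Rgcc* (ENSMUSG00000022018, chromosome 14 from 79288756 to 79301645) stood at 199 and 109 CPM in cvEC-like cells of the controls and 126 and 137 CPM in those of *Ets1* eKO.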

CvEC0 and cvEC1 clusters were characterized by expression of capillary EC marker genes such as *Rgcc* (Figure S4A); cvEC2 cluster was defined by venous EC marker genes such as *Nr2f2* and *Dab2* (Figure S4B); and cvEC3 cluster was defined by arterial EC marker genes such as *Gja5* and *Gja4* (Figure S4C). The total proportion of cvEC0 and cvEC1 cells among all coronary vascular ECs was increased in *Ets1* eKO ventricles compared to controls, whereas both cvEC2 and cvEC3 cells showed a reduction in proportion (Figure 2F and 2G). These findings indicate impaired coronary artery and vein development in *Ets1* eKO ventricles with ventricular non-compaction, supporting our previous observations in *Ets1* eKO mice, where the coronary vasculature appears truncated with decreased arborization. 

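Artery-like cells made up 97 of 400 (24.3%, exact 95% confidence interval 20.1% to 28.8%) and 49 of 224 (21.9%, 16.6% to 27.9%) cvEC-like cells of the controls. In *Ets1* eKO they were 75 of 327 (22.9%, 18.5% to 27.9%) and 108 of 577 (18.7%, 15.6% to 22.1%). The mean fell from 23.1% ± 1.68 to 20.8% ± 2.98 (SD, n = 2), a difference of -2.24 percentage points within the spread between replicates (exact permutation test, two-sided, p = 0.667). Leaving out *Ets1* eKO replicate 2 left a difference of -0.13, and leaving out *Ets1* eKO replicate 1 gave -4.35. The sub-cluster nearest the vein list made up 12.3% and 13.8% of cvEC-like cells of the controls and 13.5% and 11.8% of those of *Ets1* eKO, a difference of -0.42 percentage points (13.0% ± 1.12 against 12.6% ± 1.18, exact permutation test, two-sided, p = 0.667). This difference was above 0 without control replicate 2 (0.37), without *Ets1* eKO replicate 2 (0.41), when all variable genes were used for clustering (0.32) and with no doublets removed (2.34). Cells outside both sub-clusters made up 63.5% and 64.3% in the controls and 63.6% and 69.5% in *Ets1* eKO, a difference of 2.66 percentage points that was -0.28 without *Ets1* eKO replicate 2.

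**Figure D5:**
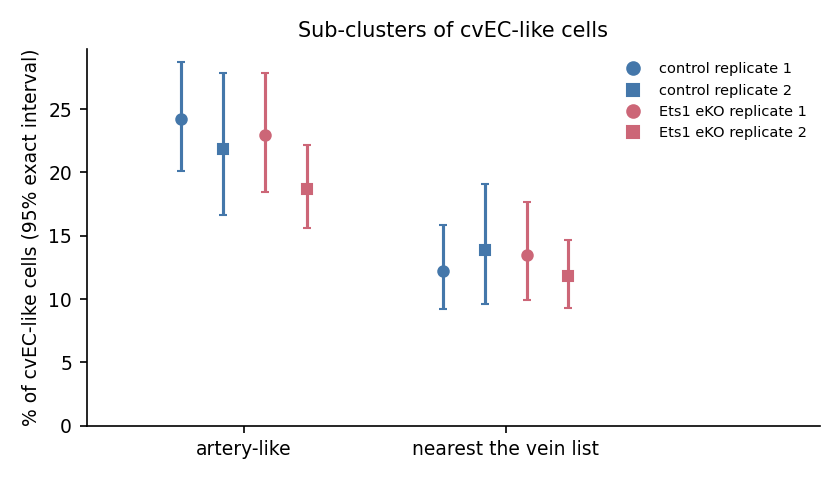
Percent of cvEC-like cells in the artery-like sub-cluster and in that nearest the vein list (x axis) by library, with exact 95% confidence intervals as bars (y axis). The intervals of the 4 libraries overlap in both sub-clusters.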

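Counted by transcripts instead of clusters, 15.8% and 16.1% of cvEC-like cells of the controls and 16.6% and 15.0% of those of *Ets1* eKO held a UMI of *Gja4* or *Gja5* after thinning to 2000 UMIs. The means were 16.0% ± 0.17 and 15.8% ± 1.09 (SD, n = 2), at 172 and 145 CPM in controls and 113 and 140 CPM in *Ets1* eKO. A UMI of *Nr2f2* or *Dab2* was held by 18.8% and 19.6% of control and 21.2% and 21.7% of *Ets1* eKO cells, at 135 and 129 CPM against 137 and 139 CPM. Cardiomyocyte-like cells held the vein pair in 2.41% and 2.38% on average, while immune-like cells held it in 58.0% and 47.1% and give no background for it. Cells with fewer than 2000 UMIs that were left out numbered 2 and 0 in the controls and 1 and 11 in *Ets1* eKO. None of the 151, 85, 170 and 255 immune-like cells of the same libraries, thinned alike, held a UMI of the artery pair. Cardiomyocyte-like cells held it in 4.69% and 4.05% on average, but *Gja5* is among the leading genes of a trabecular cluster, so that this share is no background. By level, *Gja5* fell from 49.0 and 36.5 CPM to 24.4 and 21.7 CPM, a log2 fold change of -0.83 (standard error 0.18, adjusted p = 0.0553 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gja4* changed by -0.082, *Nr2f2* by 0.21 and *Dab2* by -0.023.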

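Among the unnamed sub-clusters of cvEC-like cells, the largest held 250 cells with a median of 6282 UMIs and was led by *Ung*, *AY036118* and *Fkbp11*. It made up 11.8% and 14.3% of cvEC-like cells of the controls and 15.0% and 21.1% of those of *Ets1* eKO, so that both *Ets1* eKO libraries lay above both controls and most of the rise was in *Ets1* eKO replicate 2. An unnamed sub-cluster of 139 cells led by *Plcb1* made up 15.0% and 7.14% of control and 7.03% and 6.93% of *Ets1* eKO cells. With 2 libraries per group no exact permutation test of such a share can fall below p = 0.333, and neither sub-cluster can be set equal to one of the paper's by these values.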

Notably, the proportion of cvEC1 cells among all coronary vascular ECs was significantly increased in *Ets1* eKO ventricles compared to controls (Figure 2F and 2G). 

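Of the nuclear oxidative phosphorylation genes, 91 were tested in cvEC-like cells, with a median log2 fold change of 0.22 in *Ets1* eKO, 85 higher and 6 lower (adjusted p = 1.56e-06 from limma's camera, adjusted p = 0.0189 from limma's fry, and 0.106 by fry without *Ets1* eKO replicate 2). Lists matched on expression and gene length had a median of 0.173, and 132 of 10000 reached the value of the set. The rise was smaller than that in cardiomyocyte-like cells by a median of -0.058, with 19 of 91 genes higher than there, past 0.05 by camera and not by fry, and differed from that in fibroblast-like cells by 0.0088, past 0.05 by neither. Of single genes of ATP metabolism in the heatmap of Fig. S3, *Atp5g1* changed by 0.34 (standard error 0.16, adjusted p = 0.36), *Cox5a* by 0.31, *Ndufb8* by 0.25, *Mif* by 0.33 and *Tpi1* by 0.34, none past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 30 heatmap genes 29 were higher in cvEC-like cells of *Ets1* eKO, and 1, *Mgp*, was past the threshold (1.40, adjusted p = 0.0189 from the edgeR test). The heatmap genes were chosen by the study on the same samples, so this count is not independent evidence either.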

GO enrichment analysis of cvEC1-specific marker genes identified the top biological processes as ATP metabolic process, generation of precursor metabolites and energy, and others (Figure 2H), indicating altered energy metabolism in coronary endothelial cells of *Ets1* eKO ventricles. Together, these data demonstrate that transcriptomes and states of endocardial and coronary endothelial cells are significantly altered in *Ets1* eKO ventricles with ventricular non-compaction, implying that both *Ets1*-deficient cardiac endothelial populations may contribute to thinning of compact myocardium.

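Whether a change differed between classes was tested in one model of the sums of 2 classes, with library, class and class by condition as terms. Of 12945 genes, 229 changed differently in mEndo-like than in cardiomyocyte-like cells (148 higher, 81 lower), and of 11441 genes 177 in cvEC-like cells (123 higher, 54 lower). Both counts rest on the libraries used. For mEndo-like cells they were 377 without control replicate 1, 644 without control replicate 2, 120 without *Ets1* eKO replicate 1 and 94 without *Ets1* eKO replicate 2. For cvEC-like cells they were 296 without control replicate 1, 94 without control replicate 2, 344 without *Ets1* eKO replicate 1 and 213 without *Ets1* eKO replicate 2. Relative to cardiomyocyte-like cells, the change of *Ets1* differed by -1.95 in mEndo-like and -1.80 in cvEC-like cells, and that of *Dlk1* by 1.34 and 2.96.
From the sub-clusters that differ between *Ets1* eKO and control and from the terms found among their marker genes, the paper concludes that transcriptomes and states of both endothelial populations are altered. It proposes that both populations, lacking *Ets1*, may contribute to the thinning of the compact myocardium.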

### 3.3 *Ets1* deficiency in either endocardium or coronary endothelium contributes to thinning of compact myocardium.

Next, we set out to examine whether loss of *Ets1* in either coronary endothelium or endocardium could individually lead to thinning of the compact myocardium. Conditional knockout mouse lines were used to delete *Ets1* in either of these two cardiac endothelial lineages. Specifically, the *Pdgfb*CreERT2 driver line was used to delete *Ets1* in coronary vascular endothelial cells, while the *Nfatc1*Cre driver line was used to delete *Ets1* in endocardial cells.

When using the *Pdgfb*CreERT2 driver to delete *Ets1* in coronary vascular ECs, pregnant female mice were given 4-Hydroxytamoxifen by oral gavage at E11.5 and E12.5, and embryonic hearts were collected at E14.5 (Figure 3A). Compared to controls (*Pdgfb*CreERT2;*Ets1*^fl/+^), Ets1 immunofluorescence showed undetectable Ets1 protein in coronary vascular ECs in coronary vascular endothelial conditional knockout (cvKO, *Pdgfb*CreERT2;*Ets1*^fl/fl^) embryonic hearts at E14.5, that was still present in endocardial cells (Figure 3B). Hematoxylin and Eosin (H&E) staining showed that deletion of *Ets1* in coronary vascular ECs resulted in decreased thickness of the compact zone (Figure 3C and 3D). In addition, Cd31 immunofluorescence also revealed a decreased thickness of the compact zone in cvKO mice (Figure 3B). When using the *Nfatc1*Cre driver to delete *Ets1* in endocardial cells, embryonic hearts were also collected at E14.5 (Figure 3E). Compared to controls (*Nfatc1*Cre;*Ets1*^fl/+^), Ets1 immunofluorescence showed undetectable Ets1 protein in endocardial cells in endocardial conditional knockout (endoKO, *Nfatc1*Cre;*Ets1*^fl/fl^) embryonic hearts at E14.5, but Ets1 was still present in coronary vascular ECs (Figure 3F). H&E staining showed that deletion of *Ets1* in endocardial cells also resulted in decreased thickness of the compact zone (Figure 3G and 3H). Furthermore, Cd31 immunofluorescence also revealed a decreased thickness of the compact zone in endoKO mice (Figure 3F).

In our previous study, we found that the thickness of the compact zone was reduced by approximately 50% in *Ets1* eKO mice, where *Ets1* was deleted in both the coronary endothelium and the endocardium.^19^ Here, we observed a decrease of about 30% in the thickness of the compact zone in either cvKO or endoKO mice (Figure 3D and 3H). As we have previously demonstrated that the loss of *Ets1* in cardiac endothelium does not affect compact zone cardiomyocyte apoptosis, and that the thinned compact zone observed in *Ets1* eKO mice is caused by decreased compact zone cardiomyocyte proliferation,^19^ these data together show that *Ets1* deficiency in either endocardium or coronary endothelium can lead to thinning of the compact myocardium by impairing compact zone cardiomyocyte proliferation.

### 3.4 Loss of *Ets1* in the endocardium suppresses the Notch1 signaling pathway, leading to thinning of the compact myocardium.

Next, we investigated the molecular mechanisms underlying the thinning of compact myocardium and began identifying endothelial-secreted factors with potential therapeutic relevance. We first analyzed the scRNA-seq data of the endocardial cell cluster and focused on the two abnormal endocardial cell subpopulations specific to the *Ets1* eKO ventricle, whose transcriptomes were significantly altered. 

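*Dlk1* (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336) was the leading gene of the mEndo-like sub-cluster of 1343 cells, of which 791 came from *Ets1* eKO replicate 2, 212 from *Ets1* eKO replicate 1, and 218 and 122 from the controls. *Hbb-y*, *Tnni3* and *Nppa* are also among its 10 leading genes, so that it carries transcripts of erythroid cells and cardiomyocytes. At double resolution a cluster of 814 cells led by *Dlk1*, with 589 of them from *Ets1* eKO replicate 2, was left unnamed for its leading cardiomyocyte genes. Summed over mEndo-like cells, 1342 UMIs of *Dlk1* were counted in the controls and 4715 in *Ets1* eKO. Its neighbour *Meg3* (ENSMUSG00000021268, chromosome 12 from 109541001 to 109571726) rose from 49.4 and 64.8 CPM to 236 and 247 CPM, a log2 fold change of 2.14 (standard error 0.16, adjusted p = 8.18e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).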

We found that one of the top genes defining the two *Ets1* eKO-specific mEndo subpopulations, mEndo0 and mEndo2, is *Dlk1*, which encodes a ligand for Notch1 (Figure 2D).^24^ 

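In mEndo-like cells, *Dlk1* stood at 103 and 79.6 CPM in the control libraries and 234 and 303 CPM in the *Ets1* eKO libraries. The log2 fold change was 1.63 (standard error 0.17, adjusted p = 0.000839 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both *Ets1* eKO libraries than in both controls. Over all 13 alternatives it lay between 1.41 and 1.81 and was past the threshold. In cvEC-like cells the level was low, at 0.53 and 0.90 CPM in controls and 3.44 and 8.70 CPM in *Ets1* eKO, with a log2 fold change of 3.24 (standard error 0.62, adjusted p = 0.0302). That call was lost without *Ets1* eKO replicate 2 (2.38, adjusted p = 0.114), with no doublets removed and with DESeq2, and adjusted p ranged from 5.58e-08 to 0.114 over the alternatives. An unnamed sub-cluster of 56 cvEC-like cells, with *Prox1* and *Nrg1* among its leading genes, made up 1.00% and 2.68% of cvEC-like cells of the controls. In *Ets1* eKO it made up 4.59% and 5.37%, so the rise is not shown to be one of coronary cells alone. vEndo-like cells held 0 and 3.50 CPM in controls and 6.88 and 10.9 CPM in *Ets1* eKO (2.37, standard error 0.75, adjusted p = 0.283).

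**Figure D6:**
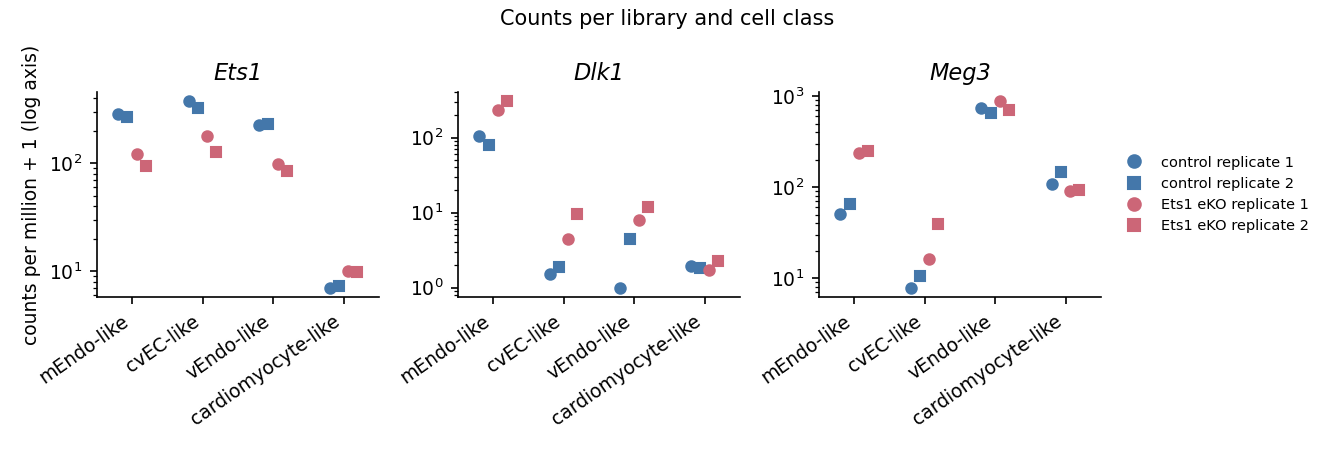
Levels of *Ets1*, *Dlk1* and *Meg3* in CPM plus 1 (y axis, log scale) by cell class (x axis), each point 1 library. In mEndo-like cells *Dlk1* lies at 103 and 79.6 CPM in controls and 234 and 303 CPM in *Ets1* eKO.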

Further analysis revealed that *Dlk1* expression in endocardium of *Ets1* eKO mice is significantly increased compared to controls (Figure 4A and 4B; Figure S5A). In addition, we found that *Dll4*, which encodes Dll4, another ligand for Notch1, had decreased expression in endocardium of *Ets1* eKO mice compared to controls (Figure 4A and 4B; Figure S5A). 

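*Dll4* (ENSMUSG00000027314, chromosome 2 from 119325784 to 119335962) stood in mEndo-like cells at 27.1 and 26.6 CPM in the controls and 18.1 and 18.5 CPM in *Ets1* eKO. The log2 fold change of -0.49 (standard error 0.16) was not past the threshold over all genes tested (adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its p from edgeR adjusted over the list alone was 0.0242. The direction held under all 13 alternatives, between -0.56 and -0.46, with adjusted p from 0.0763 to 0.349.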

To further investigate expression levels of these two genes in endocardium, RNAscope ISH was performed at E14.5. We found that *Dll4* was more highly expressed in endocardium adjacent to compact myocardium compared to regions farther away (Figure 4E, upper panels), whereas *Dlk1* showed no significant difference in expression between endocardium near and farther from compact myocardium (Figure 4C, upper panels). We also found that *Dlk1* mRNA levels were increased, whereas *Dll4* mRNA levels were decreased in endocardium of *Ets1* eKO mice compared to littermate controls (Figure 4C through 4F).

Dll4 has been reported as a key ligand for Notch1 in endocardium and activates the Notch1 signaling pathway.^9^ However, the role of Dlk1 in Notch1 signaling remains uncertain. Some studies indicate that Dlk1 acts as an Notch1 inhibitor,^24,25^ while others suggest the opposite.^26^ To verify the effect of Dlk1 on Notch1 activation in endocardium, E9 mouse embryos were cultured with or without recombinant Dlk1 protein for 24 hours (Figure 4G) and Notch1 intracellular domain (N1ICD) immunofluorescence was performed to examine Notch1 activation. Compared to controls, Dlk1 treatment reduced N1ICD expression in endocardium, indicating that Dlk1 functions as an inhibitor of Notch1 signaling (Figure 4H and 4I).

Next, we investigated expression levels of N1ICD in endocardium in *Ets1* eKO mice at E14.5, and found that levels of N1ICD in endocardium in *Ets1* eKO mice were significantly decreased compared to littermate controls (Figure 4J and 4K). Ets1 inhibits Dlk1 transcriptional activity by binding to the CpG site 11.^27^ In addition, a combined analysis of published Ets1 chromatin immunoprecipitation sequencing (ChIP-seq) dataset with available RNAPII, H3K4me3, and H3K27ac ChIP-seq data^28^ revealed that Ets1 ChIP peaks were present in the promoter region of *Dll4*, indicating that *Dll4* is also directly regulated by Ets1 (Figure S5B). We further examined mRNA levels of *Dlk1* and *Dll4*, as well as protein levels of N1ICD in endocardium of *Ets1* eKO mice at an early embryonic stage, before the thinning of the compact zone becomes apparent. At E9.5, *Dll4* exhibited high expression levels in endocardium, whereas *Dlk1* showed low expression levels (Figure S5C and S5E, upper panels). Consistent with our observations at E14.5, in E9.5 *Ets1* eKO mice, *Dlk1* mRNA levels were increased, *Dll4* mRNA levels were decreased, and N1ICD expression was reduced in endocardium when compared to littermate controls (Figure S5C through S5H).

Furthermore, by analyzing our scRNA-seq data, we found that expression levels of *Nrg1*, a Notch1 downstream target gene, and *Rbp*j, a transcriptional mediator of Notch1, were significantly reduced in endocardium of *Ets1* eKO mice at E14.5 (Figure 4L; Figure S5I). 

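*Nrg1* (ENSMUSG00000062991, chromosome 8 from 31814551 to 32884029) stood in mEndo-like cells at 319 and 338 CPM in the controls and 234 and 271 CPM in *Ets1* eKO. Its log2 fold change was -0.31 (standard error 0.14, adjusted p = 0.228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.081 adjusted over the list alone). All 13 alternatives gave a fall, from -0.44 to -0.20, and none was past the threshold. *Rbpj* (ENSMUSG00000039191, chromosome 5 from 53466152 to 53657362) was at 66.9 and 66.3 CPM in controls and 71.1 and 58.3 CPM in *Ets1* eKO, a log2 fold change of 0.019 (standard error 0.14, adjusted p = 0.951). The sign of this small value changed without *Ets1* eKO replicate 1 (-0.11), under total count scaling (-0.044) and with the stricter cell filter. *Nrg1* spans 1069.48 kb, and longer genes tended to be lower in mEndo-like cells of *Ets1* eKO (Spearman correlation -0.288). The fall of *Nrg1* was not compared with that of genes of like length.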

Notably, Nrg1 is crucial for cardiomyocyte proliferation and ventricular wall thickening.^13,29,30^ Taken together, these results demonstrated that loss of *Ets1* in endocardium suppressed Notch1 signaling, leading to thinning of compact myocardium.

### 3.5 Loss of *Ets1* reduces expression of *Hmcn1*, *Slit2* and *Col18a1* in coronary endothelium, leading to decreased proliferation of compact zone cardiomyocytes.

Next, we investigated how deletion of *Ets1* in the coronary endothelium led to thinning of the compact myocardium. Since previous studies have shown that coronary vascular ECs can promote cardiomyocyte proliferation through specific secreted factors independent of blood flow,^13,14^ we focused on proteins secreted by the coronary endothelium, particularly extracellular matrix (ECM) proteins, which are known to play a crucial role in cardiomyocyte proliferation.^31-34^ By analyzing differentially expressed genes (DEGs) in the cvEC cluster, we identified three ECM genes, *Hmcn1*, *Slit2* and *Col18a1*, which were downregulated in the coronary endothelium of *Ets1* eKO mice compared to controls (Table S1). 

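In cvEC-like cells, *Hmcn1* (ENSMUSG00000066842, chromosome 1 from 150562524 to 150993435) fell from 287 and 343 CPM in the controls to 226 and 162 CPM in *Ets1* eKO. The log2 fold change was -0.62 (standard error 0.17, adjusted p = 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and p was 0.0144 adjusted over the list alone. It was past the threshold without *Ets1* eKO replicate 1 (-0.86, adjusted p = 0.000745) and with no filter on low counts (-0.63), with adjusted p up to 0.603 over the alternatives. *Slit2* (ENSMUSG00000031558, chromosome 5 from 47983138 to 48307733) fell from 81.8 and 99.1 CPM to 47.7 and 74.3 CPM, a log2 fold change of -0.47 (standard error 0.19, adjusted p = 0.315). It was past the threshold without *Ets1* eKO replicate 2 (-0.84, adjusted p = 5.03e-05) and with sex as a term (-0.81, adjusted p = 0.013), with adjusted p up to 0.953. *Col18a1* (ENSMUSG00000001435, chromosome 10 from 77052178 to 77166548) was at 637 and 625 CPM in controls and 635 and 509 CPM in *Ets1* eKO, a log2 fold change of -0.062 (standard error 0.16, adjusted p = 0.891 from the edgeR test) that was 0.077 without *Ets1* eKO replicate 2. *Hmcn1* and *Slit2* are long genes, and longer genes tended to be lower in cvEC-like cells of *Ets1* eKO (Spearman correlation -0.283). Their falls were not compared with those of genes of like length.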

ScRNA-seq analysis revealed that these three ECM genes were downregulated in all three types of cardiac endothelium in *Ets1* eKO mice (Figure 5A and 5B; Figure S6A). 

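In mEndo-like cells, *Slit2* fell from 275 and 328 CPM to 177 and 174 CPM (log2 fold change -0.72, standard error 0.14, adjusted p = 0.0255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without control replicate 2 (-0.54, adjusted p = 0.172), the only one of its 13 alternatives to do so, and the smallest adjusted p among them was 0.000217. *Hmcn1* fell from 1396 and 1234 CPM to 885 and 531 CPM (-0.83, standard error 0.22, adjusted p = 0.0612, and 0.00776 adjusted over the list alone). Of its 13 alternatives 6 put it past the threshold, among them leaving out *Ets1* eKO replicate 1 (-1.23) and leaving out *Ets1* eKO replicate 2 (-0.52), and adjusted p ranged from 5.61e-06 to 0.164. *Col18a1* changed by -0.085 (standard error 0.14, adjusted p = 0.768 from the edgeR test), with 640 and 639 CPM in controls and 609 and 545 CPM in *Ets1* eKO. Longer genes tended to be lower in *Ets1* eKO in this class (Spearman correlation of gene length and log2 fold change -0.288). *Slit2* spans 324.6 kb and *Hmcn1* 430.91 kb, and their falls were not compared with those of genes of like length.
In vEndo-like cells the level of *Hmcn1* was higher in *Ets1* eKO, at 405 and 259 CPM against 183 and 242 CPM (0.68, standard error 0.21, adjusted p = 0.28), and with no filter on low counts this was past the threshold of the edgeR test (0.67, adjusted p = 0.00837). *Slit2* was at 292 and 249 CPM in controls and 257 and 319 CPM in *Ets1* eKO (0.12, standard error 0.17, adjusted p = 0.846), and at -0.052 without *Ets1* eKO replicate 2. *Col18a1* fell from 512 and 592 CPM to 444 and 424 CPM (-0.31, standard error 0.15, adjusted p = 0.495).

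**Figure D7:**
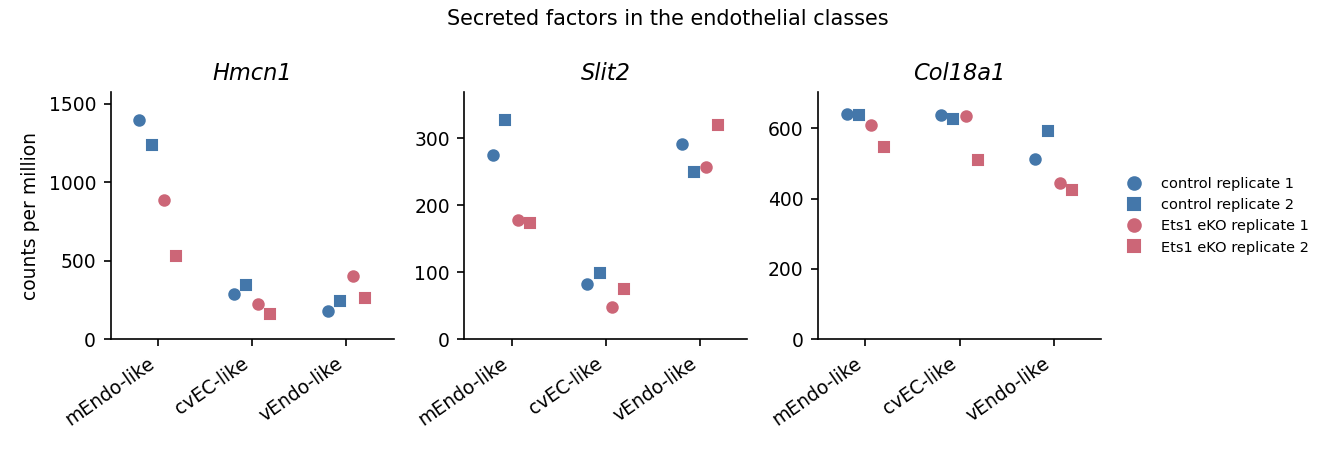
Levels of *Hmcn1*, *Slit2* and *Col18a1* in CPM (y axis) by endothelial class (x axis), each point 1 library. In mEndo-like and cvEC-like cells both *Ets1* eKO libraries lie below both controls for *Hmcn1* and *Slit2*, and in vEndo-like cells *Hmcn1* lies higher in both *Ets1* eKO libraries.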

To further evaluate expression levels of these three ECM genes in the coronary endothelium, RNAscope ISH was performed at E14.5. The mRNA levels of *Hmcn1*, *Slit2* and *Col18a1* were reduced in coronary vascular ECs of *Ets1* eKO mice compared to littermate controls (Figure 5C through 5H). To determine whether these ECM genes were directly regulated by Ets1, we reanalyzed the published Ets1 ChIP-seq dataset along with available RNAPII, H3K4me3, and H3K27ac ChIP-seq data. Ets1 ChIP peaks were detected in the promoter regions of *Hmcn1*, *Slit2* and *Col18a1*, indicating that these three ECM genes were directly regulated by Ets1 (Figure 5I).

Next, to investigate effects of the three ECM proteins on cardiomyocyte proliferation, we used a mouse embryonic heart tissue explant culture model. Ventricles from E12.5 wild-type C57BL/6 mouse hearts were cultured in a 12-well plate for 24 hours, followed by treatment with individual recombinant proteins of the three ECM genes for an additional 24 hours (Figure 6A). Given the large molecular sizes of the three ECM proteins, recombinant C-terminal and N-terminal proteins of the three ECM proteins (named Slit2-C, Slit2-N, Col18a1-C, Col18a1-N, Hmcn1-C and Hmcn1-N (Figure S6B)) were individually added at 0.5 μg/ml. If no effect was observed at this concentration, a dose of 1 μg/ml was then used. Cardiomyocyte proliferation was assessed by measuring the percentage of phospho-Histone H3 (PH3) positive cardiomyocytes or EdU positive cardiomyocytes. Cardiomyocyte nuclei were identified by *Prox1*, which has been established as a marker for cardiomyocytes at this stage.^13^

Compared to controls, treatment with Slit2-C, Col18a1-N or Hmcn1-C at 0.5 μg/ml increased the percentage of PH3 positive cardiomyocytes, whereas treatment with Slit2-N, Col18a1-C or Hmcn1-N at the same concentration had no effect (Figure 6B and 6C; Figure S7A). Slit2-N, Col18a1-C and Hmcn1-N were then tested at 1 μg/ml. At this concentration, Slit2-N increased the percentage of PH3 positive cardiomyocytes compared to controls, while Col18a1-C or Hmcn1-N still showed no effect (Figure 6B and 6C; Figure S7A). We next measured the percentage of EdU positive cardiomyocytes. Consistent with PH3 results, treatment with Slit2-C, Col18a1-N or Hmcn1-C at 0.5 μg/ml increased the percentage of EdU positive cardiomyocytes compared to controls, whereas treatment with Slit2-N, Col18a1-C or Hmcn1-N at the same concentration had no effect (Figure 6D and 6E; Figure S7B). At 1 μg/ml, Slit2-N treatment increased the percentage of EdU positive cardiomyocytes compared to controls, while Col18a1-C and Hmcn1-N still showed no effect at this concentration (Figure 6D and 6E; Figure S7B).

In addition, the Cre-responsive Fluorescent Ubiquitination Cell Cycle Indicator (FUCCI) reporter mice (R26FUCCI2aR) were crossed with cardiomyocyte-specific *Xmlc2*Cre mice to visualize cell cycle stages specifically in cardiomyocytes. *Xmlc2*Cre;R26FUCCI2aR mice enable cardiomyocyte-specific expression of the FUCCI reporter, using the dynamic degradation of mVenus-hGem and mCherry-hCdt1 to distinguish different cell cycle stages: G1 (red), G1/S (yellow), and S/G2/M (green) (Figure 6F).^35,36^ As described above, ventricles from E12.5 *Xmlc2*Cre;R26FUCCI2aR mouse hearts were cultured for 24 hours, followed by treatment with Slit2-C, Col18a1-N or Hmcn1-C at 0.5 μg/ml or Slit2-N at 1 μg/ml for an additional 24 hours to further confirm of effects of these ECM proteins on cardiomyocyte proliferation (Figure 6A). Cardiomyocyte proliferation was assessed by calculating the percentage of cardiomyocytes in S/G2/M (green) relative to the total number of cardiomyocytes in G1 (red), G1/S (yellow), and S/G2/M (green). Compared to controls, treatment with Slit2-C, Col18a1-N or Hmcn1-C at 0.5 μg/ml, or Slit2-N at 1 μg/ml, increased the percentage of cardiomyocytes in S/G2/M (green) (Figure 6G and 6H). These results demonstrated that treatment of Slit2, Col18a1 or Hmcn1 increased the proliferation of cardiomyocytes in ventricles of the normal heart. Taken together, these results indicated that Hmcn1, Slit2 and Col18a1 secreted by coronary endothelium promoted cardiomyocyte proliferation, and that their decreased expression in coronary endothelium contributed to thinning of compact zone.

### 3.6 Treatment with Slit2, Col18a1, Hmcn1 or Nrg1 restores the reduced proliferation of compact myocardium in non-compacted ventricles.

We have demonstrated that treatment with Slit2, Col18a1 or Hmcn1 promotes cardiomyocyte proliferation in ventricles of normal heart, while other studies have shown that Nrg1 is crucial for ventricular cardiomyocyte proliferation.^13,29,30^ Therefore, we assessed the effects of these three ECM proteins and Nrg1 on cardiomyocyte proliferation in the non-compacted ventricles of *Ets1* eKO mice, which have been shown to exhibit reduced proliferation.

A *Tie2*Cre driver line was used to delete *Ets1* in all cardiac endothelial cells. Ventricles from E12.5 *Tie2*Cre;*Ets1*^fl/fl^ (*Ets1* eKO) mouse hearts were cultured in a 12-well plate for 24 hours, followed by treatment with Slit2-C, Col18a1-N, Hmcn1-C or Nrg1 individually at 0.5 μg/ml, or Slit2-N at 1 μg/ml, or a vehicle control, for an additional 24 hours (Figure 7A). Cardiomyocyte proliferation was assessed by measuring the percentage of PH3 positive cardiomyocytes or EdU positive cardiomyocytes. Compared to controls, treatment with Slit2-C, Col18a1-N, Hmcn1-C or Nrg1 at 0.5 μg/ml, or Slit2-N at 1 μg/ml, increased the percentage of PH3 positive cardiomyocytes (Figure 7B and 7D) and EdU positive cardiomyocytes (Figure 7C and 7E) in ventricles of *Ets1* eKO mice. These results demonstrate the reparative effects of Slit2, Col18a1, Hmcn1 and Nrg1 on cardiomyocyte proliferation in ventricles with ventricular non-compaction.

## 4. Discussion

Ventricular non-compaction has been observed in JBS. Studies in both humans and mice suggest that the loss of *Ets1* is responsible for CHDs in JBS.^19,37^ In our previous study, we demonstrated that endothelial-specific deletion of *Ets1* in mice leads to a ventricular non-compaction phenotype, accompanied by reduced proliferation of compact zone cardiomyocytes.^19^ However, the specific contributions of coronary endothelium and endocardium to this thinning remained unclear. In this study, we address this by dissecting their distinct roles (Figure 7F). Our findings revealed that *Ets1* deficiency in either endocardium or coronary endothelium led to thinning of compact myocardium and uncovered the underlying molecular mechanisms. These insights enhance our understanding of cardiac endothelial regulation of compact myocardial grow and highlight potential targets for therapeutic intervention in ventricular non-compaction.

ScRNA-seq on E14.5 *Ets1* eKO and control ventricles was performed to investigate factors involved in regulating compact zone cardiomyocyte proliferation by coronary endothelium and endocardium. We first performed a comprehensive analysis of the transcriptome and cell states of cardiomyocytes and cardiac endothelial cells in ventricular non-compaction caused by endothelial gene defects. We found significant changes in the energy metabolism of endocardial cells and coronary ECs in ventricular non-compaction caused by *Ets1* eKO. This may be due to hypoxia resulting from coronary vascular defects we previously identified in *Ets1* eKO.^19^ Moreover, we found that *Ets1* eKO led to a decreased number of coronary artery ECs and coronary vein ECs in the ventricles, demonstrating defects in coronary vascular development. Notably, we identified a specific population of proliferative endocardial cells in non-compacted ventricles. Interestingly, a previous study also reported a specific population of proliferative endocardial cells in non-compacted ventricles caused by cardiac endothelial defects.^13^ Activated Notch1 signaling is associated with inhibition of endothelial cell proliferation,^38,39^ indicating that the impaired endocardial Notch1 signaling we observed in *Ets1* eKO may be the cause of these highly proliferative endocardial cells. In addition, we identified a population of immature cardiomyocytes in control ventricles at E14.5; however, these cardiomyocytes exhibited early-onset maturation in non-compacted ventricles. Future studies will also focus on identifying the location of these cardiomyocytes and highly proliferative endocardial cells, and assessing their contribution to ventricular non-compaction. Furthermore, we observed a greater number of *Hey2*^hi^ and *Bmp10*^−^ / *Bmp10*^lo^ proximal trabecular cardiomyocytes, also known as intermediate myocardium cardiomyocytes, in non-compacted ventricles. Given that we previously determined that *Ets1* eKO led to reduced cardiomyocyte proliferation in the compact zone,^19^ this is consistent with previous findings^10^ and suggests that decreased cardiomyocyte proliferation impairs compact zone expansion, thereby hindering the compaction of the proximal trabecular layer.

Proliferation of the compact zone myocardium plays a crucial role in progressive thickening of the ventricular wall. This involves both growth of the compact zone myocardium and its expansion during late embryonic stages, which facilitates integration of the trabecular myocardium.^9,10^ Disruption of compact zone cardiomyocyte proliferation leads to the thinning of compact zone myocardium in ventricular non-compaction. We then focused on DEGs between *Ets1* eKO and control endocardial cells or coronary vascular endothelial cells to identify proteins involved in regulating compact zone cardiomyocyte proliferation. Impairment of endocardial Notch1 signaling has been reported to contribute to ventricular non-compaction.^15,40^ Analysis of our scRNA-seq data from the endocardial cell cluster revealed dysregulation of two Notch1 ligand genes, *Dlk1* and *Dll4*. Dll4 has been identified as a key Notch1 ligand that activates the Notch1 signaling pathway in the endocardium.^9^ However, the role of Dlk1 in Notch1 signaling remains uncertain, particularly in ventricular development. We found that Dlk1 acts as an inhibitor of Notch1 signaling in the endocardium. *Ets1* eKO significantly reduced Notch1 activity by upregulating *Dlk1* expression and downregulating *Dll4* expression. Moreover, by analyzing our scRNA-seq data, we found that expression levels of *Nrg1*, a Notch1 downstream target known to be crucial for cardiomyocyte proliferation and ventricular wall thickening,^13,29,30^ was significantly reduced in endocardium of *Ets1* eKO mice. These results demonstrated that loss of *Ets1* in endocardium suppressed Notch1 signaling, resulting in thinning of compact myocardium. In addition, Notch1 signaling promotes ECM degradation in the trabecular layer.^3^ Cardiac trabeculation involves dynamic ECM remodeling, with ECM bubbles (ECM-rich areas surrounding trabecular myocardium) progressively reduced from E9.5 (when trabecular extension begins) to E14.5 (when it terminates).^3^ Notch1 signaling defects lead to excessive ECM accumulation in ECM bubbles and excessive trabecular growth.^3^ This is also consistent with our previous observations, where we found increased ECM protein deposition between endocardium and trabecular myocardium, as well as increased trabecular cardiomyocyte proliferation in *Ets1* eKO mice.^19^

In addition, we observed that *Dlk1* mRNA levels were increased, *Dll4* mRNA levels were decreased, and N1ICD expression was reduced in the endocardium of E9.5 *Ets1* eKO mice. By reanalyzing a published scRNA-seq dataset^41^, we examined the dynamic expression patterns of *Notch1*, *Dlk1*, and *Dll4* in nascent mesoderm, mixed mesoderm/allantois, and developing endothelium/endocardium. *Notch1* and *Dll4* were barely expressed in nascent or mixed mesoderm but were highly expressed in the endothelium/endocardium starting at E7.75, whereas *Dlk1* exhibited the opposite pattern, being highly expressed in mesodermal populations but nearly absent in endothelium/endocardium. These observations suggest that Notch1 signaling is not required for differentiation of cardiac progenitors into endothelium/endocardium, while Dlk1 may prevent excessive Notch1 activation during this process. After differentiation is complete, the Dll4-Notch1 pathway likely mediates key endothelial/endocardial functions. Interestingly, *Ets1* expression also increases in the endothelium/endocardium from E7.75, promoting *Dll4* while repressing *Dlk1*, thereby facilitating activation of the Dll4-Notch1 signaling pathway.

Coronary vascular ECs can promote cardiomyocyte proliferation through specific secreted factors, and ECM proteins play a crucial role in this process.^13,31-34^ Through our scRNA-seq analysis, we identified three ECM genes, *Hmcn1*, *Slit2* and *Col18a1*, which were expressed in the coronary endothelium and downregulated in *Ets1* eKO mice. Hmcn1 has been reported to localize to the cleavage furrow and is required for cytokinesis in mouse embryos.^42^ Slit2 has been shown to promote postnatal cardiomyocyte cytokinesis, and RhoA, a small GTPase essential for cytokinesis, is implicated in this process.^43,44^ Col18a1 has been identified as a regulator of Egfr/Erbb receptor signaling pathway and has been shown to interact with Egfr, Her2, and Itga6 to promote cancer cell proliferation.^45^ We have demonstrated, for the first time, that treatment with the Slit2, Col18a1 or Hmcn1 individual recombinant proteins increased proliferation of cardiomyocytes in the ventricles of a normal embryonic heart *ex vivo*. These results indicated that loss of *Ets1* reduced expression of *Slit2*, *Col18a1* and *Hmcn1*, three ECM genes in coronary endothelium, contributing to a thinner compact zone. Taken together, our findings demonstrate that both coronary endothelial and endocardial Ets1 are essential for regulating ventricular wall thickening.

Ventricular non-compaction can result in heart failure and, in severe cases, sudden cardiac death.^46^ Increasing evidence suggests that a thinner compact myocardium may be an independent risk factor for adverse clinical outcomes.^1,7,8^ We found that this phenotype was associated with reduced survival in *Ets1* eKO embryos, with the hearts of dead eKO embryos showing severe thinning of the compact zone.^19^ Developing methods to repair the thinning of compact myocardium in ventricular non-compaction will contribute to mitigating the pathological nature of this condition and its associated lethality. We used the thinner compact zone caused by *Ets1* eKO as a disease model to examine the effects of the three identified ECM proteins and the Notch1 downstream target Nrg1 on proliferation of *Ets1* eKO ventricular compact cardiomyocytes. Treatment with Slit2, Col18a1, Hmcn1 or Nrg1 recombinant proteins increased compact cardiomyocyte proliferation in the ventricles of *Ets1* eKO mice, demonstrating their potential to restore compact cardiomyocyte growth in the thinned compact zone. Future studies will investigate the specific mechanisms by which these three ECM genes regulate cardiomyocyte proliferation.

In our previous study, we found that *Ets1* eKO decreased the levels of *Alk1*, *Cldn5*, *Sox18*, *Robo4*, *Esm1*, and *Kdr* at E12.5 and E13.5, leading to defects in coronary vasculature development.^19^ In the current study, analysis of the scRNA-seq data from the cvEC cluster revealed that the expression of all six angiogenesis-related genes remained downregulated in the coronary endothelium of *Ets1* eKO mice compared with controls at E14.5. 

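In cvEC-like cells, *Sox18* (ENSMUSG00000046470, chromosome 2 from 181669836 to 181671640) fell from 119 and 90.4 CPM in the controls to 42.3 and 59.6 CPM in *Ets1* eKO, a log2 fold change of -0.96 (standard error 0.19, adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the only one of the 6 genes past the threshold, and the call was lost without control replicate 1 (-0.73, adjusted p = 0.0507) and with the stricter cell filter (adjusted p = 0.0684), the highest of its alternatives, the lowest being 1.73e-10. *Cldn5* (ENSMUSG00000041378, chromosome 16 from 18776847 to 18778262) fell from 372 and 298 CPM to 261 and 221 CPM (-0.40, standard error 0.16, adjusted p = 0.306). *Alk1*, listed as *Acvrl1* (ENSMUSG00000000530, chromosome 15 from 101128522 to 101145336), changed by -0.54 (standard error 0.21, adjusted p = 0.274) and was past the threshold without *Ets1* eKO replicate 2 (-0.74, adjusted p = 0.0138). *Robo4* (ENSMUSG00000032125, chromosome 9 from 37401897 to 37415115) changed by -0.24 (standard error 0.14, adjusted p = 0.476). *Kdr* (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) was at 541 and 510 CPM in controls and 518 and 463 CPM in *Ets1* eKO (-0.018, standard error 0.15), and its value was 0.034 without control replicate 1, 0.049 without *Ets1* eKO replicate 2 and 0.032 with sex as a term. *Esm1* (ENSMUSG00000042379, chromosome 13 from 113209659 to 113218098) changed by 0.23 (standard error 0.22, adjusted p = 0.678) and by -0.16 without *Ets1* eKO replicate 2.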

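In cvEC-like cells, *Alk1* (*Acvrl1*) stood at 44.4 and 30.5 CPM in the control libraries and 21.9 and 27.4 CPM in the *Ets1* eKO libraries. *Robo4* was at 50.9 and 53.3 CPM in controls and 42.3 and 40.8 CPM in *Ets1* eKO. *Esm1* was at 24.7 and 28.1 CPM in controls and 22.4 and 35.2 CPM in *Ets1* eKO. Each level rests on 3339815 to 5658262 UMIs per library in this class.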

We also observed that the expression levels of *Alk1*, *Robo4*, and *Esm1* were extremely low at this stage, suggesting that different angiogenesis-related genes may play stage-specific roles in regulating coronary vasculature development during heart development. In addition, we identified three extracellular matrix-related genes, *Hmcn1*, *Slit2*, and *Col18a1*, that were downregulated in the coronary endothelium of *Ets1* eKO mice at E14.5, and found that *Ets1* deficiency upregulated *Dlk1* and downregulated *Dll4* in the endocardium. However, our previous bulk RNA-seq data at E12.5 only detected changes in *Dlk1*, while changes in the other genes were not evident. This discrepancy is likely due to two factors: first, bulk RNA-seq measures the average expression of mixed cardiac cell populations, which may mask changes specific to the coronary endothelium or endocardium; and second, the expression of these genes is dynamically regulated by different signals at different stages of heart development.

In summary, we performed a comprehensive transcriptomic analysis of the cardiomyocytes and cardiac endothelial cells involved in ventricular non-compaction resulting from endothelial gene defects. This provides valuable insights into cellular state alterations in ventricular non-compaction caused by endothelial gene defects. We also identified several proteins that promote proliferation of compact zone cardiomyocytes. We will further investigate precise molecular mechanisms by which these factors regulate cardiomyocyte proliferation, performing comprehensive functional analyses using genetic and pharmacological approaches, and assessing their therapeutic potential in ventricular non-compaction models. These efforts will ultimately contribute to the development of targeted therapies for ventricular non-compaction and potentially other disease processes involving cardiomyocyte proliferation.

### Limitations

Our rescue assays were designed to evaluate cardiomyocyte proliferation in the compact zone using an *ex vivo* embryonic ventricle explant model, which lacks internal structures such as the trabecular layer and septum. As a result, we were unable to assess the effects of individual recombinant proteins on the maturation and differentiation of specific cardiomyocyte subclusters. Future *in vivo* studies are planned to address this limitation and more comprehensively elucidate the mechanisms by which these proteins influence the broader spectrum of the *Ets1* mutant phenotype. In addition, due to the limitations of the *ex vivo* embryonic ventricle explant model treated with recombinant proteins, we were unable to validate the transcriptomic changes identified in our single-cell analysis using this system. Future *in vivo* studies will evaluate whether the transcriptomic changes in cardiomyocyte subclusters are rescued along with structural improvements. Overall, *in vivo* delivery and validation would reinforce further the translational relevance and mechanistic conclusions.

## Supplementary Material

Supplementary material

Table S1

Supplementary material is available at *Cardiovascular Research* online.

## Figures and Tables

**Figure 1.**
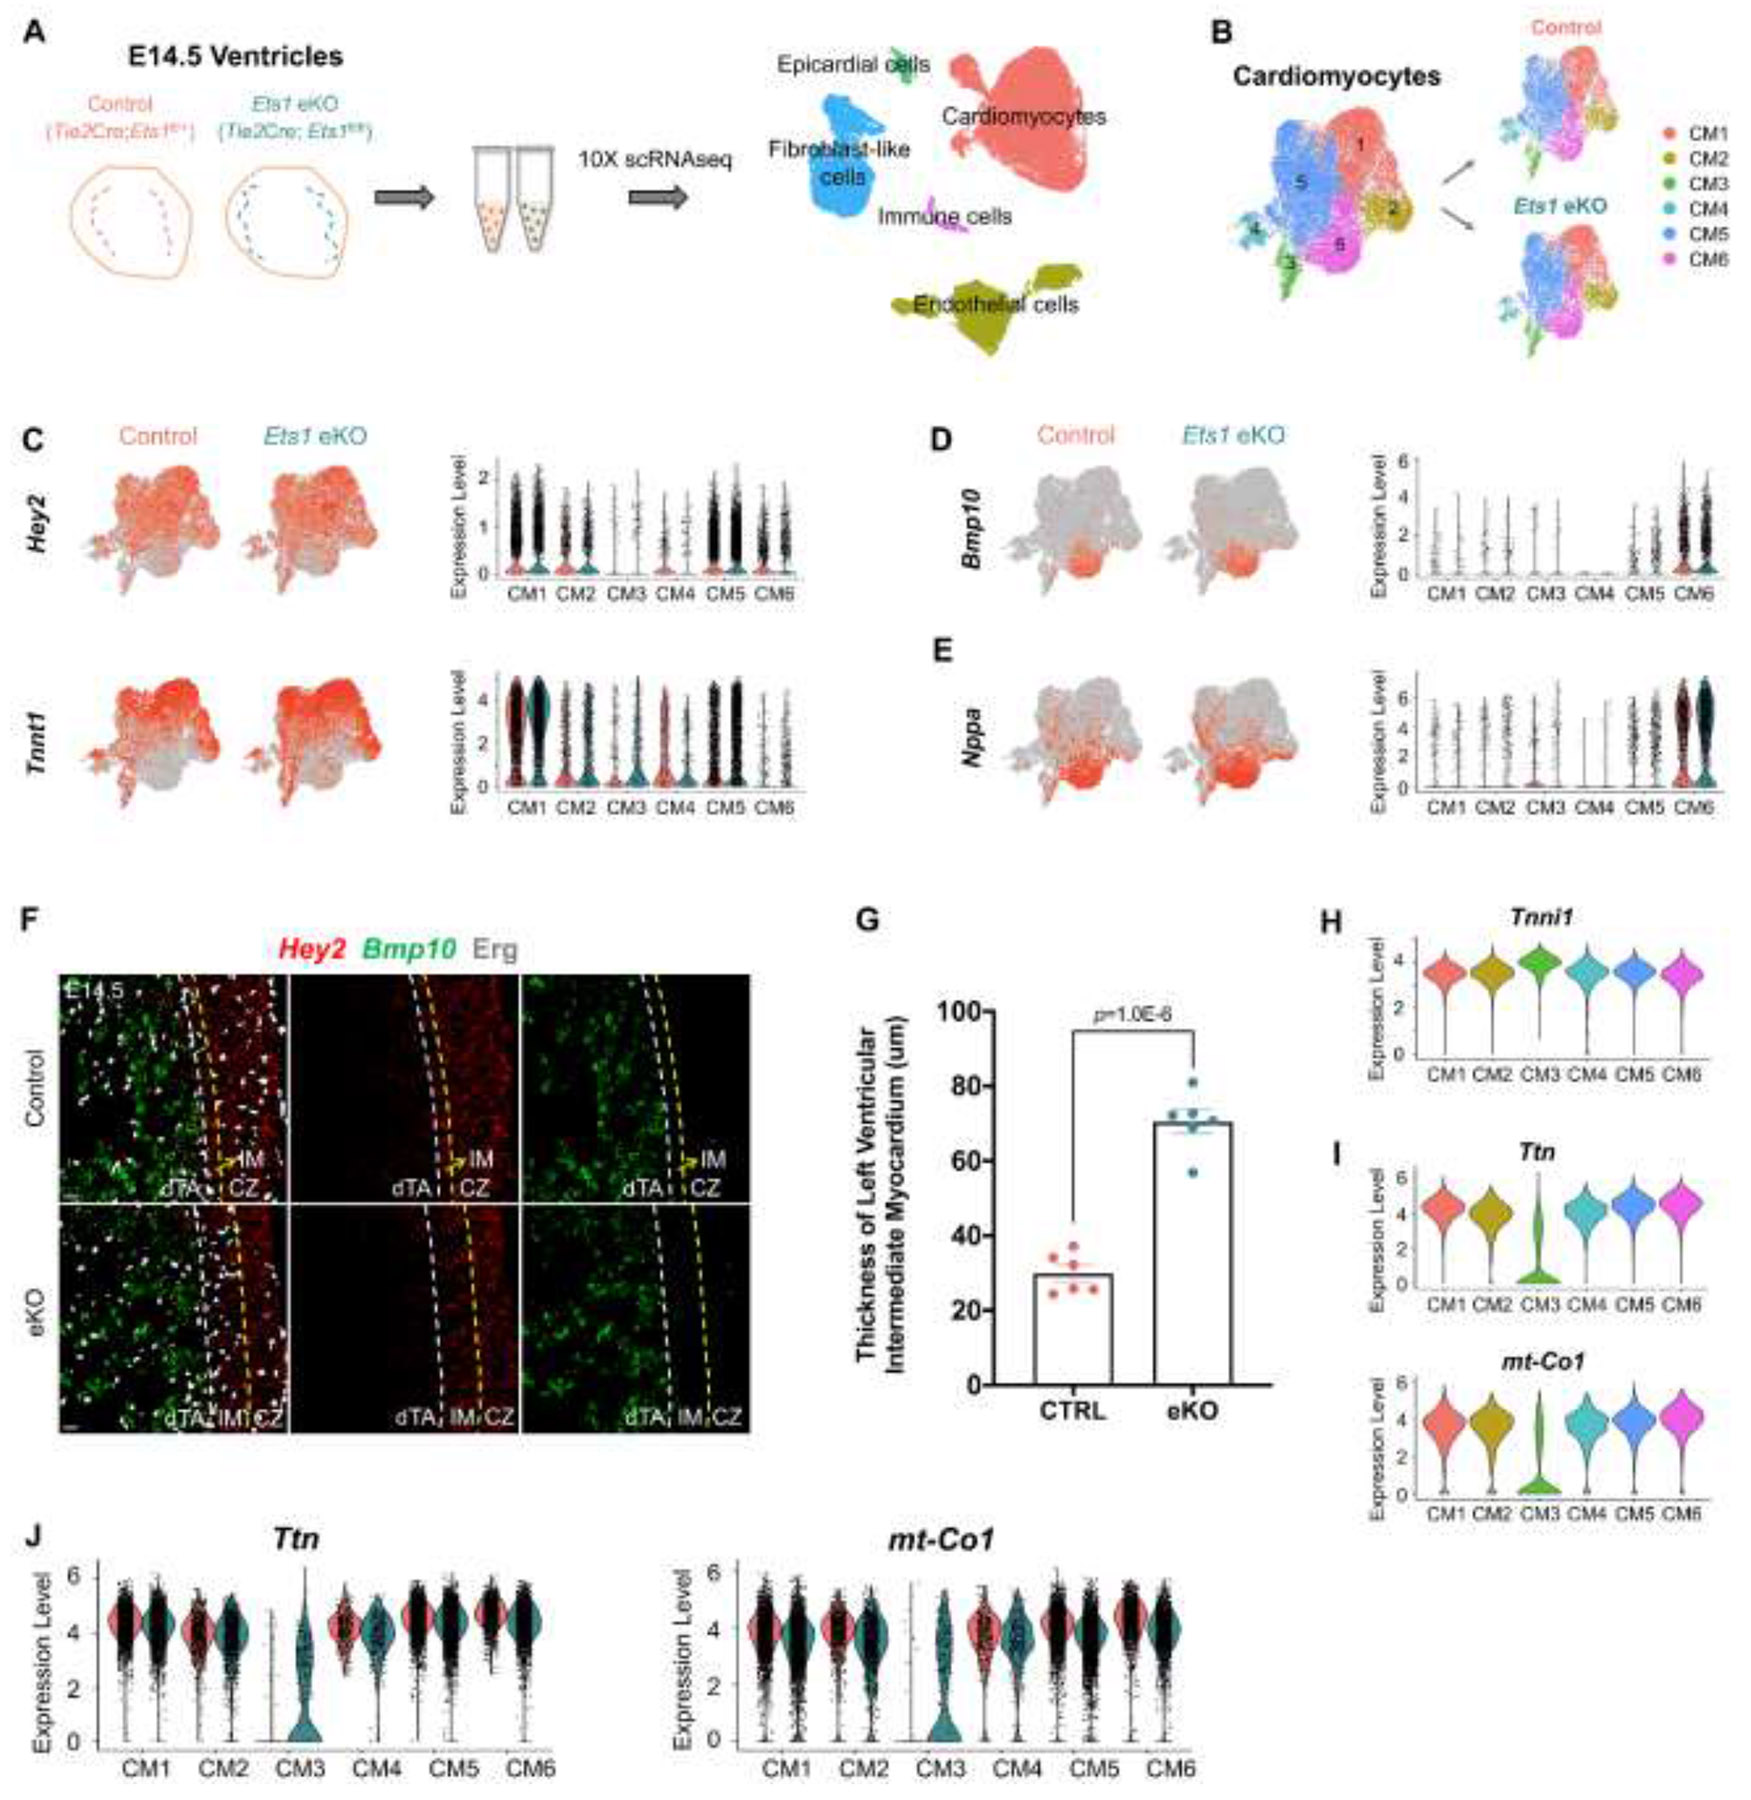
Alterations in cardiomyocyte states in ventricular non-compaction caused by *Ets1* endothelial deletion. (A) Schematic of single-cell RNA sequencing (scRNA-seq) performed on E14.5 *Ets1* endothelial conditional knockout (eKO) and control ventricles, along with a UMAP representation of five distinct cell populations identified. (B) UMAP visualization of the cardiomyocyte (CM) population. (C-E) Feature and violin plots showing the expression of (C) *Hey2* and *Tnnt1*, (D) *Bmp10*, and (E) *Nppa*. (F) Representative confocal images of RNAscope *in situ* hybridization (ISH) for *Hey2*, a compact zone (CZ) myocardium marker, and *Bmp10*, a trabecular layer (TA) myocardium marker, along with immunofluorescence staining for Erg, which lines the trabecular layer, to show CZ, distal trabecular layer (dTA), and intermediate myocardium (IM) in control and *Ets1* eKO mice at E14.5. The yellow dashed line distinguishes CZ from TA, while the white dashed line separates IM from dTA. Scale bars: 20 μm. (G) Graph showing IM thickness of left ventricles in control and eKO mice at E15.5 (CTRL, n=6; eKO, n=6). Data are presented as mean ± SEM and *P* value was calculated using an unpaired two-tailed Student’s t-test. (H and I) Violin plots showing the expression of (H) *Tnni1*, (I) *Ttn* and *mt-Co1*. J, Violin plots showing the expression of *Ttn* and *mt-Co1*.

**Figure 2.**
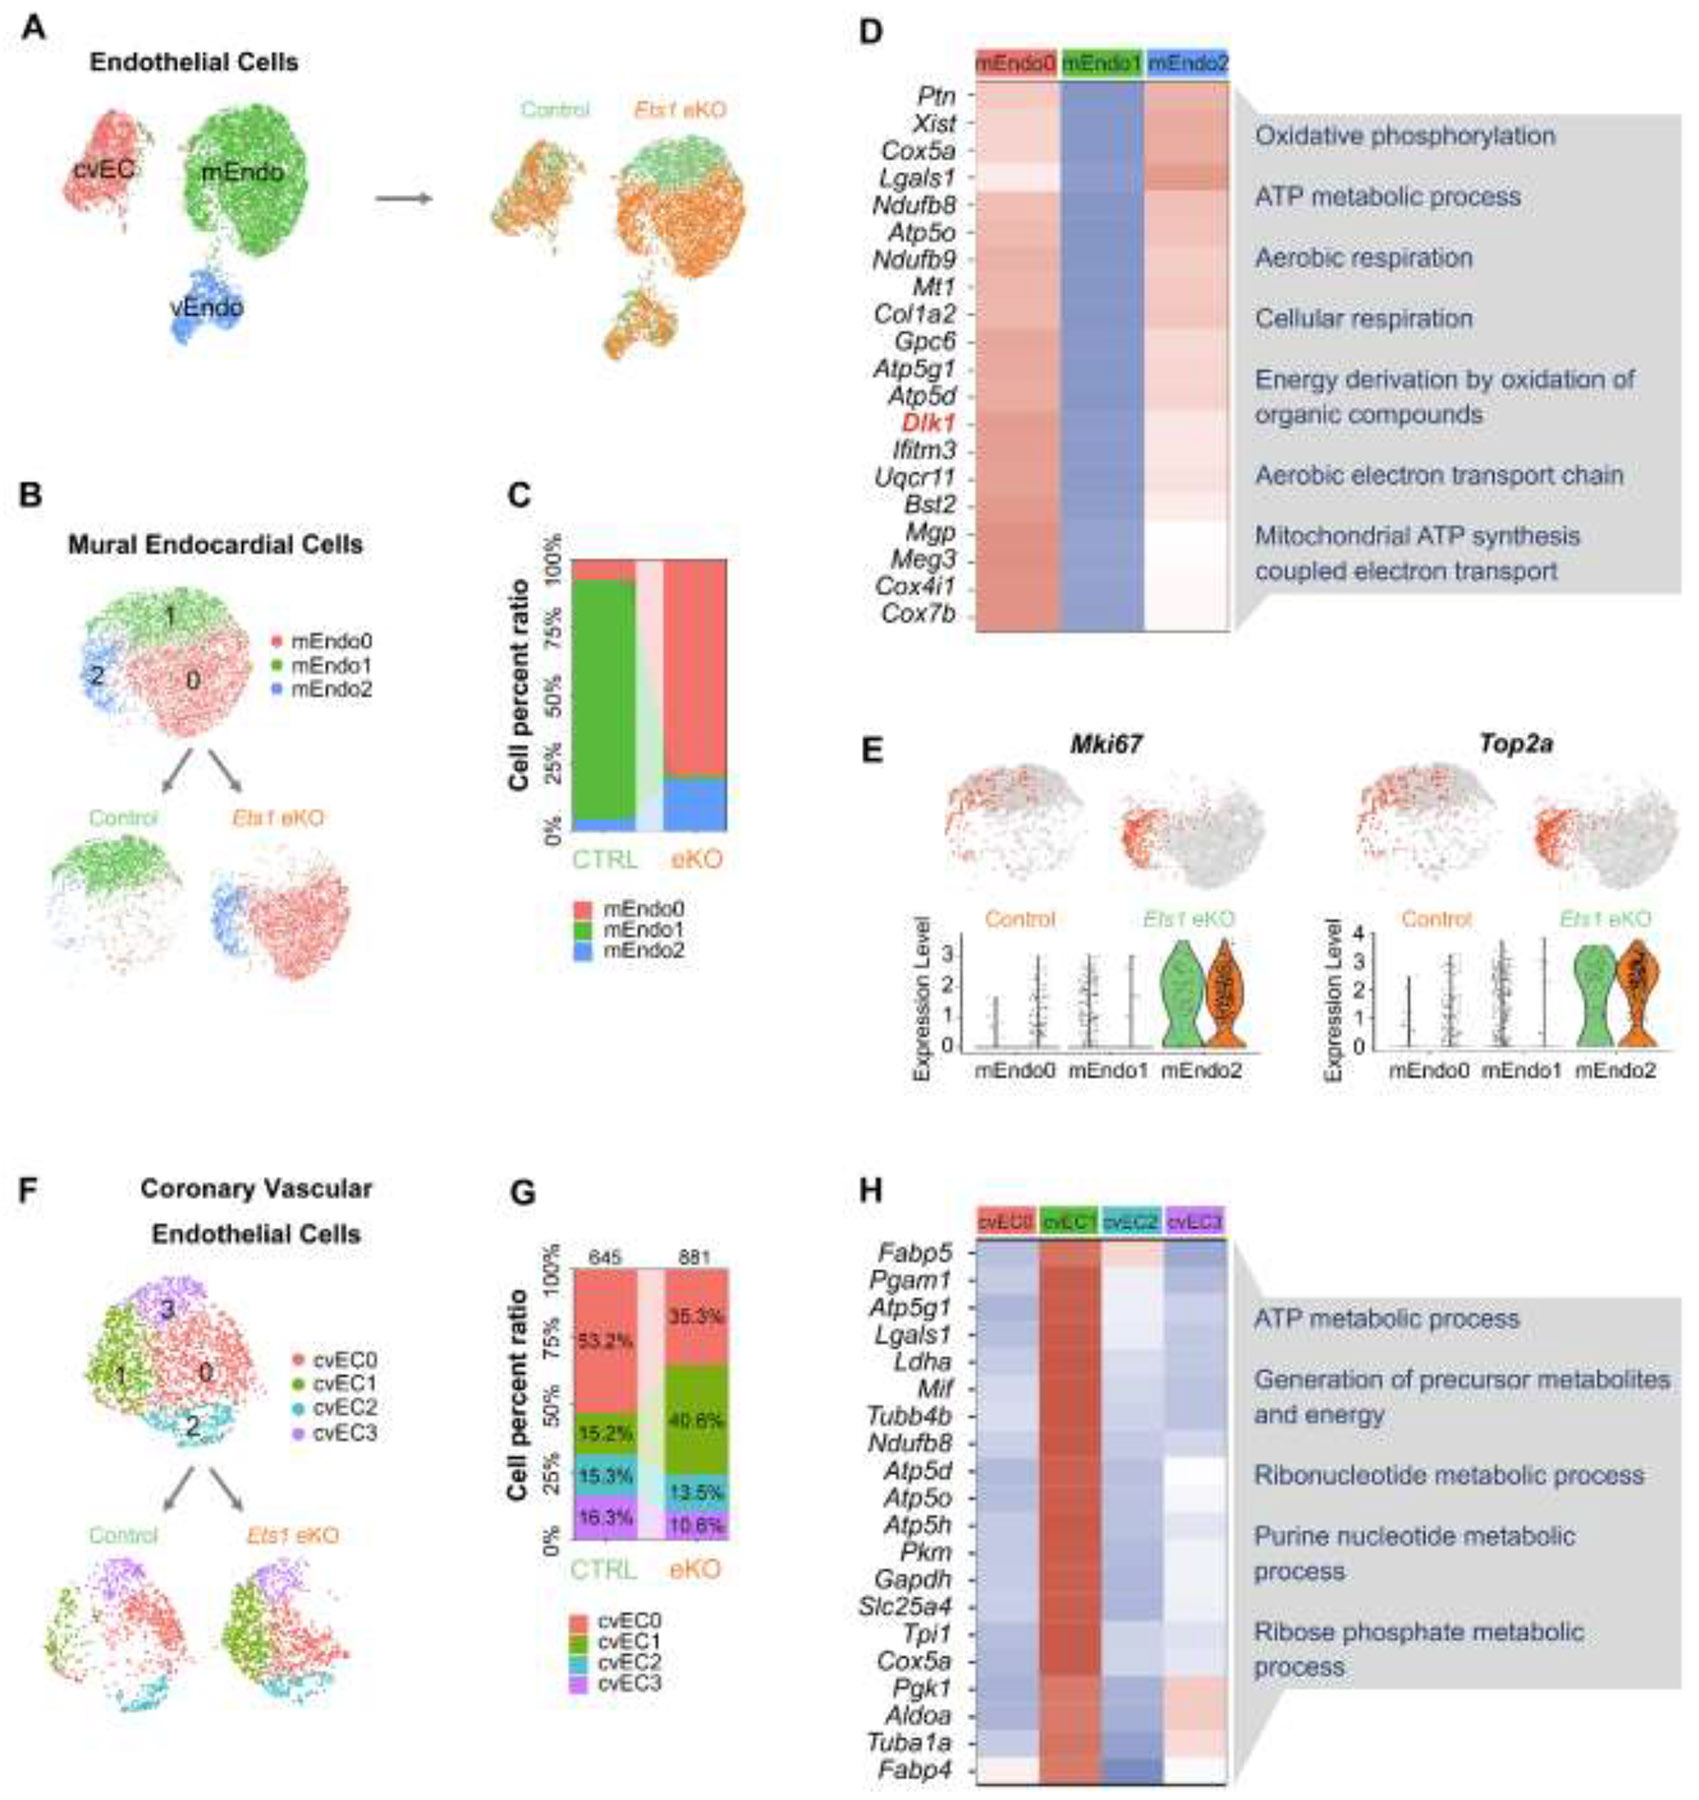
Transcriptomic alterations in cardiac endothelial cells in ventricular non-compaction caused by *Ets1* endothelial deletion. (A) UMAP visualization of the three cardiac endothelial cell (EC) subpopulations (left panel) and the merged EC distribution from *Ets1* endothelial conditional knockout (eKO) and control ventricles (right panel). Green dots represent ECs from control ventricles, while orange dots represent ECs from *Ets1* eKO ventricles. (B) UMAP visualization of the mural endocardial cell (mEndo) population. (C) Proportional distribution of the three mEndo subpopulations in *Ets1* eKO and control ventricles. (D) Gene ontology (GO) enrichment analysis of mEndo0-specific marker genes. (E) Feature and violin plots displaying the expression of genes specific to proliferating cells. (F) UMAP visualization of the coronary vascular endothelial cell (cvEC) population. (G) Proportional distribution of the four cvEC subpopulations in *Ets1* eKO and control ventricles. The total numbers of cvECs for each group (control and eKO), along with the percentage contribution of each sub-cluster to the total cvEC pool in the respective group, are shown. (H) GO enrichment analysis of cvEC1-specific marker genes.

**Figure 3.**
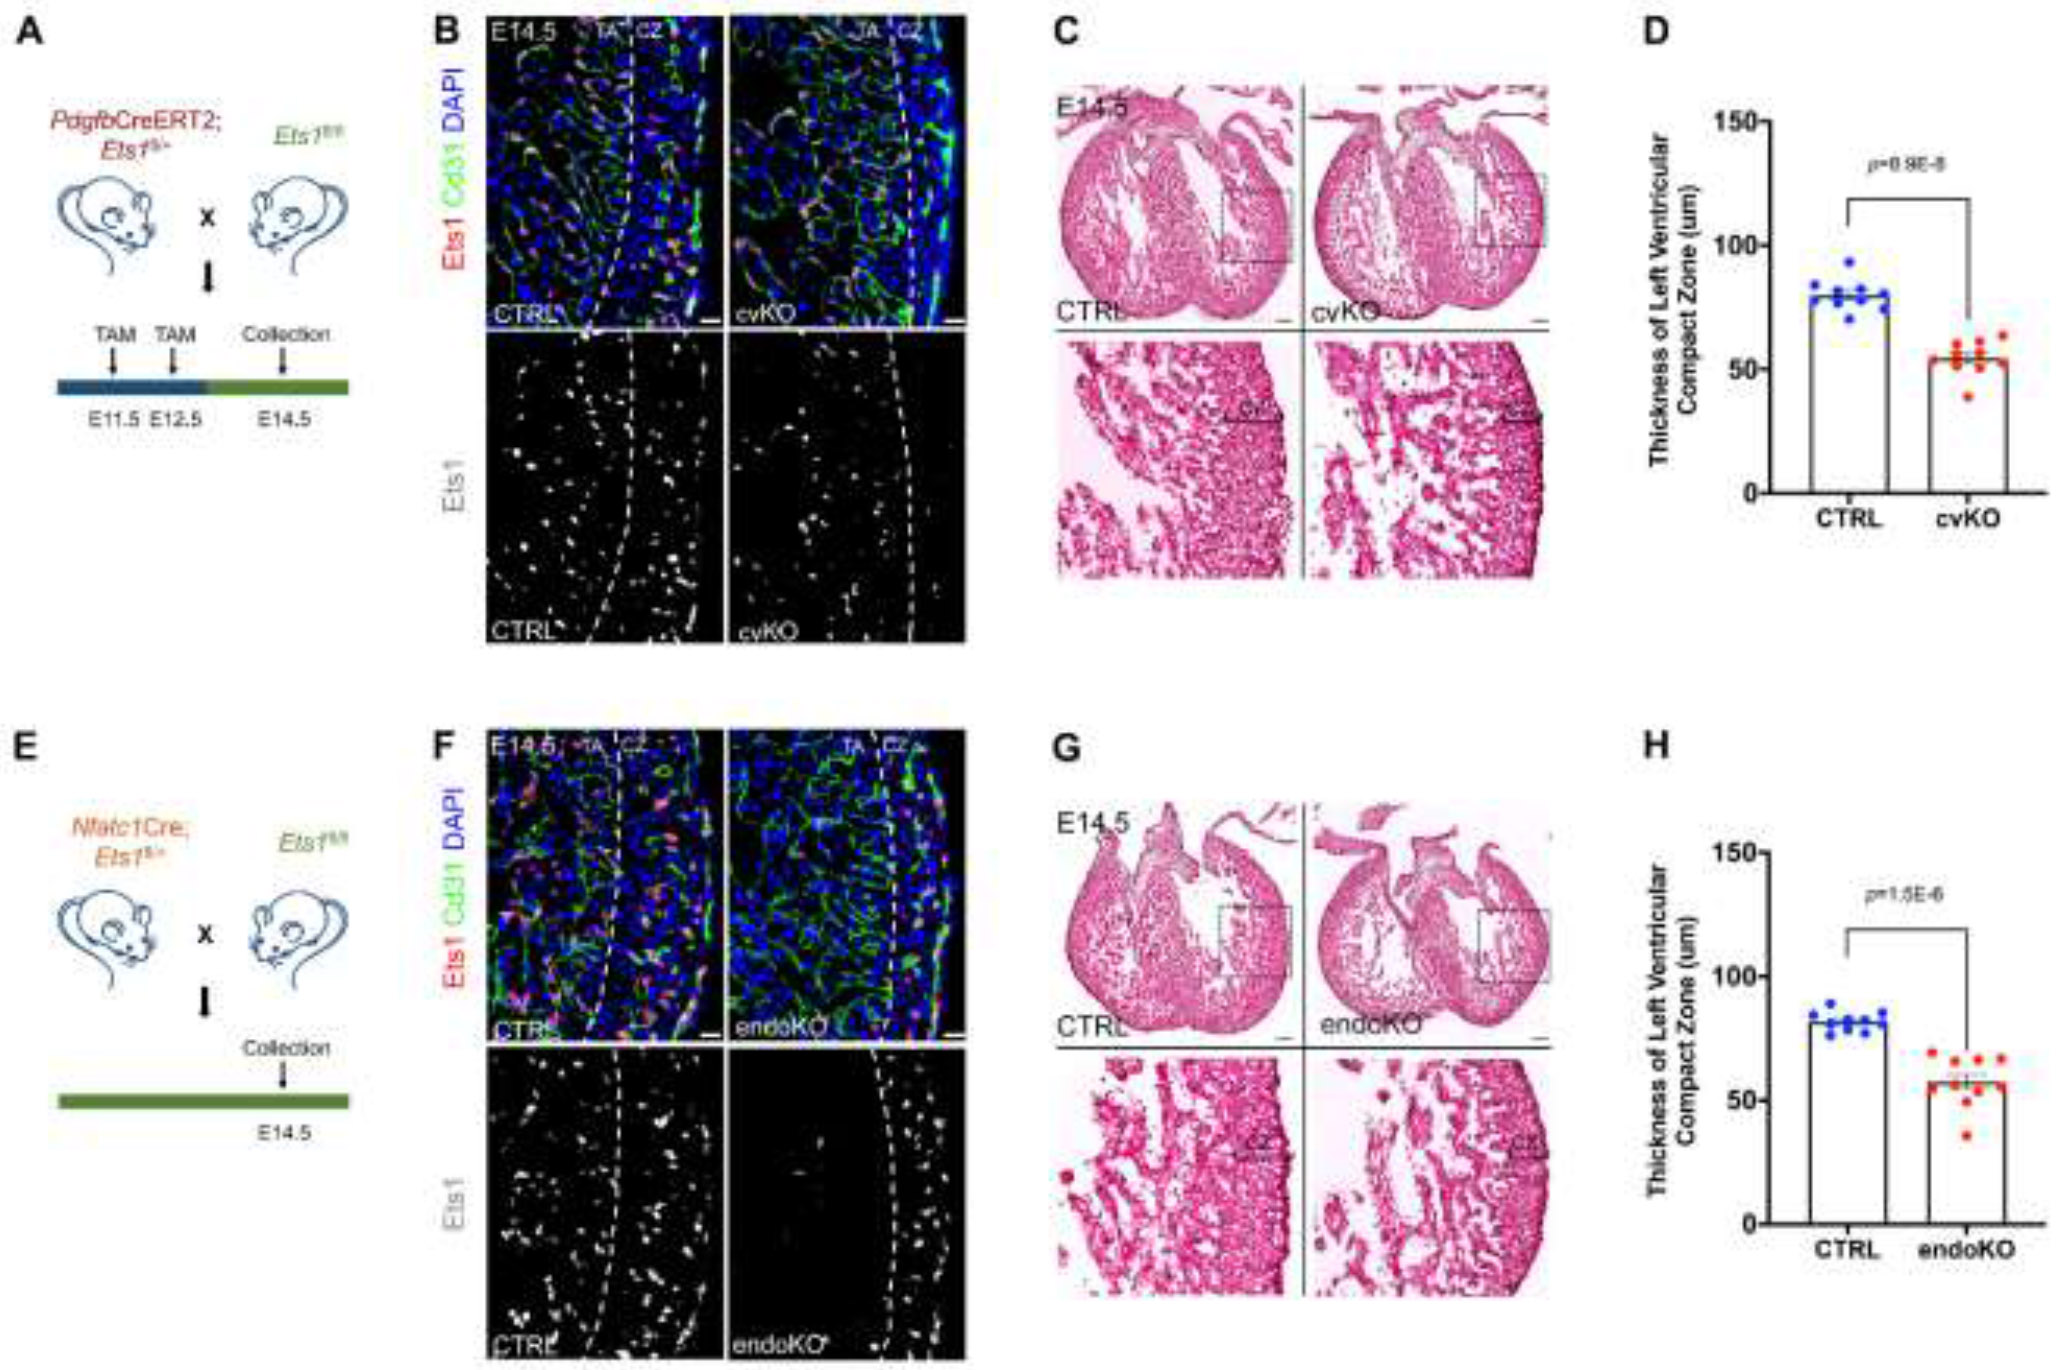
Loss of *Ets1* in either coronary endothelium or endocardium can lead to the thinning of the compact myocardium. (A) Schematic illustrating the strategy for coronary vascular endothelial cell-specific loss of *Ets1* using the *Pdgfb*CreERT2 driver. (B) Ets1 immunofluorescence showing that Ets1 protein was undetectable in coronary vascular endothelial cells of *Ets1* coronary vascular endothelial conditional knockout (cvKO) embryonic hearts at E14.5. Scale bars: 20 μm. (C) Representative images of heart sections stained with Hematoxylin and Eosin, showing compact myocardium thickness in control and *Ets1* cvKO mice at E14.5. Scale bars: 100 μm. (D) Graph showing the compact myocardium thickness of left ventricles in control and *Ets1* cvKO mice at E14.5 (CTRL, n=10; cvKO, n=10). (E) Schematic illustrating the strategy for endocardial-specific loss of *Ets1* using the *Nfatc1*Cre driver. (F) Ets1 immunofluorescence showing that Ets1 protein was undetectable in endocardial cells of *Ets1* endocardial conditional knockout (endoKO) embryonic hearts at E14.5. Scale bars: 20 μm. (G) Representative images of heart sections stained with Hematoxylin and Eosin, showing compact myocardium thickness in control and *Ets1* endoKO mice at E14.5. Scale bars: 100 μm. (H) Graph showing the compact myocardium thickness of left ventricles in control and *Ets1* endoKO mice at E14.5 (CTRL, n=10; endoKO, n=10). CZ, compact zone; TA, trabecular layer. For (D) and (H), data are presented as mean ± SEM and *P* values were calculated using an unpaired two-tailed Student’s t-test.

**Figure 4.**
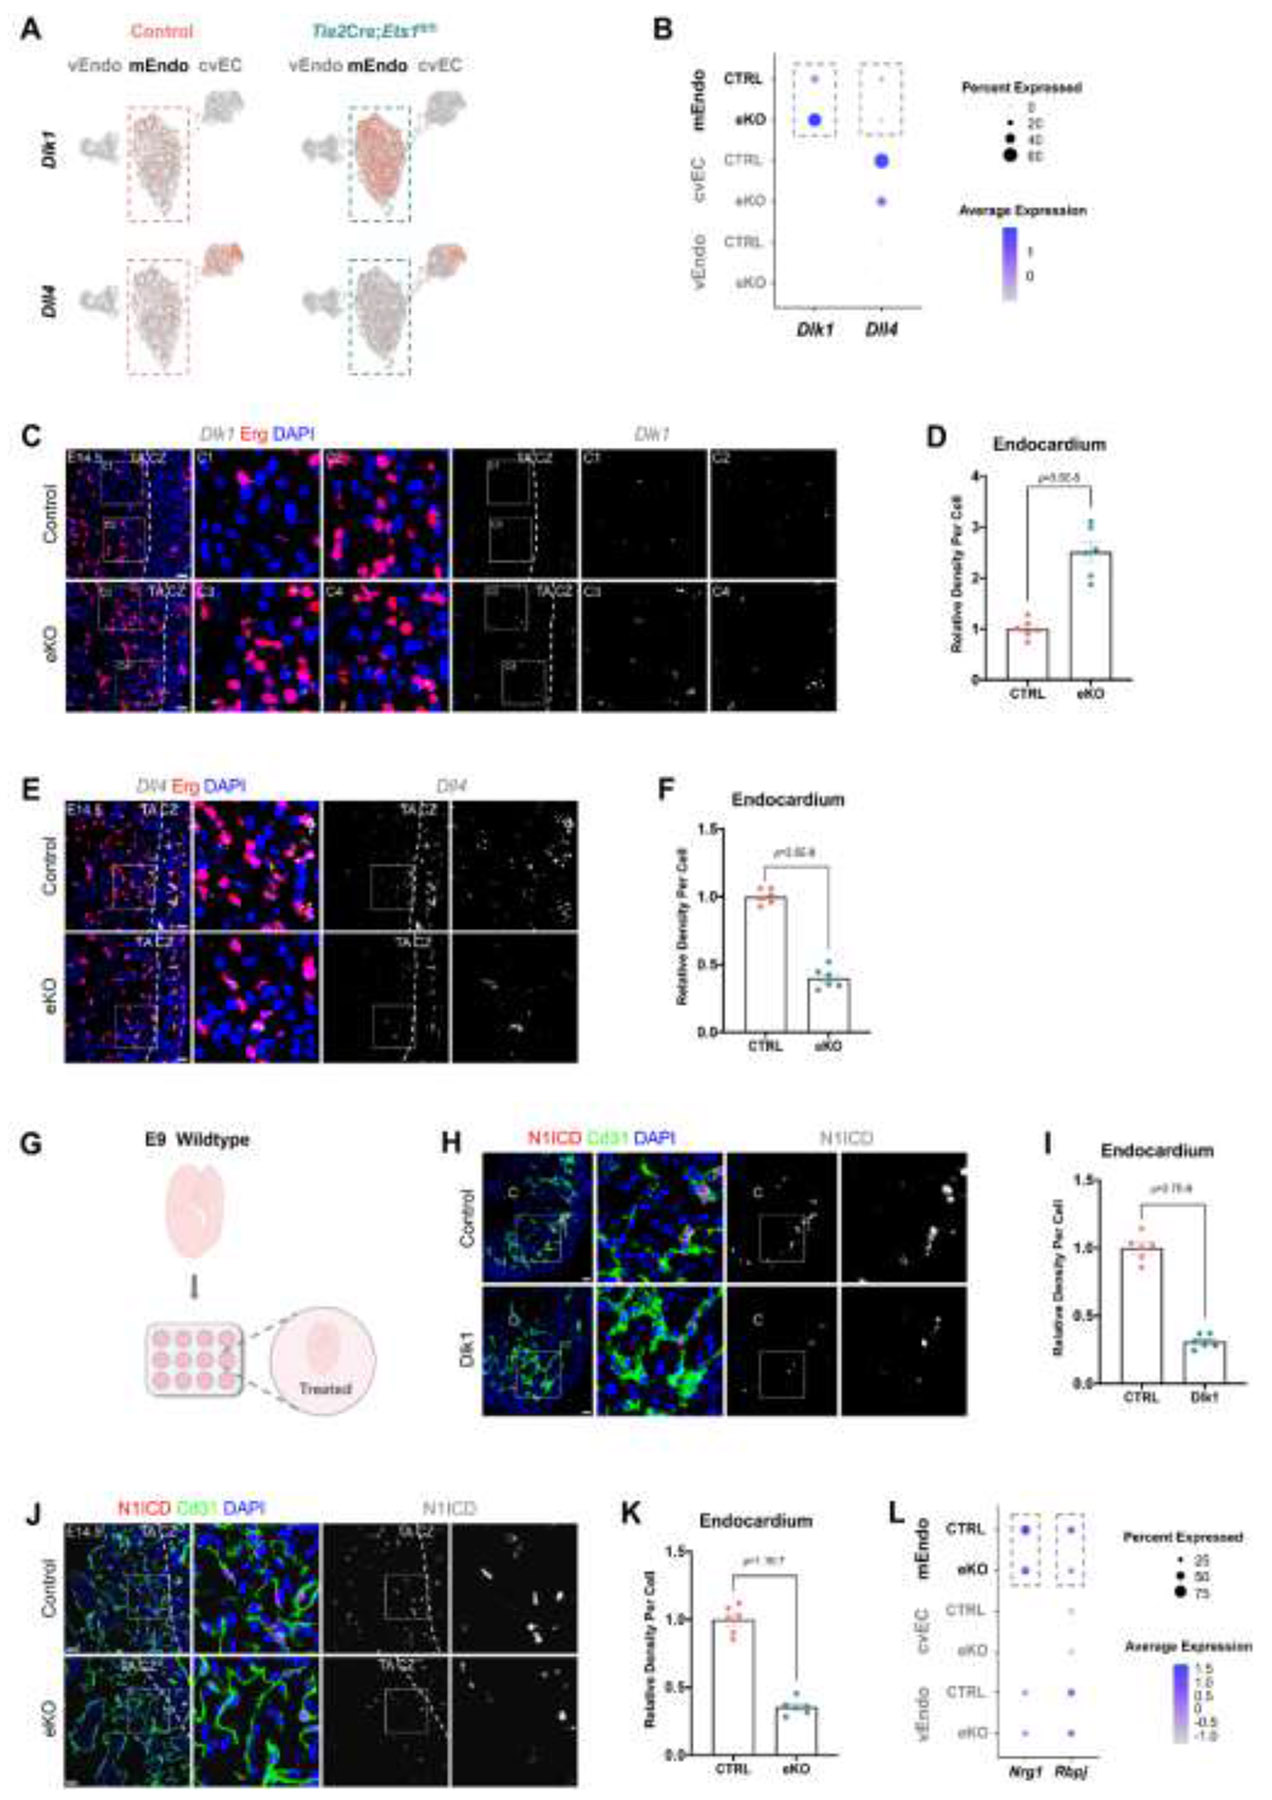
Loss of *Ets1* in the endocardium suppresses the Notch1 signaling pathway. (A and B) (A) Feature and (B) dot plots showing the expression of *Dlk1* and *Dll4* in control and *Ets1* endothelial conditional knockout (eKO) mice. (C-F) Representative confocal images of RNAscope *in situ* hybridization (ISH) for (C) *Dlk1* and (E) *Dll4*, and quantification graphs of signal intensity for (D) *Dlk1* and (F) *Dll4* in the endocardium, showing the expression levels in control and *Ets1* eKO mouse hearts at E14.5 (Control, n=6; eKO, n=6, respectively). Scale bars: 20 μm. (G) Schematic illustrating the culture of E9 mouse embryos. (H and I) (H) Representative confocal images of Notch1 intracellular domain (N1ICD) immunofluorescence and (I) quantification graph of signal intensity for N1ICD in the endocardium of control and Dlk1-treated embryos (Control, n=6; Dlk1, n=6). C, chamber. Scale bars: 20 μm. (J and K) (J) Representative confocal images of N1ICD immunofluorescence and (K) quantification graph of signal intensity for N1ICD in the endocardium, showing the expression levels in control and *Ets1* eKO mouse hearts at E14.5 (Control, n=6; eKO, n=6). Scale bars: 20 μm. (L) Dot plot showing the expression of *Nrg1* and *Rbpj*. cvEC, coronary vascular endothelial cell; mEndo, mural endocardial cell; vEndo, valve endocardial cells; CZ, compact zone; TA, trabecular layer. For (D), (F), (I) and (K), data are presented as mean ± SEM and *P* values were calculated using an unpaired twotailed Student’s t-test.

**Figure 5.**
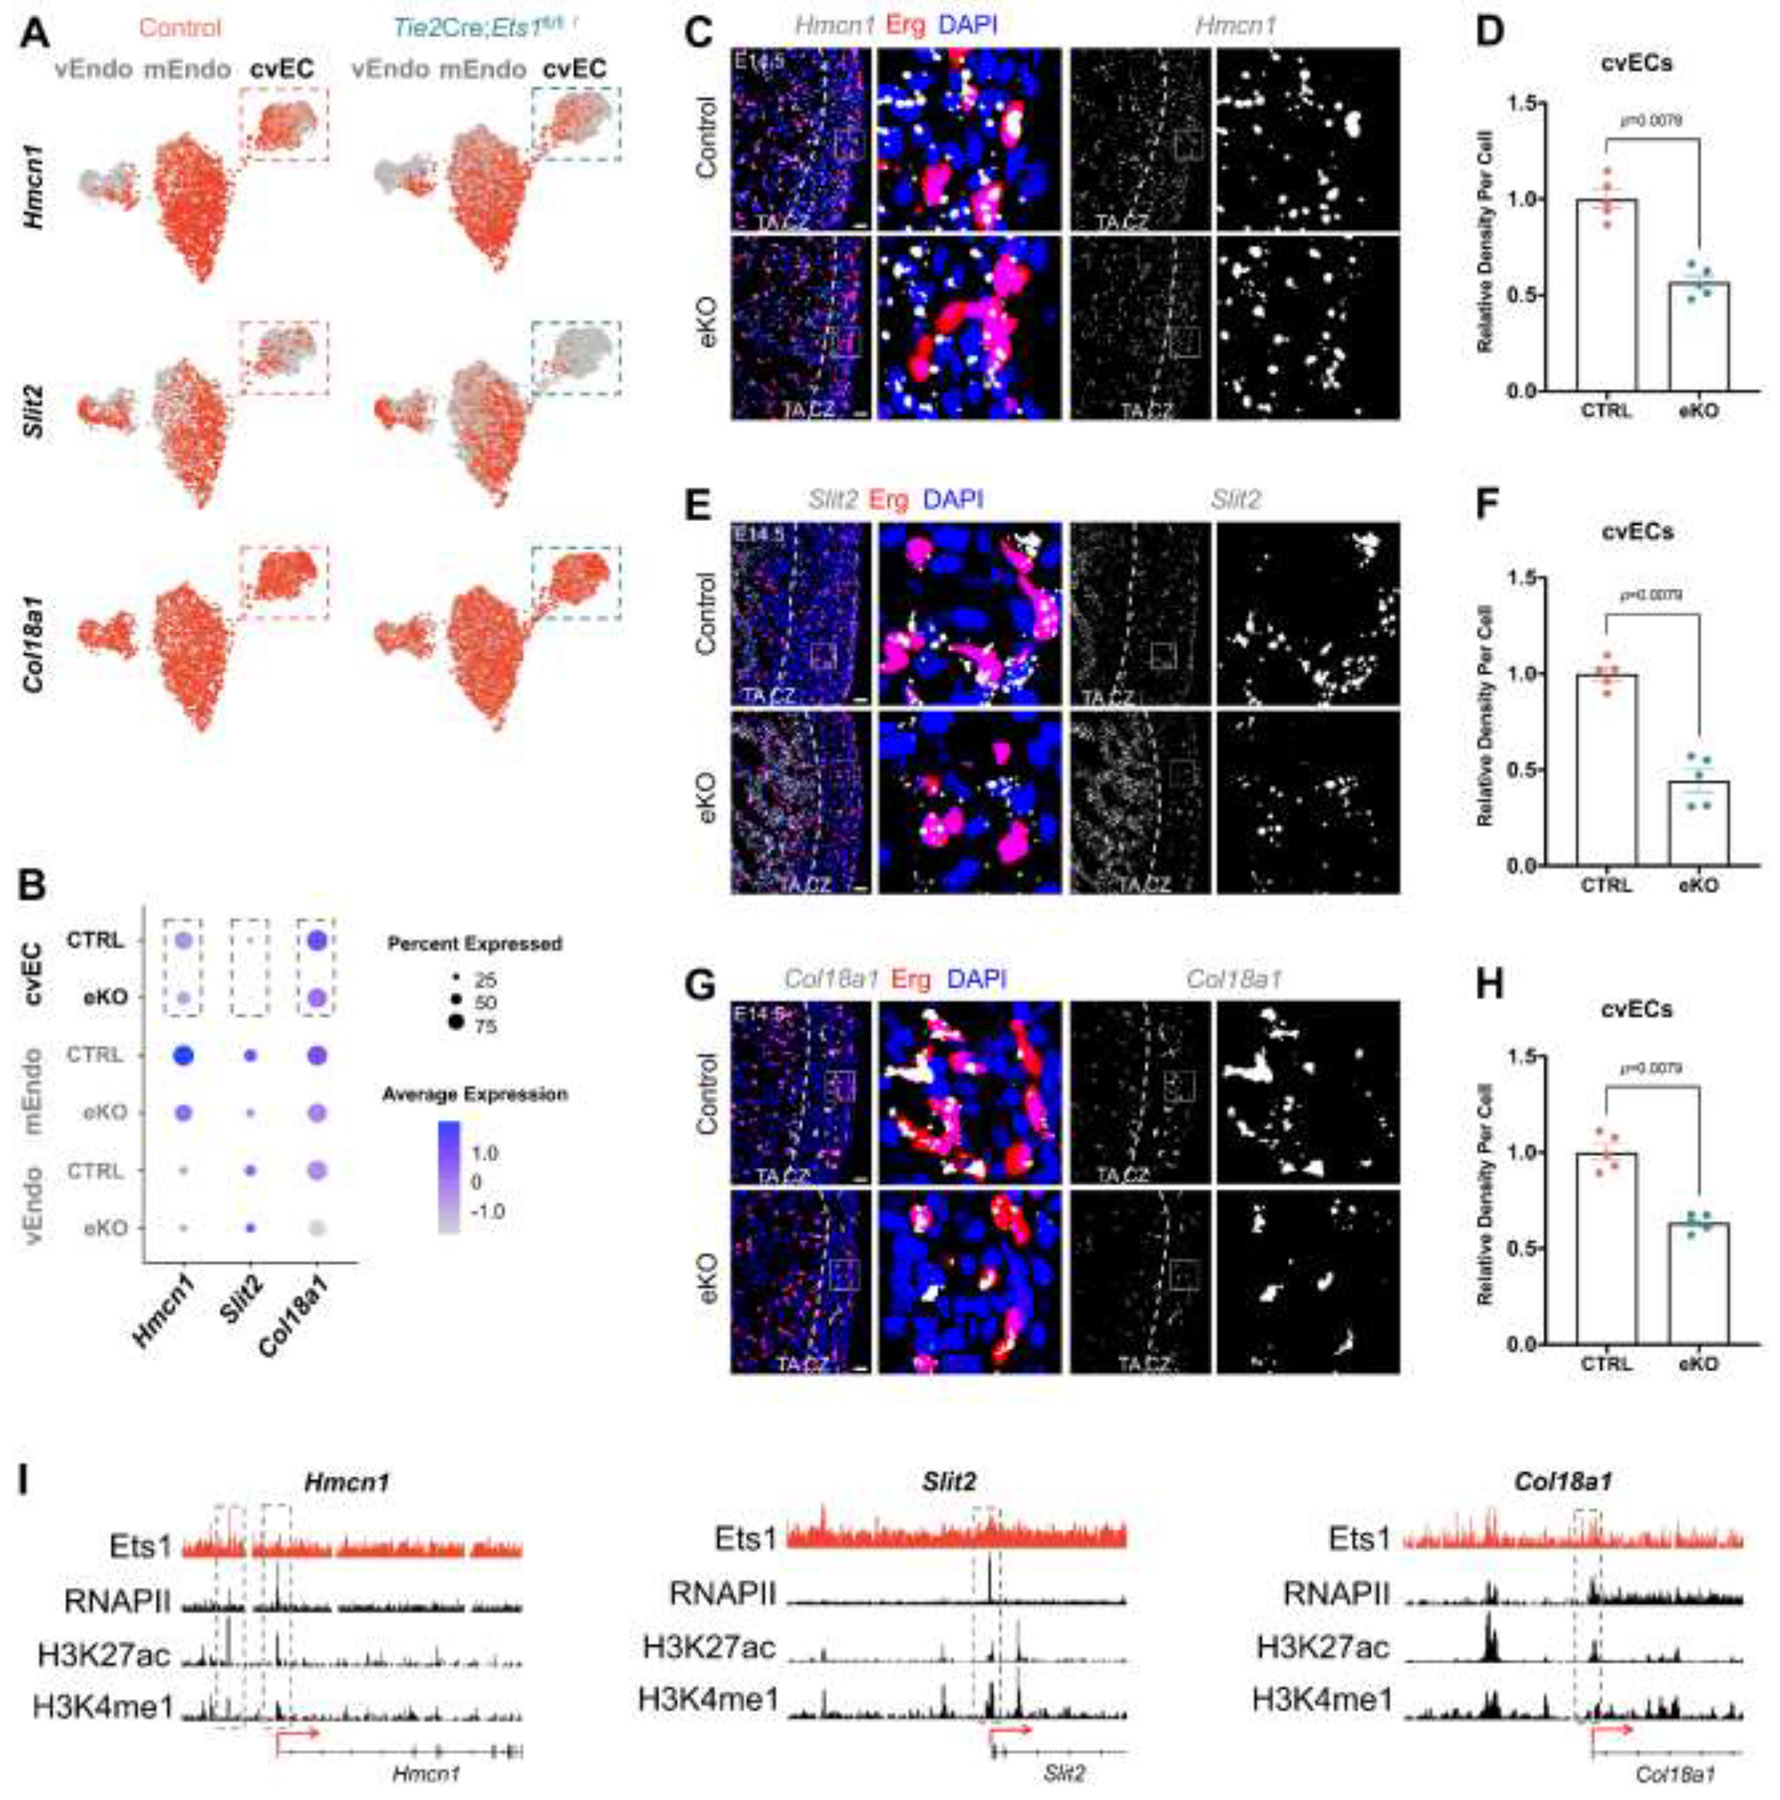
Loss of *Ets1* decreases the expression of *Hmcn1*, *Slit2* and *Col18a1*. (A and B) (A) Feature and (B) dot plots showing the expression of *Hmcn1*, *Slit2* and *Col18a1* in control and *Ets1* endothelial conditional knockout (eKO) mice. (C-H) Representative confocal images of RNAscope *in situ* hybridization (ISH) for (C) *Hmcn1*, (E) *Slit2* and (G) *Col18a1*, and quantification graphs of signal intensity for (D) *Hmcn1*, (F) *Slit2* and (H) *Col18a1* in the coronary ECs, showing the expression levels in control and *Ets1* eKO mouse hearts at E14.5 (Control, n=5; eKO, n=5, respectively). Scale bars: 20 μm. (I) Ets1 chromatin immunoprecipitation sequencing (ChIP-seq) analysis using a published dataset from human umbilical vein endothelial cells (HUVECs) showing *Hmcn1*, *Slit2* and *Col18a1* as direct targets of Ets1. cvEC, coronary vascular endothelial cell; mEndo, mural endocardial cell; vEndo, valve endocardial cells; CZ, compact zone; TA, trabecular layer. For (D), (F) and (H), data are presented as mean ± SEM and *P* values were calculated using a two-tailed Mann-Whitney test.

**Figure 6.**
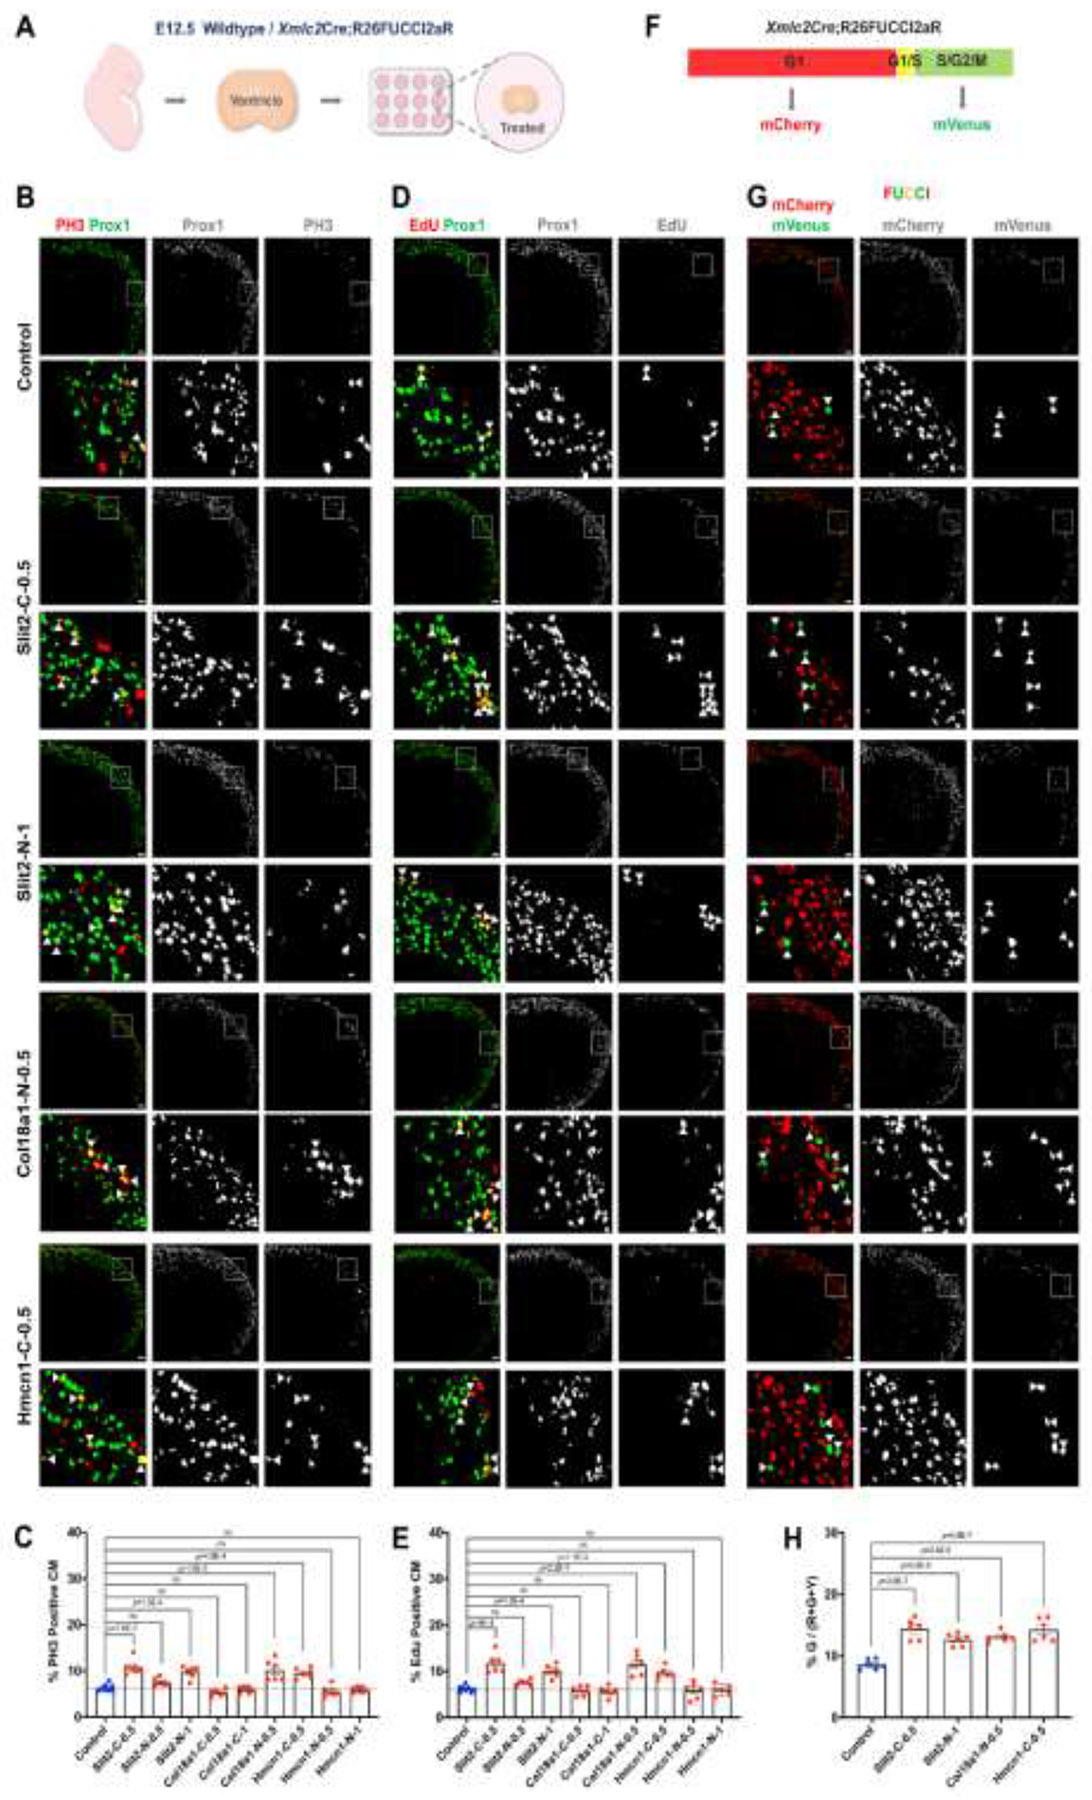
Slit2, Col18a1 and Hmcn1 promote compact zone cardiomyocyte proliferation. (A) Schematic illustrating the culture of E12.5 wildtype or *Xmlc2*Cre;R26FUCCI2aR ventricles. (B) Representative confocal images of PH3 immunofluorescence showing proliferating cardiomyocytes (white triangles) in control and recombinant protein treated-ventricles. Scale bars: 50 μm. (C) Graph of quantification of PH3 positive cardiomyocytes in control and recombinant protein treated-ventricles (Control, n=8; Treated, n=6 each). (D) Representative confocal images of EdU immunofluorescence showing proliferating cardiomyocytes (white triangles) in control and recombinant protein treated-ventricles. Scale bars: 50 μm. (E) Graph of quantification of EdU positive cardiomyocytes in control and recombinant protein treated-ventricles (Control, n=8; Treated, n=6 each). (F) Schematic illustrating that *Xmlc2*Cre;R26FUCCI2aR mice enable cardiomyocyte-specific expression of the FUCCI reporter, using the dynamic degradation of mVenus-hGem and mCherry-hCdt1 to distinguish different cell cycle stages: G1 (red), G1/S (yellow), and S/G2/M (green). (G) Representative confocal images of mCherry and mVenus immunofluorescence showing cardiomyocytes at different cell cycle stages (S/G2/M: white triangles) in control and recombinant protein treated-ventricles. Scale bars: 50 μm. (H) Graph showing the quantification of the percentage of cardiomyocytes in S/G2/M relative to the total number of cardiomyocytes in G1, G1/S, and S/G2/M in control and recombinant protein treated-ventricles (Control, n=6; Treated, n=6 each). C, C-terminal; N, N-terminal; 0.5, 0.5 μg/ml; 1, 1 μg/ml. For (C), (E) and (H), data are presented as mean ± SEM and *P* values were calculated using one-way ANOVA followed by Tukey’s multiple comparisons test.

**Figure 7.**
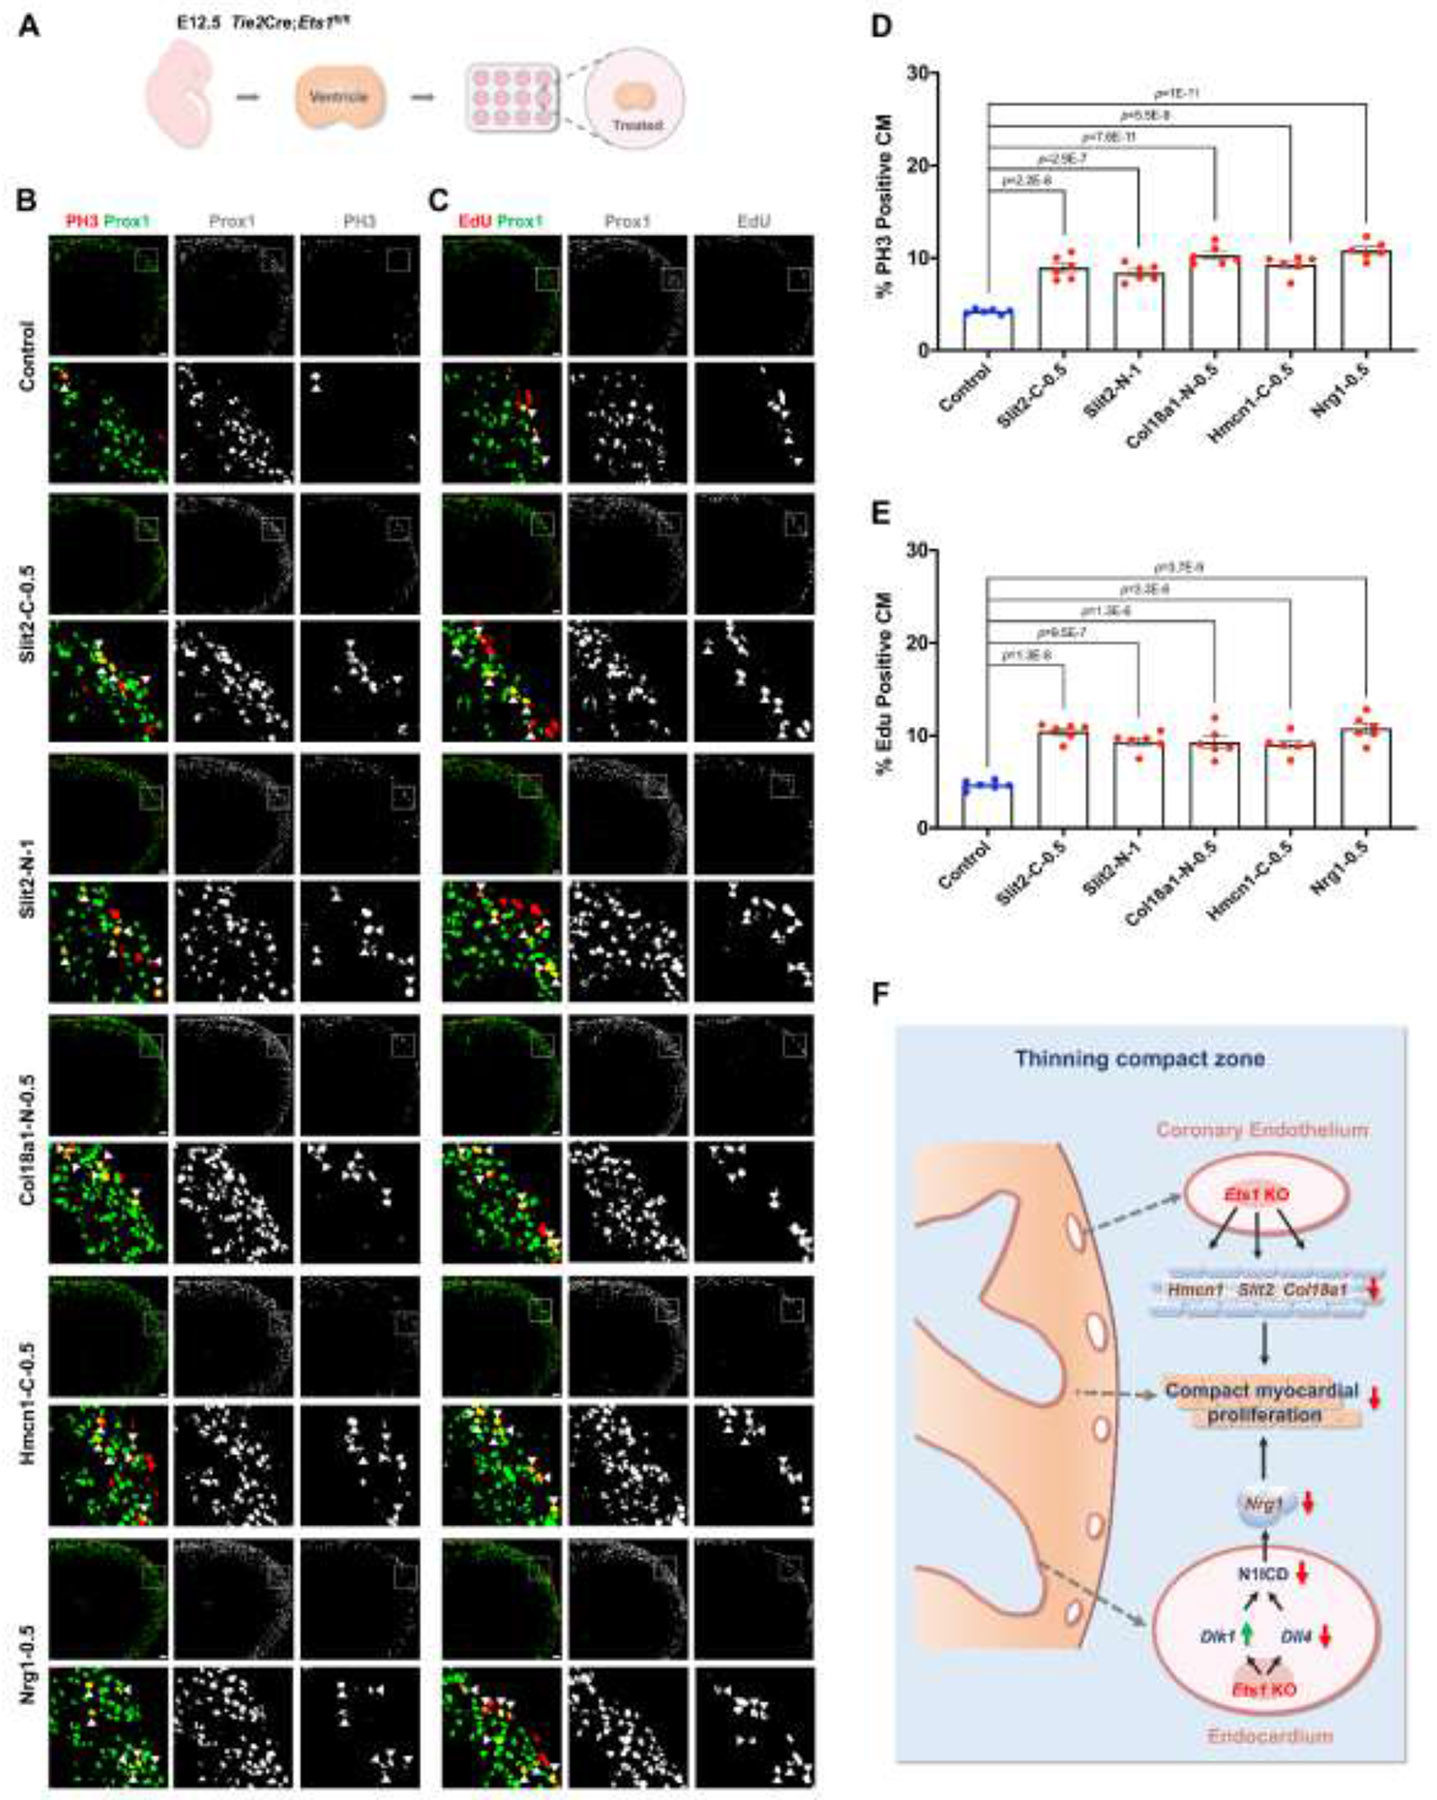
Repair effects of the identified proteins on compact zone cardiomyocyte proliferation in the ventricles of *Ets1* eKO mice. (A) Schematic illustrating the culture of E12.5 *Ets1* endothelial conditional knockout (eKO) ventricles. (B) Representative confocal images of PH3 immunofluorescence showing proliferating cardiomyocytes (white triangles) in control and recombinant protein treated-*Ets1* eKO ventricles. Scale bars: 50 μm. (C) Representative confocal images of EdU immunofluorescence showing proliferating cardiomyocytes (white triangles) in control and recombinant protein treated-ventricles. Scale bars: 50 μm. (D) Graph of quantification of PH3 positive cardiomyocytes in control and recombinant protein treated-*Ets1* eKO ventricles (Control, n=6; Treated, n=6 each). (E) Graph of quantification of EdU positive cardiomyocytes in control and recombinant protein treated-ventricles (Control, n=6; Treated, n=6 each). (F) Model depicting how *Ets1* deficiency in either endocardium or coronary endothelium leads to the thinning of the compact myocardium. Loss of *Ets1* in the endocardium inhibits the activity of the Notch1 signaling pathway by upregulating the expression of *Dlk1* and downregulating the expression of *Dll4*, thereby leading to the decreased compact zone cardiomyocyte proliferation. Loss of *Ets1* in the coronary endothelium reduces the expression of *Hmcn1*, *Slit2*, and *Col18a1*, three extracellular matrix (ECM) components, which in turn decreases the proliferation of compact zone cardiomyocytes. For (D) and (E), data are presented as mean ± SEM and *P* values were calculated using one-way ANOVA followed by Tukey’s multiple comparisons test.

## Data Availability

The data underlying this article are available in the article and in its online supplementary material. ScRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE294340 and are publicly available as of the date of publication.

# Supplementary material for: Ets1-regulated endothelial-secreted factors promote compact myocardial growth and contribute to the pathogenesis of ventricular non-compaction
**Source:** Cardiovasc Res. Author manuscript; Available in PMC 2026 Apr 17.
**Supplement:** Supplementary material

## **SUPPLEMENTARY MATERIAL**

### **ETS1-Regulated Endothelial-Secreted Factors Promote Compact Myocardial Growth and Contribute to the Pathogenesis of Ventricular Non-Compaction**

Lu Wang<sup>1,\*,#</sup>, Zeyu Chen<sup>2,\*</sup>, Aiden Tang<sup>1</sup>, Zhe Yu<sup>3</sup>, Bin Zhou<sup>4</sup>, Sylvia M. Evans<sup>3</sup>, Ju Chen<sup>2,#</sup>, Paul Grossfeld<sup>1,5,#</sup>

\*These authors contributed equally

Or

Or

## **Expanded Materials & Methods**

### **Histology**

Mouse hearts were dissected in PBS and fixed overnight at 4 °C in 4% PFA. After fixation, they were dehydrated, embedded in paraffin, and sectioned into 8- $\mu$ m slices using a Microtome. These sections were then stained with hematoxylin and eosin following standard protocols, mounted on slides, and imaged using a Hamamatsu NanoZoomer 2.0-HT Slide Scanner. Representative images from each group were selected to illustrate the average or median histological features of the group.

### **Immunofluorescence**

Mouse embryos were dissected in PBS and fixed overnight at 4 °C in 4% PFA. After fixation, they were sequentially incubated in 5%, 10%, 15%, and 20% sucrose in PBS, embedded in OCT Tissue-Tek (Thermo Fisher Scientific), and sectioned into 6- $\mu$ m slices using a Leica CM 3050S Cryostat (Leica Microsystems). Sections were blocked with 10% donkey serum in 0.1% PBST (PBS with 0.1% Triton-X 100) at room temperature for 1 hour, followed by overnight incubation at 4 °C with primary antibodies diluted in blocking solution. After three washes in 0.1% PBST at room temperature, sections were incubated with secondary antibodies and DAPI (1:1,000) at room temperature for 1 hour. Sections were then washed three more times in 0.1% PBST and mounted in DAKO fluorescence mounting medium (Agilent). To validate antibody specificity, an IgG isotype control from the same species was used in place

of the primary antibody, and immunofluorescence was performed as described above. To distinguish true target staining from background, secondary antibody-only controls were included, omitting the primary antibodies. Immunofluorescence images were acquired using a Zeiss LSM 880 Airy Scan Confocal Microscope. Primary and secondary antibodies used are listed in [Table S2](#). Representative images for each group were selected to reflect the average or median fluorescence patterns of the group.

### **RNAscope in situ hybridization**

RNAscope in situ hybridization (ISH) was performed on cryosections of mouse hearts using the RNAscope Multiplex Fluorescent Reagent Kit V2 (ACD) according to the manufacturer's instructions. For sections undergoing antibody co-staining following RNAscope ISH, subsequent steps adhered to the immunofluorescence protocol described above. Images were acquired using a Zeiss LSM 880 Airy Scan Confocal Microscope. The RNAscope probes used are listed in [Table S2](#). Representative images for each group were selected to reflect the average or median fluorescence signal within the group.

### **Embryonic Ventricle Tissue Explant Culture**

Embryonic ventricle tissue explant culture was performed as previously described.<sup>13</sup> Ventricles from E12.5 wild-type C57BL/6 mouse hearts, *Xm/c2Cre*;R26Fucci2aR mouse hearts or *Tie2Cre*;*Ets1*<sup>fl/fl</sup> (*Ets1* eKO) mouse hearts were dissected and

cultured in 1:200 Matrigel (BD Biosciences) with EGM-2MV culture medium (Lonza, CC-3202) in a 12-well plate for 24 hours, followed by treatment with recombinant proteins for an additional 24 hours.

### **Proliferation assays**

Immunofluorescence was performed as described above. Cardiomyocyte proliferation was assessed by measuring the percentage of PH3-positive cardiomyocytes or EdU-positive cardiomyocytes, or by calculating the percentage of cardiomyocytes in S/G2/M (green) relative to the total number of cardiomyocytes in G1 (red), G1/S (yellow), and S/G2/M (green). Cardiomyocyte nuclei were identified by Prox1 staining. For EdU analysis, 400 ng of EdU was added to 1 ml of culture medium 30 minutes before sample collection. EdU-positive cells were detected using Click-iT™ EdU Cell Proliferation Kit (Invitrogen, C10340) following the manufacturer's instructions. For each parameter, 3 to 6 sections were analyzed and sections from equivalent coronal planes were compared.

### **Whole Embryo Culture**

E9 mouse embryos were dissected and cultured for 24 hours in a medium consisting of 75% fetal bovine serum (FBS) and 25% DMEM, with or without recombinant DLK1 protein. Following culture, embryos were collected for RNAscope ISH and immunofluorescence staining.

### **Single Cell RNA sequencing**

Two control and two *Ets1* eKO samples were used for single cell RNA sequencing (scRNA-seq), with each sample consisting of three E14.5 mouse ventricles. Tissue samples were enzymatically dissociated using 0.25% trypsin (Gibco) at 37 °C for 20-30 minutes on a thermomixer and gently pipetted to obtain a single-cell suspension. The digestion reaction was quenched by adding DMEM containing 10% fetal bovine serum (FBS). Cells were then passed through a 40-µm cell strainer, centrifuged at 400 g, and resuspended in DMEM with 2% FBS. Cell viability was confirmed using Trypan Blue staining. Single-cell capture was performed using the Chromium Next GEM Single Cell 3' Reagent Kits v3.1 (10X Genomics) following the manufacturer's instructions. Briefly, single cells were partitioned into nanoliter-scale Gel Beads-in-Emulsion (GEMs) using the Chromium Next GEM Chip G in the Chromium Controller. Immediately after GEM generation, the Gel Bead was dissolved, primers were released, and co-partitioned cells were lysed, allowing their mRNA to be reverse transcribed into barcoded cDNA. The cDNA was then purified, amplified, enzymatically fragmented, and further amplified via PCR to generate sufficient material for library construction. Library preparation included end repair, A-tailing, adaptor ligation, and sample index PCR, resulting in constructs containing the sample index, UMI sequences, barcode sequences, and Illumina sequencing primers P5 and P7 at both ends. The libraries were sequenced on the Illumina NextSeq S4 platform to a depth of 140–270 million reads per sample.

### **scRNA-seq Analysis**

The reads were aligned to the mouse mm10 transcriptome and converted to mRNA counts using Cell Ranger (v7.1.0, 10X Genomics). Count matrices were imported into Seurat (v4.3.0) and normalized using SCTransform, correcting for sequencing depth, cell cycle effects, and mitochondrial content. Genes detected in fewer than six cells were excluded. PCA was performed for dimensionality reduction, with key components selected using the Elbow method and JackStraw test. Graph-based clustering was applied, followed by UMAP for visualization. Cluster-specific marker genes were identified using FindAllMarkers with DESeq2, requiring a log-fold change  $> 0.25$  and expression in  $>20\%$  of cells in both WT and MT groups. Clusters were annotated based on canonical markers from literature and embryonic mouse heart atlases.

Cells with 200–7000 detected genes were retained, and ambient RNA contamination was corrected using CellBender. Cells with mitochondrial gene content  $>20\%$ , ribosomal  $>35\%$ , or hemoglobin  $>2\%$  were removed to exclude debris and apoptotic cells. Scrivex assessed read quality, filtering out cells with exon ratios  $<0.18$  (damaged) or  $>0.5$  (dead). Retained cells met thresholds of total reads  $<50,000$ , exonic reads  $<18,000$ , and intronic reads  $<25,000$ . DoubletFinder (v2.0.3) identified and removed doublets (score  $>0.4$ ), ensuring high-quality single-cell data for analysis. Batch correction was performed using Harmony, and the data was scaled with Seurat's ScaleData function for clustering. Sample distribution and gene detection per cluster were checked to rule out batch effects.

**Chromatin immunoprecipitation sequencing analysis**

Human umbilical vein endothelial cell ETS1, RNAPII, H3K4me1, and H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) data were obtained from the Gene Expression Omnibus (GEO) under accession number GSE93030. ChIP-seq coverage tracks were generated from raw sequencing reads using Basepair (<https://www.basepairtech.com/>).

**Quantification of thickness of compact zone myocardium**

Quantification was performed as previously described.<sup>19</sup> Serial sections of embryonic hearts were prepared, and hematoxylin and eosin staining was performed to visualize ventricular structures. The thickness of the compact myocardium was measured in heart sections from equivalent planes using NDP.view 2 software. Measurements were taken at the region where the compact myocardium corresponded to the widest trabecular myocardium. For each parameter, 3 to 6 sections were analyzed, and comparisons were made between sections from equivalent coronal planes.

**Table S2.** List of reagents used.

| <b>Antibodies</b>                  | <b>Source</b>             | <b>Cat. No.</b> |
|------------------------------------|---------------------------|-----------------|
| Rabbit mAb anti-ETS1               | Cell Signaling Technology | 14069S          |
| Rat mAb anti-CD31                  | BD                        | 550274          |
| Rabbit mAb anti-ERG                | Abcam                     | ab92513         |
| Rabbit pAb anti-phospho-Histone H3 | Sigma-Aldrich             | 06-570          |
| Rabbit mAb anti-Cleaved NOTCH1     | Cell Signaling Technology | 4147            |
| Goat pAb anti-PROX1                | R&D Systems,              | AF2727          |
| Rabbit pAb anti-mCherry            | Abcam                     | Ab167453        |
| Chicken pAb anti-GFP               | Abcam                     | Ab13970         |
| Donkey anti-Chicken IgG, Alexa 488 | Invitrogen                | A78948          |
| Donkey anti-Goat IgG, Alexa 488    | Invitrogen                | A32814          |
| Donkey anti-Rabbit IgG, Alexa 647  | Invitrogen                | A32795          |
| Donkey anti-Rat IgG, Alexa 594     | Invitrogen                | A21209          |
| <b>Probes</b>                      | <b>Source</b>             | <b>Cat. No.</b> |
| RNAscope® Probe-Mm-Bmp10           | ACD                       | 415921          |
| RNAscope® Probe-Mm-Hey2-C2         | ACD                       | 404651-C2       |
| RNAscope® Probe - Mm-Dlk1-C2       | ACD                       | 405971-C2       |
| RNAscope® Probe - Mm-Dll4-C2       | ACD                       | 319971-C2       |
| RNAscope® Probe - Mm-Hmcn1         | ACD                       | 834921          |
| RNAscope® Probe - Mm-Col18a1-C3    | ACD                       | 483801-C3       |
| RNAscope® Probe - Mm-Slit2-C2      | ACD                       | 449691-C2       |

**Table S3.** List of primers used.

| <b>Primers</b>         | <b>Sequence (5' -&gt; 3')</b> | <b>Application</b> |
|------------------------|-------------------------------|--------------------|
| <i>Ets1</i> -FL-F      | CTCTCATTTGCCATCTTTAGC         | Genotyping         |
| <i>Ets1</i> -FL-R      | GTTTGTTTGTTTGTTTGTTTGTTTC     | Genotyping         |
| Cre-F                  | CCGGGCTGCCACGACCAA            | Genotyping         |
| Cre-R                  | GGCGCGGCAACACCATTTTT          | Genotyping         |
| <i>Pdgfb</i> CreERT2-F | CCAGCCGCCGTCGCAACT            | Genotyping         |
| <i>Pdgfb</i> CreERT2-R | GCCGCCGGGATCACTCTCG           | Genotyping         |
| FUCCI-Rosa26-F         | CTCTGCTGCCTCCTGGCTTCT         | Genotyping         |
| FUCCI-Rosa26-R         | CGAGGCGGATCACAAGCAATA         | Genotyping         |
| FUCCI-mT/mG-R          | TCAATGGGCGGGGGTCGTT           | Genotyping         |

Supplemental Figures:

Figure S1

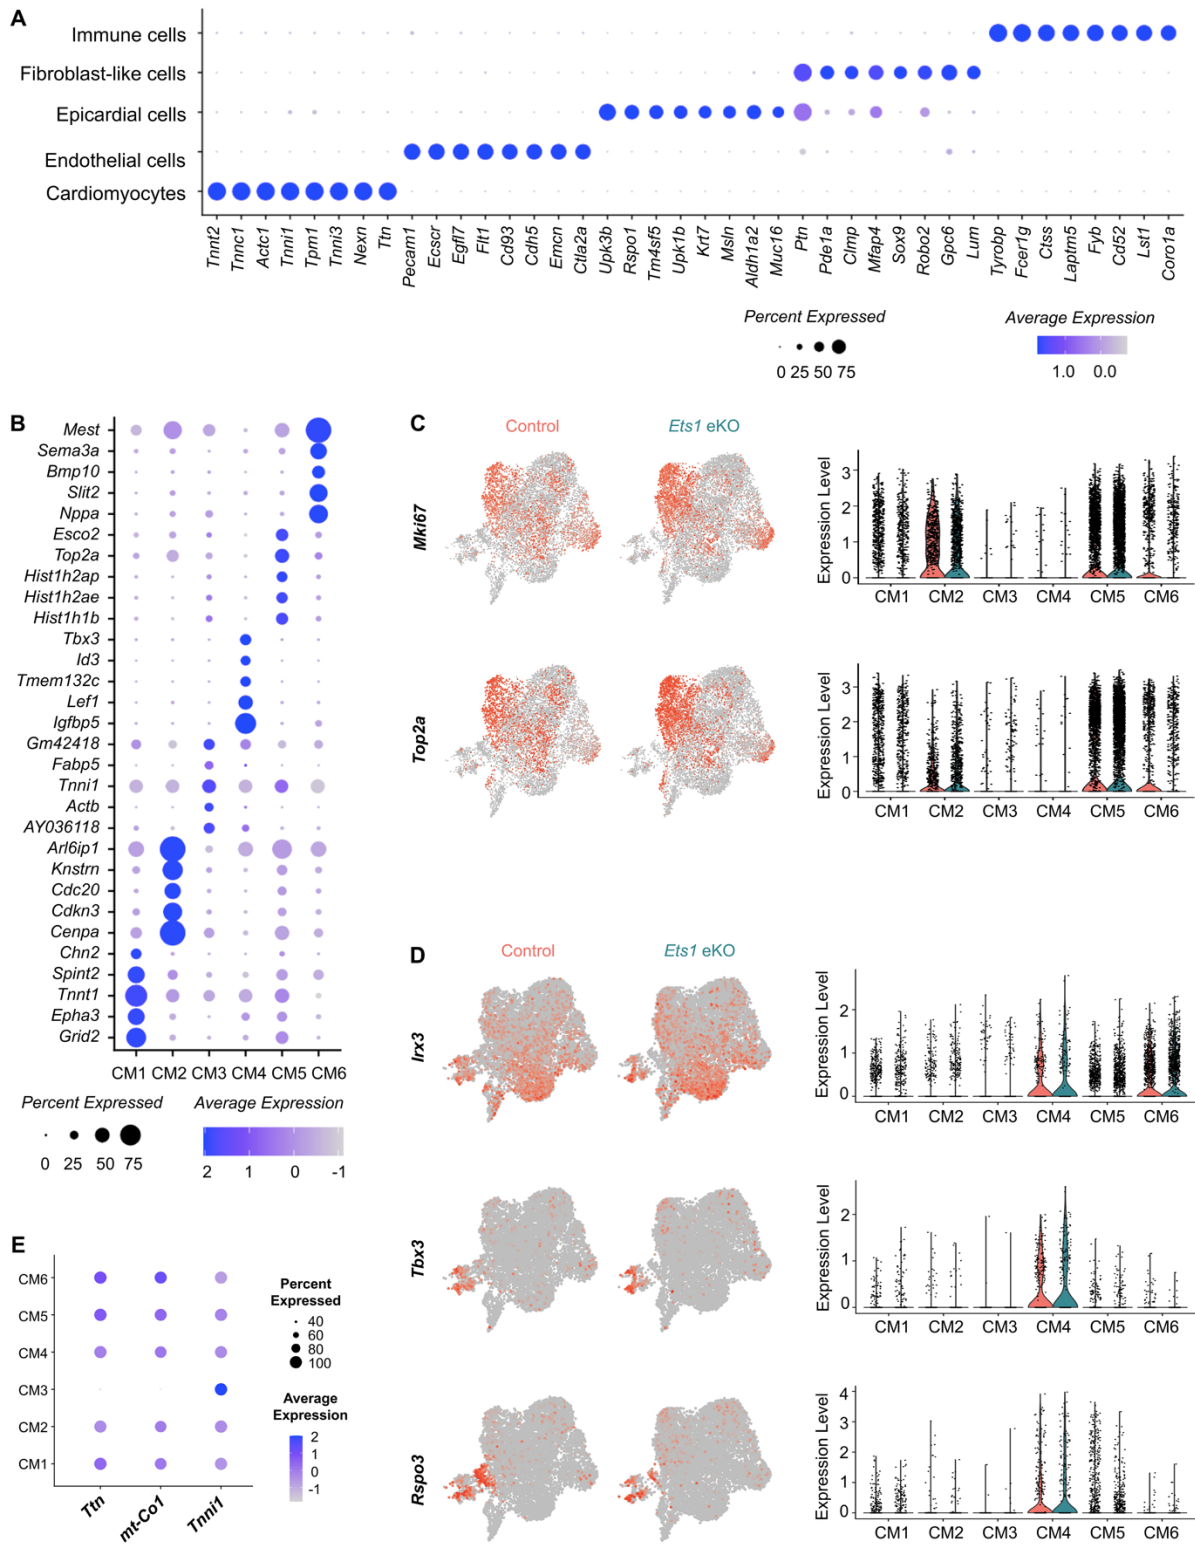

**Figure S1. *Ets1* endothelial deletion changes the cardiomyocyte transcriptome.**

(A) Expression of the top eight genes defining each cluster. (B) Expression of the top five genes defining each cardiomyocyte subcluster. (C) Feature and violin plots displaying the expression of genes specific to proliferating cells. (D) Feature and violin plots displaying the expression of genes defining atrioventricular canal cardiomyocyte subcluster. (E) Dot plot showing the expression of *Ttn*, *mt-Co1* and *Tnni1*. CM, cardiomyocyte.

**Figure S2**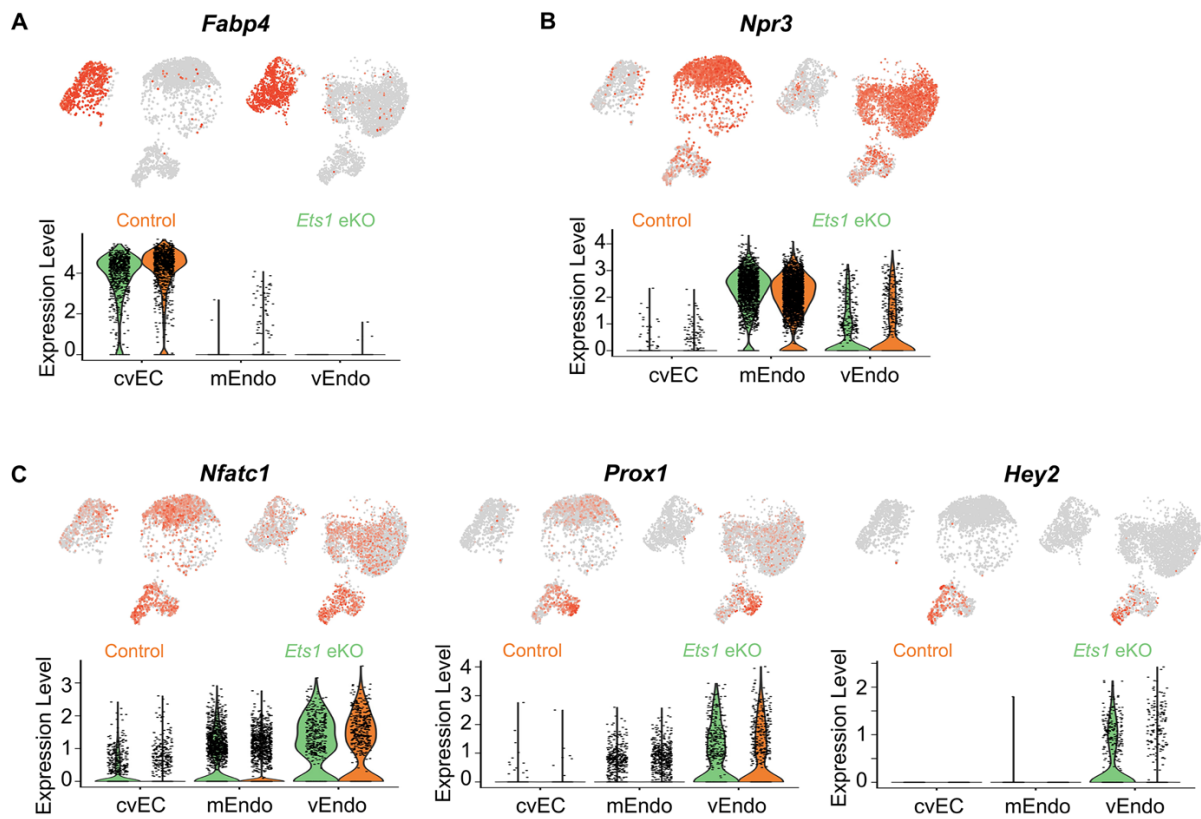

**Figure S2. Expression of marker genes used to identify three cardiac endothelial subpopulations.** (A-C) Feature and violin plots displaying the expression of (A) coronary vascular endothelial cell (cvEC), (B) mural endocardial cell (mEndo) and (C) valve endocardial cell (vEndo) specific genes.

Figure S3

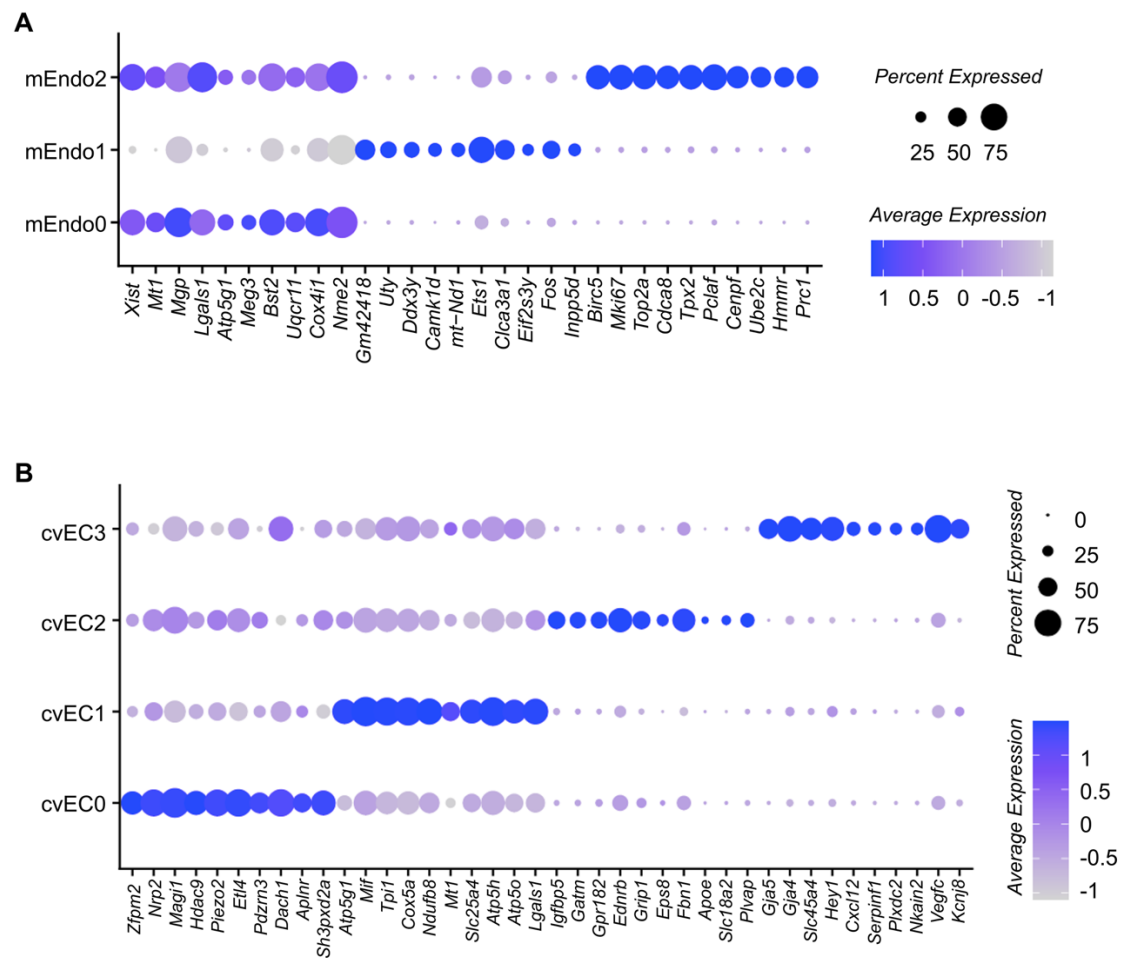

**Figure S3. Expression of the top genes defining each endocardial and coronary vascular endothelial subcluster.** (A) Expression of the top ten genes defining each **mural endocardial cell (mEndo)** subcluster. (B) Expression of the top ten genes defining each **coronary vascular endothelial cell (cvEC)** subcluster.

**Figure S4**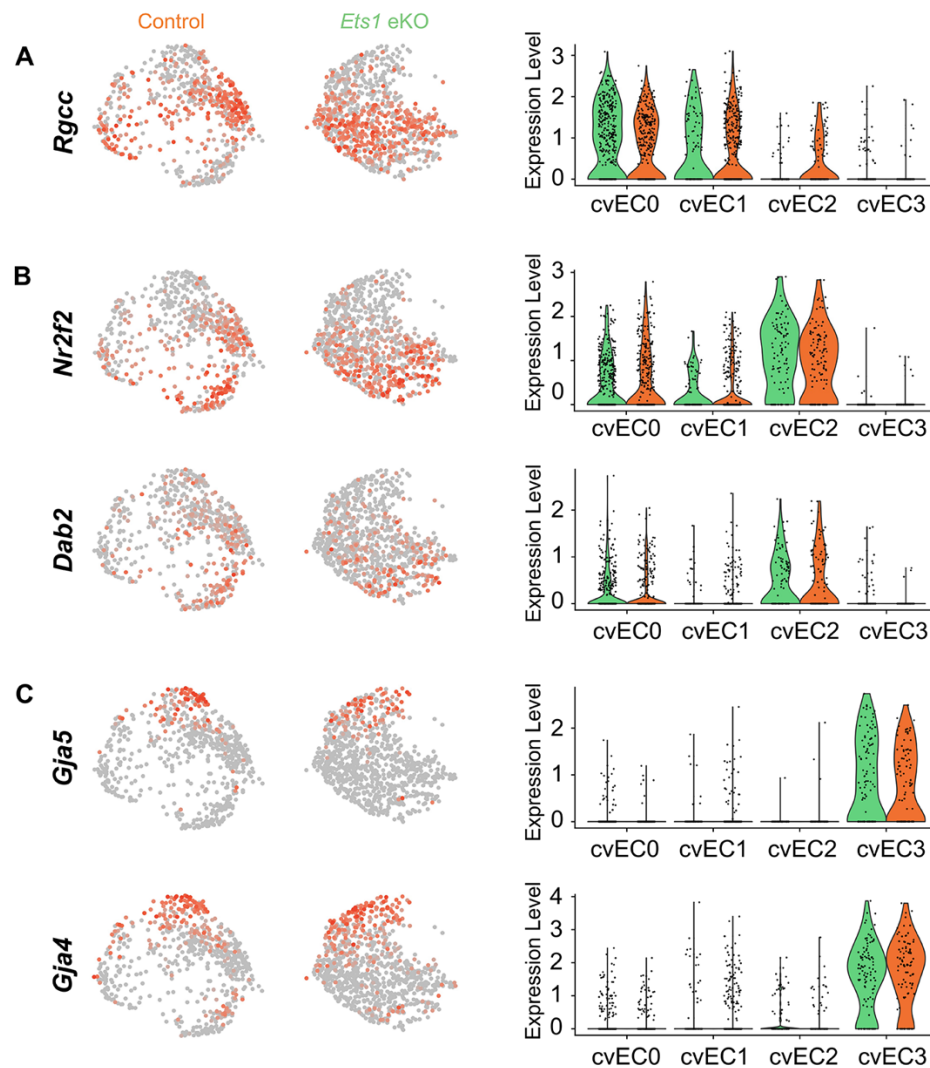

**Figure S4. Expression of marker genes used to identify each coronary vascular endothelial subcluster.** (A-C) Feature and violin plots displaying the expression of (A) capillary endothelial cell (EC), (B) venous EC and (C) arterial EC specific genes. **cvEC, coronary vascular endothelial cell.**

Figure S5

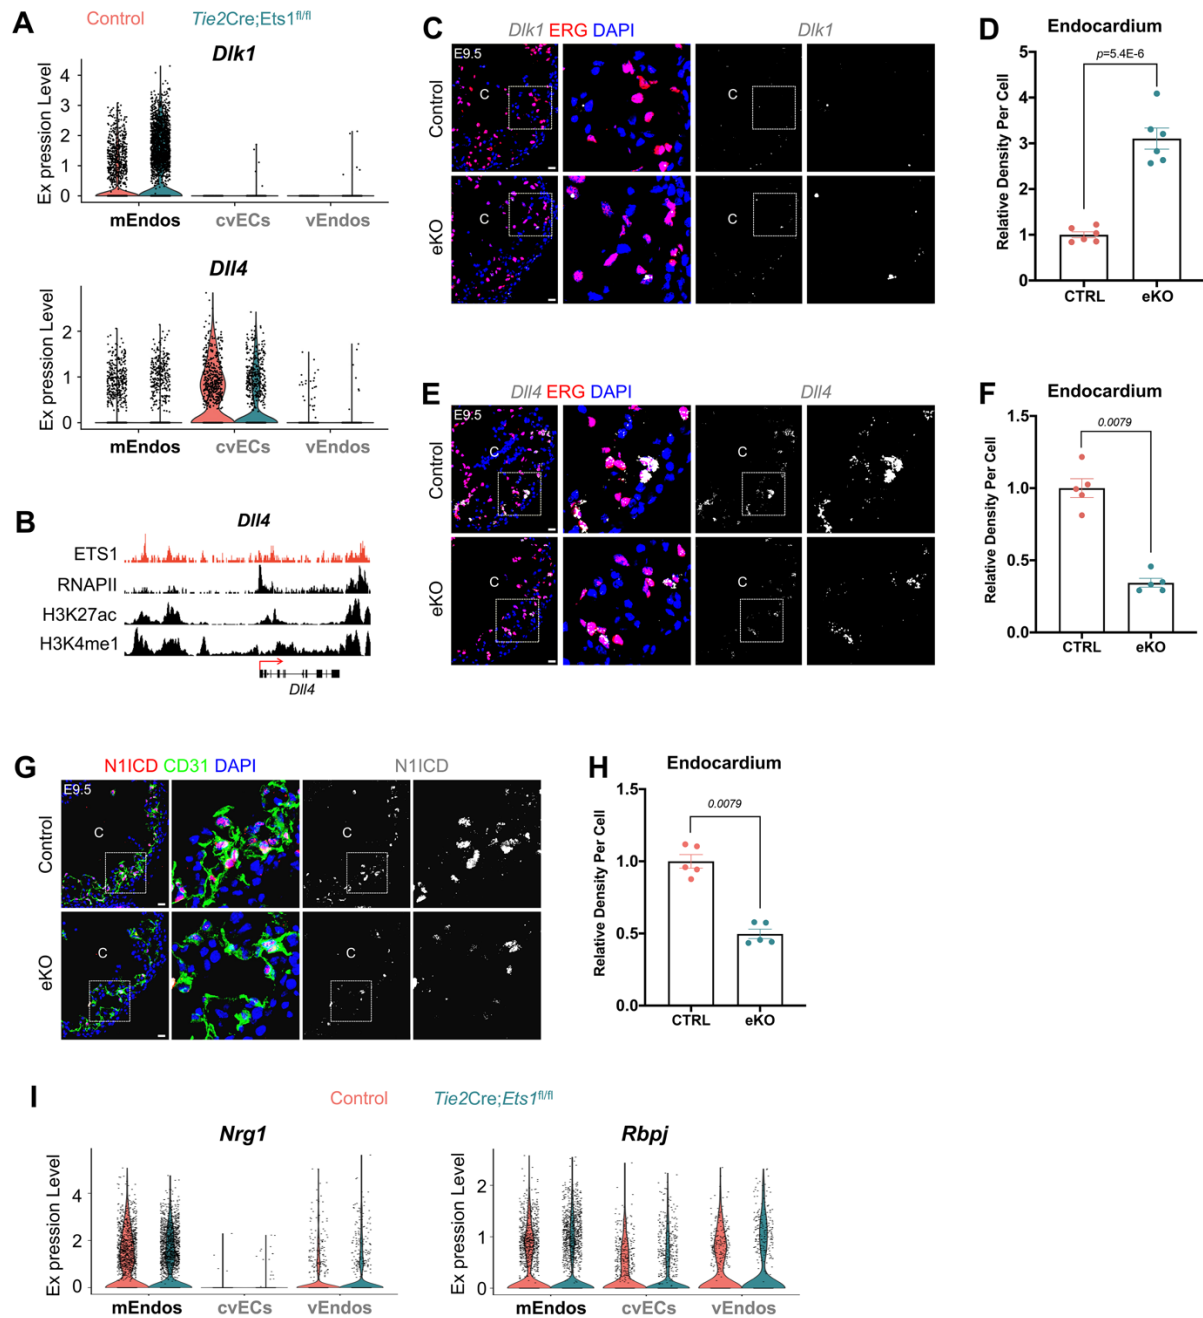

**Figure S5. Loss of *Ets1* in the endocardium suppresses the NOTCH1 signaling pathway.** (A) Violin plots showing the expression of *Dlk1* and *Dll4*. (B) ETS1 chromatin immunoprecipitation sequencing (ChIP-seq) analysis using a published dataset from

human umbilical vein endothelial cells (HUVECs) showing *Dll4* as a direct target gene of ETS1. (C-F) Representative confocal images of RNAscope *in situ* hybridization (ISH) for (C) *Dlk1* and (E) *Dll4*, and quantification graphs of signal intensity for (D) *Dlk1* and (F) *Dll4* in the endocardium, showing the expression levels in control and *Ets1* endothelial conditional knockout (eKO) mouse hearts at E9.5 (Control, n=6; eKO, n=6 for *Dlk1*; Control, n=5; eKO, n=5 for *Dll4*). Scale bars: 20  $\mu$ m. (G and H) (G) Representative confocal images of NOTCH1 intracellular domain (N1ICD) immunofluorescence and (H) quantification graph of signal intensity for N1ICD in the endocardium, showing the expression levels in control and *Ets1* eKO mouse hearts at E9.5 (Control, n=5; eKO, n=5). Scale bars: 20  $\mu$ m. (I) Violin plots showing the expression of *Nrg1* and *Rbpj*. cvEC, coronary vascular endothelial cell; mEndo, mural endocardial cell; vEndo, valve endocardial cells; C, chamber.

Figure S6

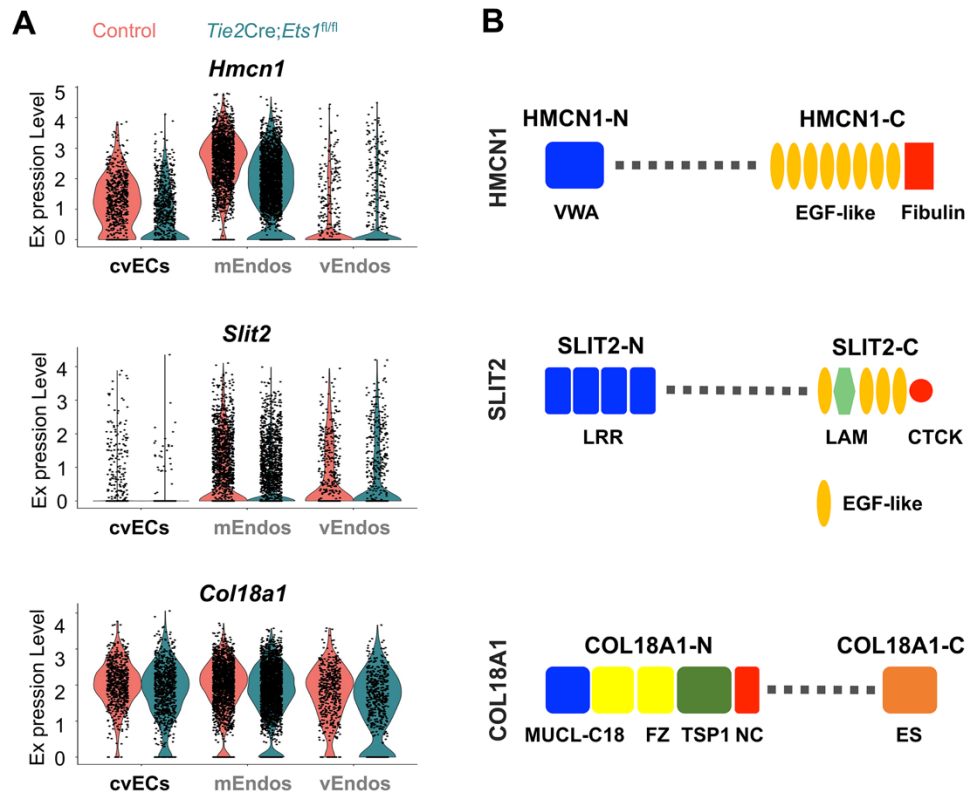

**Figure S6. Loss of *Ets1* decreases the expression of *Hmcn1*, *Slit2* and *Col18a1*.**

(A) Violin plots showing the expression of *Hmcn1*, *Slit2* and *Col18a1* in control and *Ets1* endothelial conditional knockout (eKO) mice. cvEC, coronary vascular endothelial cell; mEndo, mural endocardial cell; vEndo, valve endocardial cells. (B)

Domain organization of the recombinant C-terminal and N-terminal proteins used.

VWA, von Willebrand A; LRR, leucine-rich repeat; LAM, Laminin G-like; MUCL-C18, mucin-like domain in ColXVIII; FZ, frizzled domain; TSP1, thrombospondin 1; ES, endostatin.

Figure S7

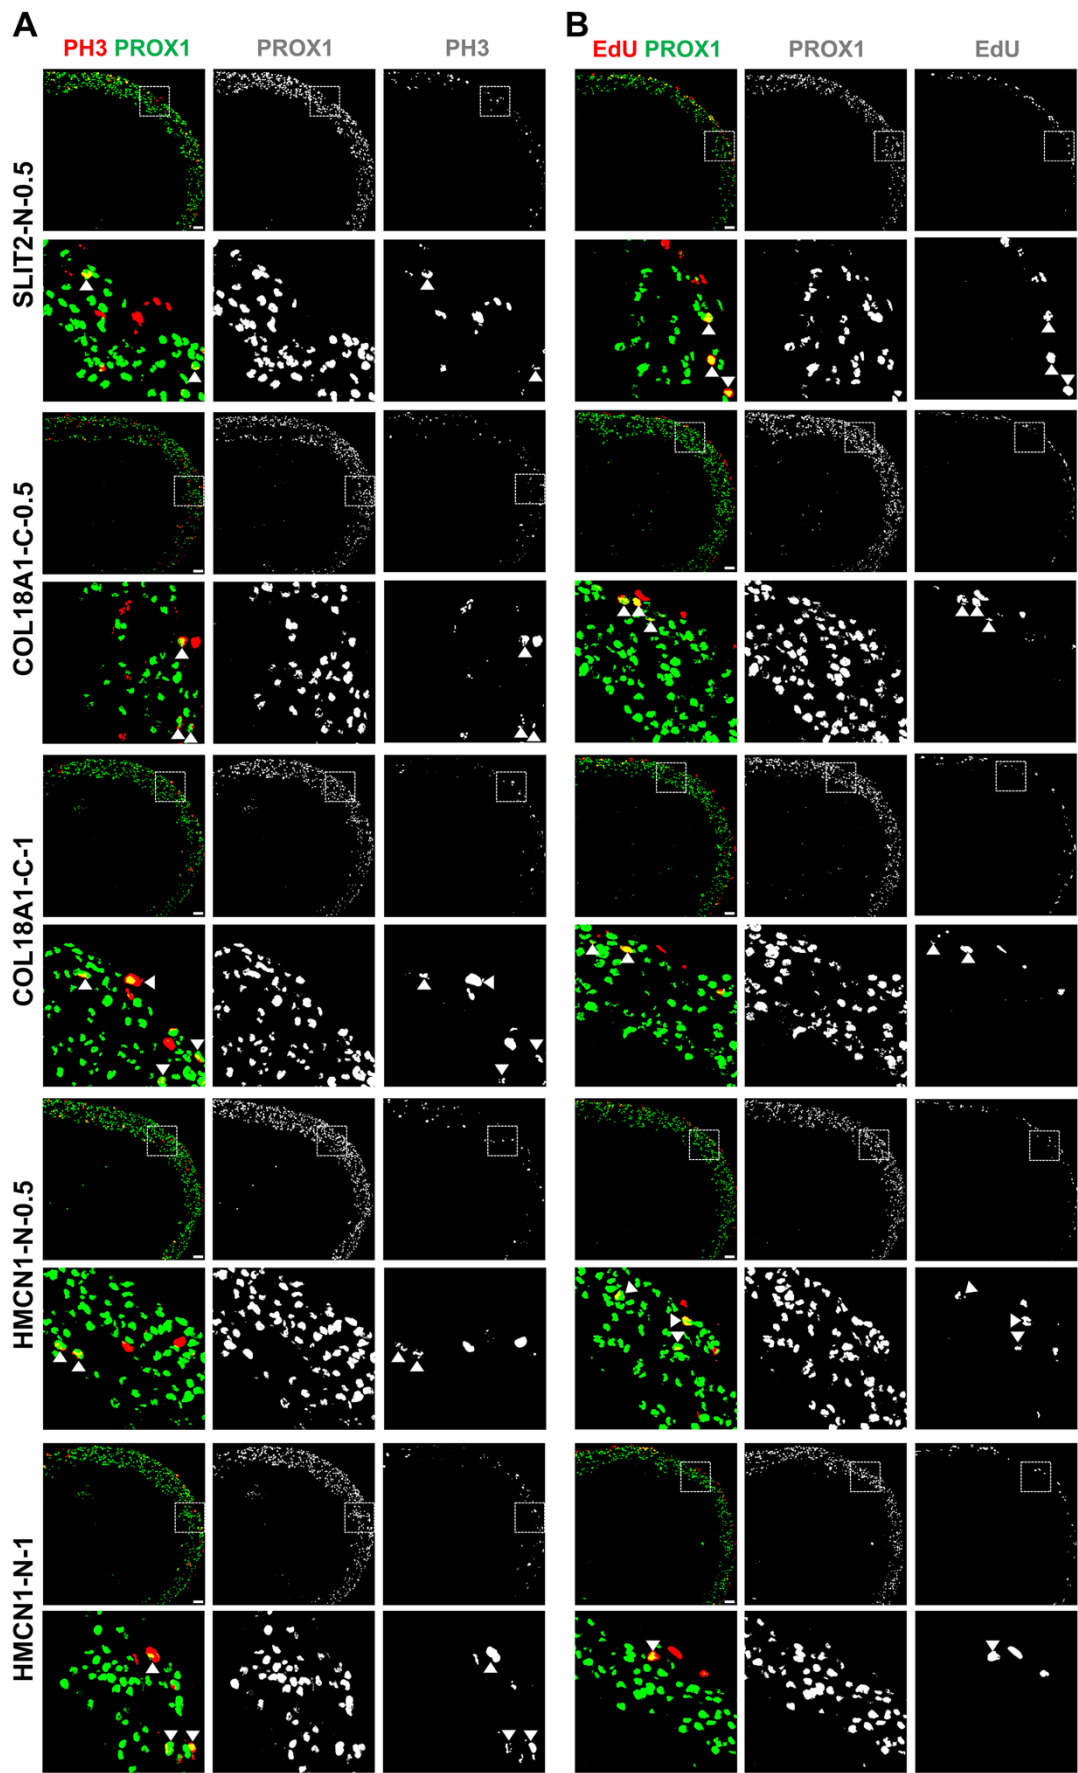

**Figure S7. SLIT2, COL18A1 and HMCN1 promote cardiomyocyte proliferation.**

(A) Representative confocal images of PH3 immunofluorescence showing proliferating cardiomyocytes (white triangles) in control and recombinant protein treated-ventricles.

Scale bars: 50  $\mu$ m. (B) Representative confocal images of EdU immunofluorescence showing proliferating cardiomyocytes (white triangles) in control and recombinant protein treated-ventricles. Scale bars: 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

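RNA was counted in single cells of 4 libraries, control replicates 1 and 2 and *Ets1* eKO replicates 1 and 2, each from 3 pooled E14.5 ventricles. The authors made the deposited count matrices with Cell Ranger on mm10, as UMI counts per gene and barcode, with cells already called and as whole counts, so without normalization in the values. The sex of the embryos was not recorded, and the labels put all 4 libraries in 1 batch. Of the 32285 gene IDs in the matrices, 32158 are in the annotation used for positions (GENCODE vM21, GRCm38).

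Cells with 200 to 7000 genes, at most 20% mitochondrial, 35% ribosomal and 2% hemoglobin counts were kept. This left 11322 and 7212 cells of the controls and 9196 and 13833 of *Ets1* eKO. The paper's filter on exon reads needs reads and was not repeated, and neither was its background removal. Doublets were scored against 2 simulated doublets per cell with 90 neighbours, and the highest scores were removed at a rate of 0.8% per 1000 cells: 1026 and 416 cells of the controls and 677 and 1531 of *Ets1* eKO. The cells kept numbered 10296, 6796, 8519 and 12302, with medians of 8774.5, 8647, 8312 and 5339.5 UMIs, so that *Ets1* eKO replicate 2 was the shallowest library. Clustering used 2000 variable genes, 30 components (20 for sub-clusters), a Harmony-type correction across libraries (theta 2), 20 neighbours and Leiden clustering in igraph 0.11.9. Resolutions were 1 for all cells, 0.6 for endothelial, 0.5 for cardiomyocyte, 0.6 for cvEC-like and 0.5 for mEndo-like cells. Clusters were named by marker lists taken in part from the paper's figures, with at least 3 markers detected in 10% of cells, and were left unnamed with few UMIs and no marker among their 10 leading genes, or with more leading markers of another list used at the same step (for cardiomyocyte sub-clusters the cardiomyocyte lists alone). Cardiomyocyte sub-clusters without a leading marker and endothelial ones with 3 leading cardiomyocyte genes were also left unnamed, by rules written after a first clustering at these resolutions had been seen. The erythroid list was nearest for 2 clusters, of 1220 and 89 cells, and the capillary list named no sub-cluster. A cluster of 218 cells led by *Eln* and *Fbln5* was left out by a rule on smooth muscle genes that was chosen after the clusters were seen.

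Counts were summed per library and class and tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. Differences between classes were tested on the sums of 2 classes with library, class and class by condition as terms. Gene sets were tested with camera (preset correlation 0.01) and fry in limma 3.58.1, and against 10000 lists matched in 10 bins of expression and gene length. Shares of cells were taken after thinning to 2000 UMIs, with exact 95% intervals, and compared by exact permutation of the libraries. Female and male cells were also compared within control replicate 2 and *Ets1* eKO replicate 1, over the genes changed in each endothelial class. Genes with 0 counts in both controls were compared with a floor of 3 counts over these libraries. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, with seed 0.

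The genes named follow a rule: every gene the paper names for the single-cell data, heatmap members beside their panel, 5 sex-linked genes, 8 genes that head Table S1 or are often raised by technical causes, and the 5 largest changes in each direction in mEndo-like and cvEC-like cells among genes past the threshold whose groups do not overlap. The values in the paper's figures and Table S1 had been seen for the genes it names. Alternatives were DESeq2 1.42.0, total count scaling, no filter on low counts, replicate number as a block, each library left out in turn, cells split by sex-linked counts with sex as a term (parts of a library with at least 20 cells as units, so that parts of 1 library count as separate samples), no doublets removed, a stricter cell filter (at least 1000 genes, at most 10% mitochondrial), no integration, double resolution, and 1000 or all UMIs for shares.

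The tests were tried on counts simulated at the depth and dispersion of each class, with 200 changed genes. These were drawn from genes above a set level of expression, so the numbers recovered do not hold for genes of low level. At a true log2 change of 1, 193 were called in mEndo-like, 176 in cvEC-like and 143 in vEndo-like cells, and at 0.5 these were 20, 16 and 3, so changes of that size are mostly missed. False calls at 1 numbered 11, 8 and 7. Noise was drawn for each gene apart, so these false calls leave out shifts shared by many genes of a library.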

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

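The tests of a shared shift of the libraries and of sex, the tests of an effect in cis, of a linked variant and of a strain variant, and the scaling and leave-one-out of the class differences were chosen only after the result was seen. The tests and thresholds of each comparison, the marker lists, the rule for genes to name and the other alternatives were chosen before the data were examined. *Rian* and *Spp1*, and the fibroblast-like genes named below, were chosen after their values were seen.

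The change in *Ets1* eKO differed between mEndo-like and cardiomyocyte-like cells in 229 genes and between cvEC-like and cardiomyocyte-like cells in 177, by a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the counts were 94 to 644 and 94 to 344, and with total count scaling 159 and 135. For mEndo-like cells the count was 377 without control replicate 1, 644 without control replicate 2, 120 without *Ets1* eKO replicate 1 and 94 without *Ets1* eKO replicate 2. For cvEC-like cells it was 296 without control replicate 1, 94 without control replicate 2 and 344 without *Ets1* eKO replicate 1. In mEndo-like cells the difference in log2 fold change was -1.95 for *Ets1*, 1.34 for *Dlk1*, 2.52 for *Meg3*, -0.73 for *Hmcn1*, -1.94 for *Robo4*, 1.07 for *Tnni1*, 1.38 for *Lgals1* and 4.82 for *Mt1*. In cvEC-like cells it was -1.80 for *Ets1*, 2.96 for *Dlk1*, 2.16 for *Meg3*, -0.50 for *Hmcn1*, -0.76 for *Gja5*, 1.19 for *Tnni1*, 0.93 for *Tnnt1*, 1.42 for *Lgals1* and 4.61 for *Mt1*. A shift shared by the whole library cancels in such a difference.

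*Tnni1* and *Tnnt1* are cardiomyocyte transcripts, so free cardiomyocyte RNA was tested as a candidate explanation for the rise of both in cvEC-like and of *Tnni1* in mEndo-like cells. In cvEC-like cells, the highest rise of 6 other abundant cardiomyocyte transcripts was 1.09% of their cardiomyocyte level in either *Ets1* eKO library, against at least 1.20% in *Ets1* eKO replicate 1 and 3.06% in *Ets1* eKO replicate 2 for *Tnni1* and *Tnnt1*. In mEndo-like cells the highest rise was 1.43%, against 2.94% and 4.99% for *Tnni1*, while *Tnnt1* rose by 0.51% and 0.78%, within the range of the others. *Nppa*, not among the 6, rose in *Ets1* eKO replicate 2 by 2.03% in cvEC-like and 3.69% in mEndo-like cells, and in *Ets1* eKO replicate 1 by 0.022% and -0.22%. Free RNA as the whole cause is argued against by these values, and a part of the rise stays open, as does the cause of the changes in *Mt1* and *Lgals1*, for which no explanation was tested.

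*Gm3331* and *Gm27162*, which lie 3' of *Ets1* on chromosome 9 and which the paper does not discuss, were near 0 in controls and present in *Ets1* eKO. The mean of *Gm3331* in *Ets1* eKO was 54.6 CPM in mEndo-like, 51.8 CPM in cvEC-like and 57.0 CPM in vEndo-like cells, and that of *Gm27162* in mEndo-like cells 7.91 CPM. If the floxed or deleted allele acted in cis, the controls, which carry 1 such allele by their label, would be expected near 50% of the *Ets1* eKO level. The highest control level of *Gm3331* in the 3 endothelial classes was 4.17% of that in *Ets1* eKO, which argues against such an effect of each allele alone on *Gm3331*. A variant linked to the floxed allele that acts in cis would predict the same 50%, and is argued against for *Gm3331* by the same 4.17%. For *Gm27162* this comparison was not made. Its UMIs in controls and *Ets1* eKO were 0 and 132 in mEndo-like, 5 and 33 in cvEC-like and 1 and 19 in vEndo-like cells. A response to the loss of *Ets1* stays open and was not tested. In fibroblast-like cells *Gm3331* was also higher in *Ets1* eKO. It stood at 15.1 CPM or more in clusters led by cushion mesenchyme genes and at 1.92 CPM or less in clusters led by *Tcf21*, as cells of the Tie2-Cre lineage would show. *Ets1* however fell alike in both kinds, by -0.87 and -0.73 in the cushion clusters and -0.72 and -0.54 in the *Tcf21* clusters. The remaining cluster, led by neither, held 21.6 CPM of *Gm3331* in *Ets1* eKO. *Ets1* fell there by -1.13, as the lineage would show, but these values rest on 8 UMIs of *Gm3331* and 24 of *Ets1* in *Ets1* eKO. Cells of this lineage and another source of the rise cannot be told apart. The smallest fall of the cushion clusters and the largest of the *Tcf21* clusters differ by less than the spread between libraries (SD up to 0.20). Free RNA of endothelial cells is argued against, since *Pecam1*, *Cdh5*, *Emcn* and *Egfl7* stood at 3.63% or less of their endothelial level there and *Gm3331* at 16.7%.

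*Meg3* and *Rian*, neighbours of *Dlk1* that the paper does not discuss, stood at means of 241 and 39.0 CPM in mEndo-like cells of *Ets1* eKO, above both controls. Epicardial cells or their free RNA among mEndo-like cells are argued against: the highest rise of an epicardial marker was 0.0991% of its epicardial level, against 6.55% for *Meg3* and 16.6% for *Dlk1*. The rise covers the locus in mEndo-like cells: *Dlk1* (1.63), *Meg3* (2.14), *Rian* (2.12), *B830012L14Rik* (2.07) and *Mirg* (1.66) were past the threshold, and the flanking genes *Wdr25* (-0.51) and *Begain* (0.54) were not. A strain variant that acts in every cell class is argued against, since the highest log2 fold change of *Dlk1*, *Meg3*, *Rian* and *Mirg* in cardiomyocyte-like, fibroblast-like and epicardial-like cells was 0.28. A variant that acts in endothelial cells alone and a response to the loss of *Ets1* stay open, and neither was tested. In vEndo-like cells *Meg3* changed by 0.21 (standard error 0.17), *Rian* by -0.066 (standard error 0.18) and *Mirg* by 0.28 (standard error 0.39). *Dlk1* was higher there (2.37, standard error 0.75), and in cvEC-like cells *Dlk1* (3.24), *Meg3* (1.84) and *Rian* (1.20) were higher. For *Meg3* and *Rian*, either explanation would have to differ between endothelial classes.

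Genes were also changed in classes that the paper does not compare: 11 in fibroblast-like, 7 in epicardial-like and 1 in immune-like cells, the last being *Spp1*. Of the fibroblast-like genes, 9 were lower in *Ets1* eKO, among them *Penk*, *Fbln5* and *Isl1*. More outflow or great vessel tissue in the control pools was tested as a candidate explanation. Of these 9 genes, 6 stood higher in the cluster led by *Eln* and *Fbln5*, whose cells came from the libraries as 36, 180, 0 and 2 (exact binomial p = 0.108). Outflow tissue and an effect of the genotype cannot be told apart here, since 9 genes are too few. For the epicardial-like and immune-like genes no explanation was tested.

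Oxidative phosphorylation genes were higher in *Ets1* eKO in classes that the paper does not test for them, with a median log2 fold change of 0.27 in cardiomyocyte-like, 0.21 in fibroblast-like, 0.24 in epicardial-like and 0.13 in immune-like cells. In the cardiomyocyte cluster with the lowest *Ttn* the median was -0.063, lower by camera and not by fry. This rests on the libraries and cells used. The median was 0.028 without control replicate 2 and -0.068 without *Ets1* eKO replicate 2. With no doublets removed (-0.042) and with the stricter cell filter (-0.082) the set was past 0.05 by neither test. A shift of the libraries shared by the cell classes is a candidate explanation for the rise in endothelial cells. In cvEC-like cells the set rose by less than in cardiomyocyte-like cells, with a difference of -0.058, as a shared shift would allow, and by 0.0088 more than in fibroblast-like cells. In mEndo-like cells the difference was 0.073, and 0.13 against fibroblast-like cells, both past 0.05 by limma's camera and not by its fry, and a shared shift and a rise of their own cannot be told apart, since the 2 set tests disagree. Sex as the cause is argued against in mEndo-like cells, where the median was 0.26 with sex as a term and female and male cells of 1 library differed by a median of at most 0.061. Matched lists of the same expression and gene length had medians of 0.225 in mEndo-like and 0.173 in cvEC-like cells, below the set's 0.31 and 0.22, so length and expression account for much of the rise there but not for all of it. In cardiomyocyte-like cells the lists had a median of 0.279, above the set's, and 7808 of 10000 reached it, so the rise there is no larger than that of such genes.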

How the results depend on the processing

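The crossed pairing of replicates, the cluster with the second lowest *Ttn*, and the scaling and leave-one-out of the class differences are tests chosen only after the result was seen. Over 704 alternatives of 57 results, 583 kept direction and call, 10 lost the call, 27 gained it, 24 changed direction and 60 moved a count by more than 1.5 times. For 34 single genes outside the cluster with the lowest *Ttn*, 394 of 440 alternatives kept both, and of the 3 genes tested in that cluster *Tnni1* changed direction in 5 of 13. Where a library is left out of a group, the lone sample is assumed to vary like the other group.

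Counts of changed genes moved most. DESeq2 gave 71 genes in cvEC-like, 37 in cardiomyocyte-like, 96 in fibroblast-like and 0 in epicardial-like cells. With no filter on low counts there were 435 in cvEC-like, 1349 in mEndo-like, 314 in vEndo-like, 375 in cardiomyocyte-like, 328 in fibroblast-like, 49 in epicardial-like and 4 in immune-like cells. Total count scaling gave 5 in cardiomyocyte-like and 25 in fibroblast-like cells. With cells split by sex there were 18 in vEndo-like, 2 in cardiomyocyte-like, 182 in fibroblast-like and 3 in epicardial-like cells. The stricter cell filter gave 6 in vEndo-like cells, no integration 4 in epicardial-like cells, and no doublets removed 7 in fibroblast-like and 3 in immune-like cells. For each of these counts the cause was not tested.

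Replicate number as a block gave 314 genes in cvEC-like, 663 in mEndo-like, 197 in vEndo-like, 61 in cardiomyocyte-like, 297 in fibroblast-like, 31 in epicardial-like and 2 in immune-like cells. The numbers do not pair the libraries, since deviations of libraries with the same number correlated at -0.131 in cvEC-like, -0.0305 in mEndo-like, -0.139 in vEndo-like, -0.297 in cardiomyocyte-like, -0.216 in fibroblast-like, -0.0321 in epicardial-like and -0.0532 in immune-like cells. The crossed pairs as block gave 690, 996, 182, 18, 57, 28 and 52 genes in the same order of classes.

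With each library left out in turn, the counts ranged from 143 to 646 in cvEC-like, 391 to 1481 in mEndo-like, 17 to 40 in vEndo-like, 7 to 1637 in cardiomyocyte-like, 100 to 529 in fibroblast-like, 1 to 21 in epicardial-like and 9 to 70 in immune-like cells. Leaving out *Ets1* eKO replicate 1 gave the highest count in cvEC-like (646), mEndo-like (1481), cardiomyocyte-like (1637) and fibroblast-like (529) cells and the lowest in vEndo-like cells (17). In cvEC-like cells it was 427 without *Ets1* eKO replicate 2. In cardiomyocyte-like cells it was 30 without control replicate 1, 7 without control replicate 2 and 143 without *Ets1* eKO replicate 2, and in fibroblast-like cells 363, 100 and 317 in that order. In epicardial-like cells it was 21 without control replicate 1, 1 without control replicate 2 and 4 without *Ets1* eKO replicate 2, and in immune-like cells 70, 39, 17 and 9 without control replicate 1, control replicate 2, *Ets1* eKO replicate 1 and *Ets1* eKO replicate 2. The differences between classes ranged from 94 to 644 for mEndo-like and 94 to 344 for cvEC-like against cardiomyocyte-like cells, and the libraries behind these ends are named above. The cause was not tested.

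Some values changed direction. *Rbpj* in mEndo-like cells was -0.044 with total count scaling, -0.00017 with the stricter cell filter and -0.11 to 0.14 with each library left out (below 0 without *Ets1* eKO replicate 1). In cvEC-like cells *Col18a1* was 0.0014 with cells split by sex and -0.22 to 0.077 with each library left out (above 0 without *Ets1* eKO replicate 2). *Esm1* was -0.16 to 0.52 (below 0 without *Ets1* eKO replicate 2), and *Kdr* was 0.032 with cells split by sex and -0.090 to 0.049 with each library left out (above 0 without control replicate 1 and without *Ets1* eKO replicate 2). *Slit2* in vEndo-like cells was -0.052 to 0.28, and *Nppa* in cycling-like cardiomyocytes -0.11 to 0.88, both below 0 without *Ets1* eKO replicate 2. *Ttn* in cardiomyocyte-like cells was 0.056 with cells split by sex and -0.25 to 0.10 with each library left out (above 0 without *Ets1* eKO replicate 2). *Tnni1* in the cluster with the lowest *Ttn* was -0.047 with the stricter cell filter, -0.045 with no integration, -0.13 in the cluster with the second lowest *Ttn*, and -0.067 to 0.13 with each library left out (below 0 without control replicate 1 and without *Ets1* eKO replicate 2), and the cause was not tested.

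By adjusted p, the oxidative phosphorylation set was past the threshold by camera and not by fry in vEndo-like (median 0.16, adjusted p = 0.0735 from limma's fry), cardiomyocyte-like (0.27, adjusted p = 0.0735), fibroblast-like (0.21, adjusted p = 0.114), epicardial-like (0.24, adjusted p = 0.0846) and immune-like cells (0.13, adjusted p = 0.161). In immune-like cells it ranged from 0.093 to 0.20 with each library left out and was not past the threshold without control replicate 1 (0.099, adjusted p = 0.0624 from limma's camera). The difference in the share of cycling-like cardiomyocytes with *Nppa* ranged from -0.18 to 10.5 percentage points and was below 0 without *Ets1* eKO replicate 2. The difference in the sub-cluster nearest the vein list was 0.32 with all variable genes, 2.34 with no doublets removed, 2.21 by marker UMIs and -1.26 to 0.41 with each library left out (0.37 without control replicate 2, 0.41 without *Ets1* eKO replicate 2). For these results the cause was not tested. Depth limits shares most in *Ets1* eKO replicate 2, where 121 mEndo-like cells lay below 2000 UMIs.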

Differences from the paper's values

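For cluster markers the paper's methods name FindAllMarkers of Seurat with DESeq2 and a limit on the percent of cells that express a gene. They do not state whether Table S1 took cells or libraries as replicates, while the values here take libraries. Table S1 gives average log2 fold changes, and the values here were fitted by edgeR to counts summed per library. These are unlike measures, so a gap between them need not mean that the data disagree. The Endo group of Table S1 joins mural and valve endocardium, while mEndo-like cells here are mural alone. A log2 fold change counts as within the paper's where the signs match and the gap is at most the SD of that gene between libraries of a group, which differs from gene to gene (0.25 for *Hmcn1* and 0.097 for *Lgals1* in cvEC-like cells, 0.26 for *Lgals1* in mEndo-like cells). In cvEC cells, the paper's log2 fold change of *Hmcn1* is -0.975539 and the value here -0.62, within the paper's without control replicate 1 (-0.74) and without *Ets1* eKO replicate 1 (-0.86) and not in the other alternatives set before the data were examined. For *Cldn5* the paper's is -0.742693 and here -0.40, within it without control replicate 2 (-0.56) and in no other. None of these alternatives reached the paper's value for *Col18a1* (the paper's -0.591404, here -0.062), *Kdr* (the paper's -0.52079, here -0.018), *Gm42418* (the paper's -2.61984, here 0.022), *mt-Co1* (the paper's -1.79356, here -0.14), *Lgals1* (the paper's 1.64909, here 1.87) or *Mt1* (the paper's 1.3076, here 5.01). The paper lists 341 genes for cvEC cells and 134 were changed here. The count was within 1.5 times the paper's with no filter on low counts (435), with the replicate block (314) and without *Ets1* eKO replicate 2 (427), and not in the other alternatives.

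In Endo cells, the paper's log2 fold change of *Ets1* is -1.02078 and the value here -1.31, within the paper's without *Ets1* eKO replicate 2 (-1.15) alone. *Nrg1* is -0.54262 in the paper and -0.31 here, within it without *Ets1* eKO replicate 2 (-0.44) alone, and *Hmcn1* is -1.25346 in the paper and -0.83 here, within it without *Ets1* eKO replicate 1 (-1.23) alone. *Lgals1* is 1.46866 in the paper and 1.81 here, within it without control replicate 1 (1.597), without *Ets1* eKO replicate 2 (1.72), with cells split by sex (1.68) and with no doublets removed (1.597), and not in the others. No alternative reached the paper's value for *Dlk1* (the paper's 0.559003, here 1.63), *Col18a1* (the paper's -0.503501, here -0.085), *Npr3* (the paper's -0.707253, here -0.26), *mt-Co1* (the paper's -1.10893, here -0.29) or *Meg3* (the paper's 0.878715, here 2.14). The paper lists 271 genes and 454 were changed here, within 1.5 times without control replicate 1 (391) and with double resolution (392) and not in the other alternatives.

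The artery cluster holds about 11% of cvEC cells of *Ets1* eKO in Fig. 2G, read by eye, and 20.8% here, where counting cells with a UMI of marker genes gave 15.8%, within 1.5 times, and the other 3 alternatives did not. The cycling cluster, mEndo2 in the paper, holds about 4% of mEndo cells of the controls in Fig. 2C, read by eye, and 10.3% here. The 1 alternative for it did not reach the paper's. The paper describes mEndo2 as mostly of *Ets1* eKO cells, while the clustering here drew the genotypes together, so these clusters need not hold the same cells.

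Of the 6 angiogenesis genes that the paper reports as lower in cvEC cells, *Sox18*, *Acvrl1*, *Cldn5* and *Robo4* were lower here. *Kdr* was near 0, between -0.10 and 0.049 over its alternatives, and changed direction in 3 of 13. *Esm1* was higher (0.23), though lower without *Ets1* eKO replicate 2 (-0.16). *Sox18* was past the threshold, and *Acvrl1* was past it without *Ets1* eKO replicate 2 (-0.74). Of the 3 secreted genes that the paper reports as lower across endothelial cells, *Hmcn1* and *Slit2* were lower in cvEC-like and mEndo-like cells. *Col18a1* was near 0 in both. Over its alternatives it lay between -0.22 and 0.077 in cvEC-like and between -0.15 and -0.025 in mEndo-like cells. In vEndo-like cells *Hmcn1* (0.68) and *Slit2* (0.12) were higher, *Hmcn1* past the threshold with no filter on low counts (0.67). In cvEC-like cells *Hmcn1* was past the threshold with no filter on low counts (-0.63) and without *Ets1* eKO replicate 1 (-0.86), and *Slit2* without *Ets1* eKO replicate 2 (-0.84) and with cells split by sex (-0.81). In mEndo-like cells *Hmcn1* was past it with DESeq2 (-0.82), no filter on low counts (-0.82), the replicate block (-0.87), without *Ets1* eKO replicate 1 (-1.23), without *Ets1* eKO replicate 2 (-0.52) and with cells split by sex (-0.62). The paper reports *Rbpj* as lower in endocardium, and it was 0.019 here. *Nrg1* (-0.31) and *Dll4* (-0.49), lower in endocardium in the paper, were lower in mEndo-like cells without passing the threshold here or in any alternative. In cvEC-like cells *Dll4* (-0.62) was past it with total count scaling (-0.71), no filter on low counts (-0.64), the replicate block (-0.62), without *Ets1* eKO replicate 1 (-0.58) and without *Ets1* eKO replicate 2 (-0.68). *Ttn* and *mt-Co1*, which the paper reports as higher in CM3 of *Ets1* eKO, were higher here (0.29 and 0.34) and not past the threshold in any alternative. More Nppa-positive cells in cycling cardiomyocytes of *Ets1* eKO, as the paper reports, were seen here in *Ets1* eKO replicate 2 (32.2%) and not in *Ets1* eKO replicate 1 (21.5%).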

Other observations

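The tests of sex for *Xist* and Y-linked genes and for the changed genes were tests chosen only after the result was seen. *Hspa1a* and *Hspa1b* were named by the rule on the largest changes.

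*Xist* was higher and Y-linked genes were lower in *Ets1* eKO. The pools differ in sex, which fits these genes: over all classes at most 0.23% of cells of *Ets1* eKO replicate 2 with transcripts of 1 kind carried Y-linked ones, against 100% of control replicate 1, and at most 4.39% of cells carried both kinds. Sex as the cause of most changes is argued against by the libraries that hold both sexes, control replicate 2 and *Ets1* eKO replicate 1. There, female and male cells differed in the direction of the change by a median log2 of at most 0.14 over the 454 genes changed in mEndo-like, 0.2783 over the 134 in cvEC-like and 0.1892 over the 29 in vEndo-like cells, while the changes had median sizes of 0.95, 1.25 and 1.52. With sex as a term 79.96% of the calls in mEndo-like cells stayed, and 80 of 134 in cvEC-like and 12 of 29 in vEndo-like cells, though that model takes parts of libraries as samples. A part of sex in the changes stays open.

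*Hspa1a* and *Hspa1b* fell in mEndo-like cells of *Ets1* eKO, *Hspa1a* from 55.6 and 17.2 CPM to 2.08 and 3.43 CPM. Handling of the tissue is a candidate explanation, since 10 heat shock and immediate early genes were also lower in classes outside the endothelium, with a median of -0.31 in fibroblast-like and -0.41 in cardiomyocyte-like cells, against -0.81 in mEndo-like cells. An effect of genotype on top of it stays open.

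The cardiomyocyte cluster with the lowest *Ttn* could hold droplets of mostly free RNA. Markers of other cell types stood in it at a median of 11.9% of their level over all cells, against 2.95% in the cluster with the second lowest *Ttn* and 2.36% in the other cardiomyocyte clusters, and hemoglobin genes held 0.097% of its UMIs against 0.0133% in these others. Droplets of free RNA and small or damaged cardiomyocytes cannot be told apart, since the markers lie between the level of free RNA and that of other cardiomyocytes.

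Longer genes tended to be lower in *Ets1* eKO in every class tested, with a Spearman correlation of gene length and log2 fold change of -0.288 in mEndo-like, -0.283 in cvEC-like and -0.388 in cardiomyocyte-like cells. Libraries of one genotype also differed by length: *Ets1* eKO replicate 2 against replicate 1 gave -0.222, -0.23 and -0.301 in these classes, and control replicate 2 against replicate 1, in the other direction and less strongly, 0.077, 0.192 and 0.212. In the paper's Table S1, the median length of the 331 genes lower in cvEC cells is 121 kb and that of the 241 lower in Endo cells 164 kb. *Hmcn1*, *Slit2* and *Nrg1* span 430.91, 324.6 and 1069.48 kb, and a part of length in their falls stays open. Of the genes of Table S1, 331 of 341 had the same sign here in cvEC-like cells (97.1%) and 269 of 271 in mEndo-like cells (99.3%), and 26 and 64 of them were past the threshold. These lists were chosen by the study on the same samples.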
